# Oxygen availability strongly affects chronological lifespan and thermotolerance in batch cultures of *Saccharomyces cerevisiae*

**DOI:** 10.15698/mic2015.11.238

**Published:** 2015-10-21

**Authors:** Markus M. Bisschops, Tim Vos, Rubén Martínez-Moreno, Pilar T. Cortés, Jack T. Pronk, Pascale Daran-Lapujade

**Keywords:** chronological lifespan, thermotolerance, stationary phase, anaerobiosis, energetics, transcriptional response, conditioning

## Abstract

Stationary-phase (SP) batch cultures of *Saccharomyces cerevisiae*, in which growth has been arrested by carbon-source depletion, are widely applied to study chronological lifespan, quiescence and SP-associated robustness. Based on this type of experiments, typically performed under aerobic conditions, several roles of oxygen in aging have been proposed. However, SP in anaerobic yeast cultures has not been investigated in detail. Here, we use the unique capability of *S. cerevisiae* to grow in the complete absence of oxygen to directly compare SP in aerobic and anaerobic bioreactor cultures. This comparison revealed strong positive effects of oxygen availability on adenylate energy charge, longevity and thermotolerance during SP. A low thermotolerance of anaerobic batch cultures was already evident during the exponential growth phase and, in contrast to the situation in aerobic cultures, was not substantially increased during transition into SP. A combination of physiological and transcriptome analysis showed that the slow post-diauxic growth phase on ethanol, which precedes SP in aerobic, but not in anaerobic cultures, endowed cells with the time and resources needed for inducing longevity and thermotolerance. When combined with literature data on acquisition of longevity and thermotolerance in retentostat cultures, the present study indicates that the fast transition from glucose excess to SP in anaerobic cultures precludes acquisition of longevity and thermotolerance. Moreover, this study demonstrates the importance of a preceding, calorie-restricted conditioning phase in the acquisition of longevity and stress tolerance in SP yeast cultures, irrespective of oxygen availability.

## INTRODUCTION

Just like other living organisms, *Saccharomyces cerevisiae *cells age and have a finite chronological lifespan. The similarity of cellular processes in *S. cerevisiae *to those in higher eukaryotes and its accessibility to a wide range of experimental techniques have made this yeast a popular model for studying chronological aging of metazoan cells 1,2,3,4. Chronological aging of *S. cerevisiae* is typically studied in aerobic batch cultures, in which growth arrest and quiescence are triggered by exhaustion of the available carbon sources in the growth medium 5,6. Survival of individual yeast cells in such non-growing, stationary-phase (SP) cultures is then taken as a measure for their chronological lifespan (CLS). Over the past decade, studies on SP yeast cultures have contributed to our understanding of cellular mechanisms involved in aging, and several underlying cellular mechanisms were also found in higher eukaryotes 7.

Calorie restriction has been shown to extend lifespan in organisms ranging from yeast to man, with studies on many organisms pointing at an important role of nutrient-signaling cascades 8. Turn-over of damaged macromolecules, and in particular proteins, has similarly been identified as a key process in aging in many organisms 9. A third universal factor implicated in aging is respiration and, in particular, the associated formation of reactive oxygen species (ROS), which has been shown to enhance aging-related cellular deterioration in many organisms 10. However, ROS have also been implicated in beneficial effects. In particular, mild ROS stress has been proposed to contribute to CLS extension by inducing stress-resistance genes, a phenomenon known as hormesis 11,12. Similarly, increased mitochondrial respiration and ROS production rates in calorie-restricted yeast cultures have been linked to CLS extension 13,14,15.

ROS generation is not necessarily the only mechanism by which respiration and oxygen can affect CLS. In aerobic, glucose-grown batch cultures of *S. cerevisiae*, a fast and predominantly fermentative growth phase on glucose is followed by a second, respiratory growth phase in which the fermentation products ethanol and acetate are consumed 16. This second growth phase, known as post-diauxic phase, is characterized by slow growth. During the post-diauxic phase, genes involved in SP are already expressed at an elevated level, as well as some features associated with SP cultures, such as increased stress resistance 6. In anaerobic cultures of *S. cerevisiae*, the absence of oxygen prevents a respiratory post-diauxic growth phase. Instead, a phase of fast, fermentative exponential growth on glucose is immediately followed by SP, in which maintenance of viability and cellular integrity depends on metabolism of storage compounds. *S. cerevisiae* cells can contain two types of storage polymers: the storage carbohydrates trehalose and glycogen, and fatty acids, which are mostly stored in the form of di- and triacylglycerol esters 17,18,19. In the absence of oxygen, yeast cells cannot catabolize fatty acids by β-oxidation and, moreover, conversion of storage carbohydrates via alcoholic fermentation yields 5-8 fold less ATP than their respiratory dissimilation 20.

Previous studies on the role of respiration in aging were predominantly based on the use of respiration-deficient *S. cerevisiae *mutants (e.g. ρ^0^ strains and other mutants) 21,22,23,24,25 and respiratory inhibitors 14. These approaches, however, have several drawbacks. Firstly, mitochondria are not only involved in respiration, but also in essential anabolic reactions (e.g., assembly of iron-sulfur complexes, amino acid biosynthesis and long-chain lipid biosynthesis 26). Studies on petite or ρ^0^ mutants may therefore cause unwanted ‘side-effects’ resulting from the absence or inefficiency of mitochondrial processes, rather than from direct effects of oxygen or respiration on aging. For example, the absence of mitochondrial DNA influences crosstalk between these organelles and the nucleus 27. Furthermore, inhibition of respiration may result in reduced ROS levels 14, but can also result in ROS accumulation 28, depending on the intervention chosen. In addition, ROS may still be produced by other oxygen-consuming processes in yeast, such as disulfide-bond formation during oxidative protein folding 29.

Surprisingly, while *S. cerevisiae* is unique among yeasts and eukaryotes for its ability to grow fast under fully aerobic as well as strictly anaerobic conditions 30, this ability has not been used to systematically investigate the impact of oxygen availability on entry into SP, on longevity and on robustness. The goal of the present study was therefore to investigate the impact of oxygen availability on yeast physiology in SP cultures. More specifically, we investigated whether the post-diauxic phase and respiratory mobilization of storage compounds in aerobic cultures affects CLS and thermotolerance during SP. To this end, aerobic and anaerobic bioreactor batch cultures of *S. cerevisiae *were grown into SP and subjected to detailed physiological and transcriptome analyses.

## RESULTS

### Anaerobicity reduces chronological lifespan and stress resistance in stationary phase cultures

To investigate the impact of oxygen availability on chronological lifespan in SP cultures of *S. cerevisiae, *survival kinetics were analyzed during SP in aerobic and anaerobic, glucose-grown bioreactor cultures. In aerobic cultures, the percentage of cells capable of colony formation on complex-medium agar plates typically decreased to ca. 2% in the 8 days following onset of SP, i.e. after exhaustion of all exogenous carbon sources including ethanol and organic acids (Figure 1A). Viability of anaerobic cultures decreased much faster, reaching values below 1% within 4.5 days after the onset of SP, that is after all exogenous glucose was consumed (Figure 1A).

**Figure 1:**
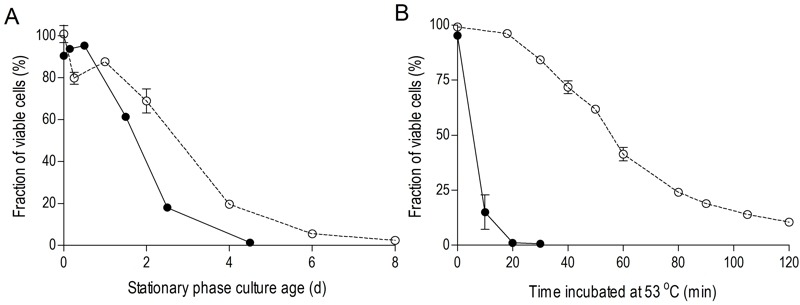
FIGURE 1: Chronological life span and thermotolerance of stationary-phase cultures is much lower under anaerobic than under aerobic conditions. Chronological life span **(A)**: survival expressed as ratio of colony forming units divided by the number of cells plated, during aerobic and anaerobic SP cultures. Time point zero indicates the onset of SP, which corresponds to exogenous glucose exhaustion in anaerobic cultures and exhaustion of all exogenous carbon sources including ethanol and organic acids in aerobic cultures. Thermotolerance **(B)**: loss of viability after sudden exposure of cells from aerobic and anaerobic cultures during early SP to 53°C. Open symbols (○) represent aerobic cultures, closed symbols (●) anaerobic cultures. Data represent the average and SEM of measurements on independent duplicate cultures.

Increased thermotolerance is a well-documented characteristic of SP cultures of *S. cerevisiae* 31,32. Indeed, half of the cells in samples from aerobic, early-SP cultures survived a 60-min exposure to 53°C. Notably, up to 20 minutes incubation at 53°C hardly affected viability, suggesting that cells were well capable of repairing heat-induced damage during this period. In contrast, fewer than 20% of the cells from anaerobic early-SP cultures survived a 10-min incubation at this temperature (Figure 1B). Implementation of anaerobic conditions during sampling and heat-shock assays did not significantly affect this difference, indicating that heat-induced loss of viability was not influenced by exposure of anaerobically grown cells to oxygen during the assays (data not shown). Furthermore, washing of cells prior to the heat-shock experiments did not influence heat-shock resistance, indicating that the presence of low (< 1 g/L) ethanol concentrations in the assays did not cause the low thermotolerance of cells from anaerobic SP cultures.

### Oxygen availability strongly affects the transcriptome of SP cultures

In aerobic yeast cultures, entry into SP is accompanied by a range of physiological changes that enhance survival in harsh, nutrient-poor environments 31. This adaptation coincides with a vast transcriptional reprogramming 33,34,35 that includes up-regulation of genes involved in resistance mechanisms to a wide array of stresses. 

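RNA was taken from independent duplicate batch cultures of the laboratory strain CEN.PK113-7D, grown at 30°C on 20 g/L glucose in the presence or absence of oxygen, and each sample was hybridized to a 1-colour Affymetrix YG-S98 microarray, on which a set of short probes (a probe set) reports each transcript. For the comparison of SP cultures, 2 arrays of aerobic and 2 arrays of anaerobic cultures were available, sampled 4 h after the onset of SP according to the paper's text, although the paper's plot of the growth phases places the anaerobic sample earlier after that onset. By the paper's methods, only the anaerobic medium held added growth factors, ergosterol and a source of unsaturated fatty acids, dissolved in ethanol. Their effect cannot be told apart from that of oxygen in any comparison of aerobic with anaerobic cultures. The deposited values are linear signals for 9335 features per array, which the authors had scaled to a common average signal. The trimmed mean signal, with the 2% lowest and 2% highest values left out, was 240.2 to 240.3 on all 20 arrays. Signals below 12 were set to 12, as in the authors' methods, the 6647 features assigned to protein-coding genes were kept, and the 580 of these that stayed below a signal of 20 on all 20 arrays were left out. The remaining 6067 probe sets represent 5266 genes when each gene is counted once, and 293 of them match several genes. Log2 signals of all 20 arrays were fitted with limma, which takes 1 estimate of the spread per probe set over the 10 conditions, and a difference was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold difference of at least 2. Log2 fold changes are given as aerobic over anaerobic, so that negative values stand for higher levels in anaerobic cultures. Where both arrays of 1 group lie at 12, the fold difference is a lower bound. Before the data were examined, but after Table S1 had been seen, 35 gene lists were set down, and for each list the share of called members was set against all genes tested (for the seripauperin family, all probe sets tested) with a one-sided Fisher's exact test, adjusted over the 70 tests of a comparison. A second p per list, from limma's camera test with an estimated correlation between the members, is given where the call of a list did not hold with it. On simulated arrays of the SP comparison with 6067 probe sets, 83% of 100 probe sets with a log2 fold change of 1.5 were recovered. Of 100 with 2.5, 89% were recovered, and there were 4 false calls. Far fewer probe sets were changed there than were called on the measured arrays, and deviations shared by the probe sets of an array were not simulated. False calls on the measured arrays can therefore be more frequent. The number of arrays limits the precision of all values. In aerobic SP, 1823 and 1847 features lay below 12 on the 2 arrays, against 2702 and 2721 in anaerobic SP.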

Currently, no transcriptome data are available in the literature on anaerobic SP cultures of *S. cerevisiae*.

A transcriptome analysis, performed on culture samples taken 4 h after the onset of SP, revealed that a quarter of the yeast genome (1452 genes, Supplemental Table S1) was differentially expressed (fold-change cut-off of 2.0 and adjusted P-value below 0.05) in aerobic and anaerobic SP cultures. Among these genes were several genes known to be regulated by the heme and oxygen dependent transcription factors Hap1 and Rox1 36,37,38. 

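The large differences included transcripts for the use of ethanol and acetate, higher in aerobic SP cultures, and for sterol uptake, higher in anaerobic SP cultures. Genes of other kinds were also among them. Among the differences measured on both sides, ADH2, which encodes the alcohol dehydrogenase that oxidizes ethanol, had the largest log2 fold change, 9.03 (standard error 0.25, adjusted p = 6.1e-13 from limma, n = 2 cultures per condition). ADY2, a plasma membrane transporter for acetate, was higher in aerobic SP cultures by 7.75 on the log2 scale (standard error 0.18, adjusted p = 9.68e-14). By 1 probe set, FDH1, which encodes formate dehydrogenase, was at least 763-fold higher in aerobic SP cultures, as its signal in both anaerobic cultures lay at the floor. Its other probe set had a log2 fold change of 8.84. In anaerobic SP cultures, AUS1, a transporter that imports sterols, was higher, with a log2 fold change of -4.63 (standard error 0.29, adjusted p = 8.43e-09), as was FHN1, a plasma membrane protein, with -4.03 (standard error 0.19, adjusted p = 3e-10). In total, 1885 of the 6067 probe sets differed between aerobic and anaerobic SP cultures.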

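HAP1 itself was higher in aerobic SP cultures (log2 fold change 2.21, standard error 0.21, adjusted p = 6.75e-07 from limma), and so was ROX1, a repressor of hypoxic genes (3.36, standard error 0.22, adjusted p = 1.12e-08). Of 7 genes activated by Hap1, 6 were higher in aerobic SP cultures, none was lower, and 6 passed when adjusted over the list alone (adjusted p = 0.0171, one-sided Fisher's exact test, and adjusted p = 0.103 with an estimated correlation). Beside ROX1, which is itself on this list, these included CYB2, the lactate dehydrogenase that feeds electrons to cytochrome c, with a log2 fold change of 4.05. They also included CYC1, the aerobic isoform of cytochrome c, with 3.94, and HMG1, an enzyme of sterol synthesis, with 3.06. Of 7 hypoxic genes repressed by Rox1, 5 were higher in anaerobic SP cultures and none was lower, with the same 5 when adjusted over the list alone (adjusted p = 0.0379, one-sided Fisher's exact test, and adjusted p = 0.755 with an estimated correlation). ANB1, the hypoxic form of a translation factor, had a log2 fold change of -3.95 (standard error 0.91, adjusted p = 0.00197), CYC7, the hypoxic isoform of cytochrome c, of -3.17, and COX5B, the hypoxic form of a cytochrome c oxidase subunit, of -3.04.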

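Genes for growth on carbon compounds other than glucose were higher in aerobic SP cultures. All 9 genes of the glyoxylate cycle and gluconeogenesis were higher in aerobic than in anaerobic SP cultures, also when adjusted over the list alone (adjusted p = 1.85e-05, one-sided Fisher's exact test, and adjusted p = 0.052 with an estimated correlation). Among them, MLS1, the malate synthase of the glyoxylate cycle, had a log2 fold change of 6.99 (standard error 0.18, adjusted p = 2.07e-13 from limma), and ICL1, the isocitrate lyase of the same cycle, of 5.79 (standard error 0.25, adjusted p = 1.45e-10). FBP1, the fructose-1,6-bisphosphatase of gluconeogenesis, had 7.55, with 1 anaerobic array at the floor. Of 12 genes for the use of ethanol, acetate, lactate and glycerol, 8 were higher and none was lower, or 9 higher when adjusted over the list alone (adjusted p = 0.0242, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). Besides ADH2 and ADY2, these included JEN1, a lactate transporter, with a log2 fold change of 6.25, and STL1, a glycerol transporter, which was at least 22.6-fold higher. Over all tested probe sets, 1106 (58.7%) of the called differences were higher in aerobic SP cultures with the deposited scaling, and 48.2% of the differences called after quantile normalization. The ratio of 3' to 5' signal of control transcripts is a measure of RNA integrity. For ACT1 it was 2.68 and 2.1 on the arrays of aerobic SP cultures and 1.64 and 1.62 on those of anaerobic SP cultures. For SPT15 it was 5.196 and 6.807 against 4.349 and 4.682. For SRB4 the arrays overlapped, with 2.85 and 3.7 against 3.396 and 3.667.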

Approximately 40% of the differentially expressed genes (574 genes, Supplemental Table S1) were transcribed at higher levels in the aerobic SP cultures. This gene set showed a strong overrepresentation of genes involved in fatty acid metabolism and, in particular, in β-oxidation (Table 1). This set of genes was also strongly enriched for genes that were up-regulated during SP in previous studies performed in shake flasks 34 (Table 1). 

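Almost the whole pathway of fatty acid β-oxidation was higher in aerobic SP cultures. Of 18 genes, 16 were higher, none was lower and 16 passed when adjusted over the list alone (adjusted p = 1.42e-08, one-sided Fisher's exact test, and adjusted p = 0.1 with an estimated correlation). CTA1, the peroxisomal catalase that removes the hydrogen peroxide made by β-oxidation, had a log2 fold change of 8.22 (standard error 0.15, adjusted p = 1.56e-14 from limma). POX1, the acyl-CoA oxidase of the pathway's opening step, had 7.85 (standard error 0.25, adjusted p = 2.12e-12), ECI1, an enoyl-CoA isomerase, 5.66, and FAA2, which activates medium-chain fatty acids, 4.85. All 4 genes of the carnitine shuttle, which carries acetyl units out of the peroxisome, were called higher, led by YAT1 with 7.48 and YAT2 with 5.91, although a list of this size did not pass the enrichment test (adjusted p = 0.0842, one-sided Fisher's exact test; all 4 also passed when adjusted over the list alone). Of 23 peroxins, the proteins that build peroxisomes, 12 were higher and none was lower, also when adjusted over the list alone (adjusted p = 0.0206, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). Among the peroxins, PEX18 had 4.50 and PEX5, the import receptor for peroxisomal proteins, 2.82.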

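SSA3, an Hsp70 family member, had a log2 fold change of 3.56 between aerobic and anaerobic SP cultures (standard error 0.42, adjusted p = 6.29e-06 from limma). SPG5, a regulator of the proteasome in SP, followed with 3.04 (standard error 0.55, adjusted p = 0.00033), and SPG3 with 2.17 (standard error 0.25, adjusted p = 4.53e-06). SPG1 had a log2 fold change of 1.90 (standard error 0.16, adjusted p = 1.84e-07) and SPG4 of 1.52 (standard error 0.18, adjusted p = 8e-06). All 5 genes were thus called higher in aerobic SP cultures, also when adjusted over these 5 alone (adjusted p = 0.0157, one-sided Fisher's exact test, and adjusted p = 0.244 with an estimated correlation). After quantile normalization 4 of the 5 were called, and the list no longer passed (adjusted p = 0.146). These genes were picked by the paper on the present samples, so their direction is no independent evidence.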

Examples included the SP-genes *SPG1*, *SPG3*, *SPG4*, *SPG5*, and *SSA3*, which encodes a stress-induced ATPase. Furthermore, a significant number of genes (54) induced by the environmental stress response 39 was expressed at higher levels in aerobic SP cultures than in their anaerobic counterparts (Table 1).

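Genes for heat-shock proteins and chaperones, which help proteins fold, went both ways in SP. Of 30 genes for heat-shock proteins and chaperones, 8 were higher and 2 were lower in aerobic SP cultures, with the same numbers when adjusted over the list alone, and the list showed no enrichment (adjusted p = 1, one-sided Fisher's exact test). CUR1, which directs misfolded proteins to a storage site, had a log2 fold change of 3.39 (standard error 0.27, adjusted p = 8.8e-08 from limma). AHA1, which activates the ATPase of Hsp90, had 2.08 (standard error 0.19, adjusted p = 4.67e-07) and HCH1, its homolog, 1.60. The 2 lower members were SSA4 (-1.14) and HSP31 (-1.16), the latter picked out after its value was seen. Of 28 targets of the general stress factors Msn2 and Msn4, a single gene, CTT1, was higher in aerobic SP cultures. CTT1, the cytosolic catalase, was picked out after its value was seen and had a log2 fold change of 1.05 (standard error 0.23, adjusted p = 0.0012), and its call was lost after quantile normalization, after scaling to housekeeping genes, without anaerobic late SP replicate 2 and without aerobic late SP replicate 1.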

**Table 1:** Functional categories overrepresented among genes with different expression levels in aerobic and anaerobic stationary phase cultures. ^a^Bonferroni-corrected P-value cut-off of 0.05 was used and P-values indicate the probability of finding the same numbers of genes in a random set of genes. Functional categories are obtained from the Gene Ontology set or, in italic font, directly from literature references. Details can be found in supplemental table S2.

**Category description**	**# of genes in dataset**	**# of genes in category**	**P-value^a^**
**574 genes with higher expression in aerobic stationary phase cultures**			
*Genes induced in stationary phase 34*	53	122	1.2 ^.^ 10^-22^
*Genes induced by environmental stress response 39*	54	281	3.2 ^.^ 10^-6^
Fatty acid metabolic process	13	29	5.4 ^.^ 10^-4^
Fatty acid beta-oxidation	7	9	2.0 ^.^ 10^-3^
Transmembrane transport	52	303	3.8 ^.^ 10^-3^
Glyoxylate cycle	6	8	1.7 ^.^ 10^-2^
**878 genes with higher expression in anaerobic stationary phase cultures**			
Translation	131	345	4.1 ^.^ 10^-28^
*Genes induced by environmental stress response 39*	78	281	1.7 ^.^ 10^-8^
Mitochondrial translation	36	81	1.9 ^.^ 10^-8^
Oxidation reduction	74	270	1.6 ^.^ 10^-6^
Metabolic process	93	389	2.6 ^.^ 10^-5^
Response to stress	49	161	3.2 ^.^ 10^-5^
Heme biosynthetic process	10	12	1.6 ^.^ 10^-4^
Methionine metabolic process	11	15	3.5 ^.^ 10^-4^
Sulfate assimilation	9	11	1.0 ^.^ 10^-3^
Porphyrin biosynthetic process	8	9	1.4 ^.^ 10^-3^
Carbohydrate metabolic process	28	93	4.2 ^.^ 10^-2^
Glycolysis	14	32	4.6 ^.^ 10^-2^
Methionine biosynthetic process	14	32	4.6 ^.^ 10^-2^

Most of the genes that were differentially expressed in aerobic and anaerobic SP cultures (60%, 878 genes, Supplemental Table S1) showed a higher transcript level under anaerobic conditions. This gene set showed an overrepresentation of genes that were previously shown to be expressed at high levels in anaerobic yeast cultures and which were therefore not necessarily related to SP. This subgroup included genes involved in heme synthesis 38 and members of the multi-gene seripauperin family 40 (Table 1 and Supplemental Table S2). 

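Genes for methionine metabolism and sulfate assimilation were among the 779 probe sets that were higher in anaerobic SP cultures. Of 26 genes for methionine metabolism and sulfate assimilation, 15 were higher in anaerobic SP cultures and 1 was lower, also when adjusted over the list alone (adjusted p = 4.19e-06, one-sided Fisher's exact test, and adjusted p = 0.635 with an estimated correlation). YCT1, a cysteine transporter, had a log2 fold change of -2.86 (standard error 0.25, adjusted p = 2.77e-07 from limma), CYS3, an enzyme that makes cysteine, of -2.22 and MET13, which makes the methyl donor for methionine, of -2.17. Without aerobic late SP replicate 1, 8 of these 26 genes were called and the list did not pass (adjusted p = 0.214). Of 58 genes for the synthesis of other amino acids, 8 were higher in anaerobic and 3 in aerobic SP cultures, with the same numbers when adjusted over the list alone, and no enrichment (adjusted p = 1, one-sided Fisher's exact test). The number higher in anaerobic SP cultures was 1 without aerobic late SP replicate 1 and 14 without replicate 2. Members went both ways, as LEU2, of leucine synthesis, had -1.57 and ARG3, of arginine synthesis, 4.65.

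**Figure D1:**
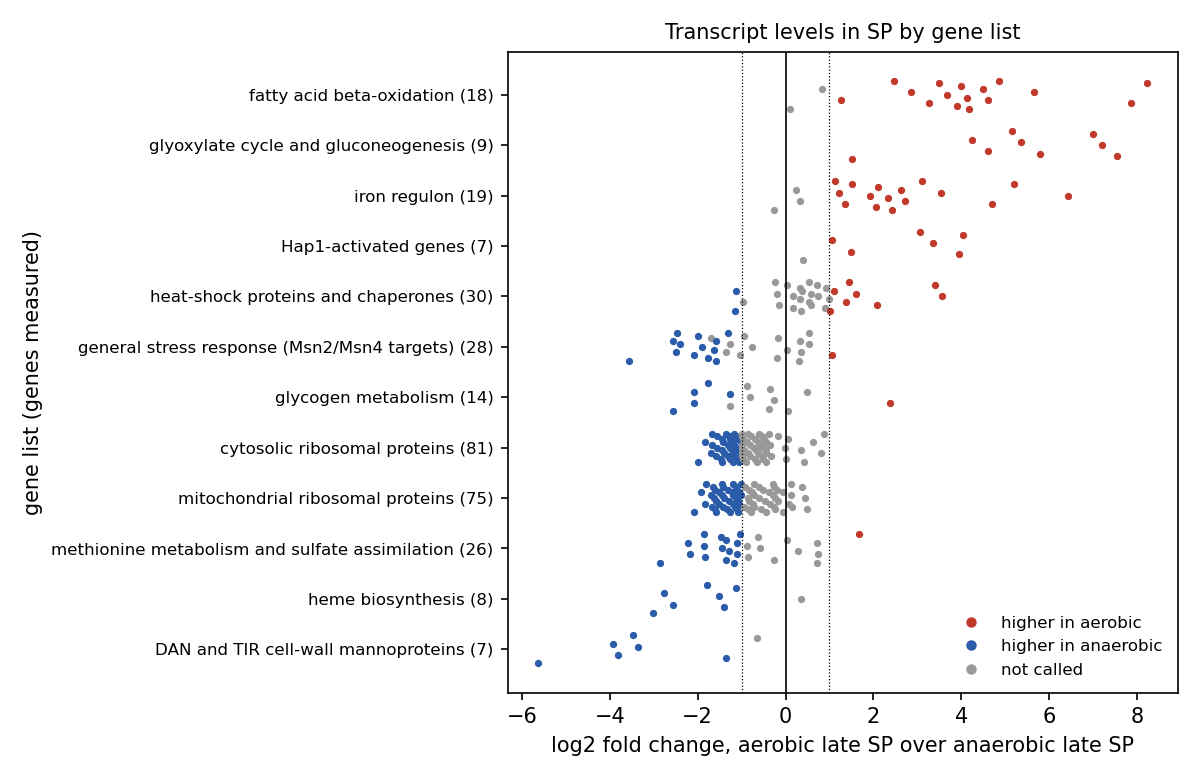
Log2 fold change between aerobic and anaerobic SP cultures (x axis, aerobic over anaerobic) of the members of 12 gene lists (y axis), where each point is 1 probe set, red if called higher in aerobic, blue if called higher in anaerobic and grey if not called, and dotted lines mark log2 fold changes of -1 and 1. Genes of fatty acid β-oxidation reach 8.22 on the aerobic side, and the outermost point of the DAN and TIR cell-wall mannoproteins on the anaerobic side is DAN1, whose 2 aerobic arrays lie far apart.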

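Cell-wall mannoproteins and sterol uptake genes known from anaerobic growth were higher in anaerobic SP cultures. Of 7 genes for DAN and TIR cell-wall mannoproteins, which coat the wall of anaerobic cells, 6 were higher in anaerobic SP cultures (4 to 6 without 1 array) and none was lower, also when adjusted over the list alone (adjusted p = 0.00177, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). TIR4 had a log2 fold change of -3.93 (standard error 0.42, adjusted p = 2.18e-06 from limma) and TIR1 of -3.46. DAN1 had -5.62, with a standard error of 2.11 and an adjusted p of 0.0351, as its signal was at the floor on 1 aerobic array; without aerobic late SP replicate 1 it had -2.48 and was not called, and without replicate 2 it had -8.76. DAN4 had -1.35 (standard error 0.23, adjusted p = 0.000173). Of 7 genes for sterol uptake and esterification, 5 were higher in anaerobic and 2 in aerobic SP cultures, with the same numbers when adjusted over the list alone (adjusted p = 0.0379, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). Besides AUS1, UPC2, the regulator that activates sterol uptake under anaerobic conditions, had -2.32 and ARE1, an acyltransferase that makes sterol esters, -2.10, whereas ARE2, the other acyltransferase, had 2.91.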

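Nearly all genes of heme synthesis were higher in anaerobic SP cultures. Of 8 genes, 7 were higher in anaerobic SP cultures and none was lower, also when adjusted over the list alone (adjusted p = 0.000254, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). HEM13, the coproporphyrinogen oxidase that uses oxygen, had a log2 fold change of -3.02 (standard error 0.39, adjusted p = 1.5e-05 from limma), HEM15, the ferrochelatase of the final step, of -2.78 (standard error 0.26, adjusted p = 5.34e-07), HEM3 of -2.55 and HEM2 of -1.78. Of 22 probe sets for the seripauperin family, 21 were higher in anaerobic SP cultures and none was lower, also when adjusted over the list alone (adjusted p = 2.04e-16, one-sided Fisher's exact test, and adjusted p = 0.942 with an estimated correlation). PAU23 had -3.82 (standard error 0.24, adjusted p = 8.43e-09), PAU3 -3.68 and PAU19 -3.62. Seripauperin genes are close to identical in sequence and several of these probe sets match more than 1 gene, so single members cannot be told apart. The probe sets are therefore not independent, and the Fisher p-values of this family, here and below, overstate the evidence. Of genes known for high expression in anaerobic cultures, among which it counts heme synthesis and seripauperin genes, the paper states that they are not necessarily related to SP.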

Interestingly, a strong overrepresentation (131 out of 345 genes) was found for the GO category ‘translation’ (Table 1). This subset included many genes encoding cytosolic and mitochondrial ribosomal proteins (65 and 24 genes respectively). Furthermore, several genes involved in carbohydrate metabolism, including glycogen metabolism, were expressed at higher levels in anaerobic SP cultures (Table 1). 

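Genes for translation factors and for ribosome biogenesis were not enriched among the differences in SP. Of 20 genes for translation factors, 2 were higher in anaerobic SP cultures and 1 in aerobic SP cultures, or 1 and 1 when adjusted over the list alone, and the list was not enriched (adjusted p = 1, one-sided Fisher's exact test). CAM1, a subunit of elongation factor 1B, had a log2 fold change of -1.23 and SUP35, the release factor eRF3, of -1.02, whereas HYP2, the aerobic form of eIF5A, had 1.10 (standard error 0.26, adjusted p = 0.00235 from limma). Of 73 genes for ribosome biogenesis, 10 were higher in aerobic and 1 in anaerobic SP cultures, with the same numbers when adjusted over the list alone, and no enrichment (adjusted p = 1, one-sided Fisher's exact test). NOP16, which takes part in making the large ribosomal subunit, had 1.77 (standard error 0.26, adjusted p = 4.99e-05) and LOC1, with a role in the same process, 1.71. These numbers moved with the scaling, as 4 were higher in aerobic and 8 in anaerobic SP cultures after quantile normalization, and 4 and 1 with a floor of 30. Leaving out aerobic late SP replicate 2 gave 9 higher in anaerobic SP cultures.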

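Part of the genes for cytosolic and for mitochondrial ribosomal proteins were higher in anaerobic SP cultures, for the cytosolic ones depending on 1 array. Of 81 genes for cytosolic ribosomal proteins, 35 were higher in anaerobic SP cultures and none was lower, or 36 when adjusted over the list alone (adjusted p = 3.99e-10, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). RPS0B had a log2 fold change of -1.99 (standard error 0.35, adjusted p = 0.000264 from limma), RPS28B of -1.84 and RPS1B of -1.70. Most cytosolic ribosomal proteins are encoded by a pair of near-identical genes that can share probes, so members of a pair are not independent. Without aerobic late SP replicate 1, 8 genes were called and the list did not pass (adjusted p = 1), and without aerobic late SP replicate 2, 56 were called. Of 75 genes for mitochondrial ribosomal proteins, 38 were higher in anaerobic SP cultures and none was lower, also when adjusted over the list alone (adjusted p = 7.37e-14, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). MRPS5 had -2.09 (standard error 0.26, adjusted p = 1.22e-05), MRPL17 -1.92 and MRPL24 -1.83.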

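Several enzymes of glycogen turnover were higher in anaerobic SP cultures. GPH1, the glycogen phosphorylase that releases glucose units, had a log2 fold change of -2.56 (standard error 0.62, adjusted p = 0.00301 from limma), GSY1, a glycogen synthase, of -2.09 (standard error 0.74, adjusted p = 0.0267) and GDB1, the debranching enzyme, of -2.08. SGA1, a glucoamylase made during sporulation, went the other way with 2.37. Of 14 genes for glycogen metabolism, 5 were higher in anaerobic and 1 in aerobic SP cultures, also when adjusted over the list alone, and the list was not enriched (adjusted p = 1, one-sided Fisher's exact test). Of 7 genes for trehalose metabolism, TPS3, a subunit of the synthase, was higher in anaerobic SP cultures (-1.98), while the trehalases ATH1 (1.72) and NTH2 (1.30) were higher in aerobic SP cultures. Of 20 genes for glycolysis and alcoholic fermentation, 8 were higher in anaerobic and 1 in aerobic SP cultures, also when adjusted over the list alone (adjusted p = 0.138, one-sided Fisher's exact test), led by PGI1, the glucose-phosphate isomerase, with -1.63 (standard error 0.20, adjusted p = 7.99e-06), and PDC1, the main pyruvate decarboxylase, with -1.48. Without aerobic late SP replicate 1, 2 genes of glycolysis and fermentation were called higher in anaerobic SP cultures, whereas without replicate 2, 11 were called and the list passed (adjusted p = 0.00169), as it did after quantile normalization (adjusted p = 0.0201).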

Finally, the set of 878 genes with higher expression in anaerobic SP cultures showed a very strong overrepresentation of genes induced by the environmental stress response 39.

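The targets of the general stress factors Msn2 and Msn4 that differed in SP were, with 1 exception, higher in anaerobic SP cultures. Of 28 such genes, 13 were higher in anaerobic SP cultures, 14 did not pass and 1 was lower, with the same 13 when adjusted over the list alone (adjusted p = 0.000815, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). GAD1, a glutamate decarboxylase with a role in oxidative stress, had a log2 fold change of -3.56 (standard error 0.38, adjusted p = 2.64e-06 from limma). GRE3, an aldose reductase, had -2.49 and ALD3, an aldehyde dehydrogenase, -2.46. GPH1 and GDB1 of glycogen breakdown are also among the 13.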

### Anaerobicity negatively affects the energy status of SP cultures

Use of oxygen as an electron acceptor for respiration enables oxidative phosphorylation. As a consequence, ATP yields on glucose, glycogen and trehalose in respiratory cultures can be up to ca. 8-fold higher than in anaerobic, fermentative cultures 20,41. Furthermore, since anaerobic yeast cultures cannot catabolize fatty acids, their use as energy reserves is restricted to aerobic cultures. To investigate the impact of storage metabolism and energy status on the short CLS of anaerobic SP cultures, cellular contents of storage materials and adenylate energy charge (a measure for the energetic status of living cells 42) were analysed in aerobic and anaerobic SP cultures.

In aerobic cultures, intracellular pools of trehalose and glycogen were depleted within 1 day after entry into SP (Figure 2A and 2B). Cellular contents of the fatty acids palmitic and palmitoleic acid, also decreased during aerobic SP, but at a much slower rate than the storage carbohydrates and approached 6% of the total fatty acids content. This level is close to the membrane-associated fatty acid content previously reported in *S. cerevisiae* 43, indicating that yeast cells had exhausted most of their reserve lipids after 2 days in SP (Figure 2C). Together with the increased expression of genes involved in β-oxidation in aerobic SP cultures (Table 1), this observation indicates that aerobic SP cells use part of their fatty acids as an endogenous carbon and energy source. 

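In aerobic cultures, the β-oxidation genes rose between the post-diauxic phase and late SP. Of 18 genes, 16 rose and none fell, also when adjusted over the list alone (adjusted p = 3.52e-11, one-sided Fisher's exact test, and adjusted p = 0.0721 with an estimated correlation). POX1 rose by 6.21 on the log2 scale (standard error 0.25, adjusted p = 8.6e-11 from limma), ECI1 by 5.98, POT1, the thiolase of the final step, by 4.94 (standard error 0.23, adjusted p = 5.22e-10), and IDP3, a peroxisomal isocitrate dehydrogenase that supplies reducing power, by 4.59. In anaerobic cultures, 11 of the 18 genes rose and 1 fell between the exponential phase and late SP (adjusted p = 0.0562, one-sided Fisher's exact test; the same numbers when adjusted over the list alone). POT1 rose by 6.40 there, SPS19 by 3.77 and FOX2, the multifunctional enzyme of the pathway, by 3.54, while CTA1 was at least 2.28-fold higher than in the exponential phase. POX1 was measured at a signal of 17.4 ± 0.28 (SD, n = 2) in anaerobic late SP, against 4043 ± 495 (SD, n = 2) in aerobic late SP.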

In aerobic cultures, the adenylate energy charge was 0.70 (± 0.08) and the intracellular ATP concentration was 5.45 (± 0.76) mM at the onset of SP. These results are in good agreement with published data 44,45. In the days after the onset of SP, both parameters gradually decreased. Two full days after the onset of SP, the adenylate energy charge was still above 0.25 (Figure 3).

**Figure 2:**
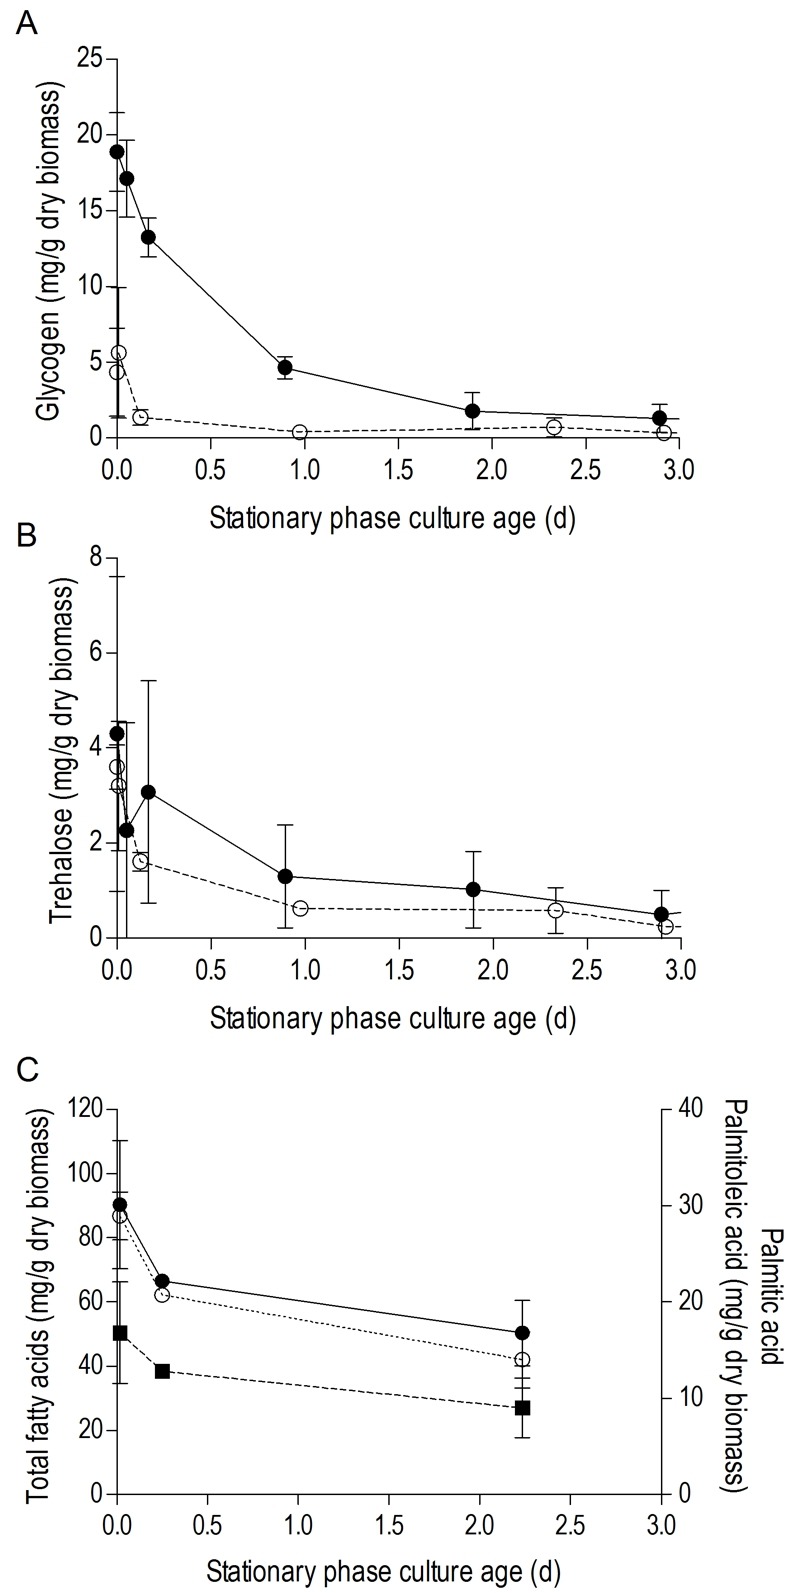
FIGURE 2: Utilization of carbohydrate and lipid storage compounds in aerobic and anaerobic stationary-phase cultures. Cellular contents of glycogen **(A)**) and trehalose **(B)** are shown for the SP of glucose-grown batch cultures of *S. cerevisiae*, grown under aerobic (open symbols, ○) or anaerobic (closed symbols, ●) conditions. Panel **(C)** shows cellular contents of total fatty acids (closed circles, ●), palmitoleic acid (open circles, ○) and palmitic acid (closed squares, ■) in aerobic SP cultures. Time point zero indicates the onset of SP, which corresponds to exogenous glucose exhaustion in anaerobic cultures and exhaustion of all exogenous carbon sources including ethanol and organic acids in aerobic cultures. Average and SD or SEM are shown, calculated from either quadruplicate cultures (glycogen and trehalose) or duplicate cultures (fatty acids), respectively.

**Figure 3:**
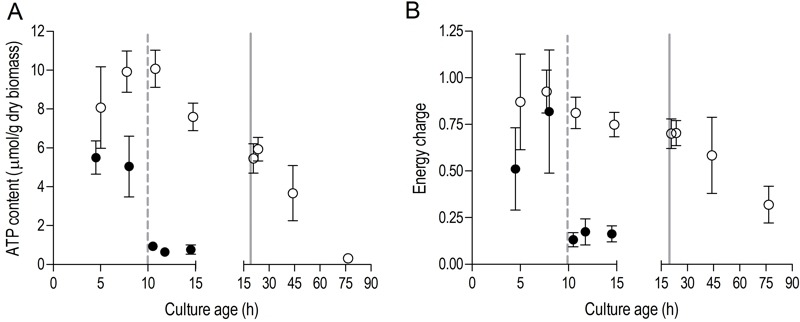
FIGURE 3: Intracellular ATP concentration and adenylate energy charge in aerobic and anaerobic stationary-phase cultures. Cellular ATP content **(A)** and adenylate energy charge **(B)** in aerobic (open symbols, ○) and anaerobic (closed symbols, ●) cultures. The dashed vertical line represents glucose exhaustion and the onset of anaerobic SP, the solid vertical line represents ethanol exhaustion and the onset of aerobic SP. Values are shown as averages of duplicate cultures (+/- SEM).

Trehalose and glycogen are the only known carbon and energy reserves in anaerobic *S. cerevisiae *cultures. The initial trehalose content and utilization profile in anaerobic SP cultures strongly resembled those observed in aerobic cultures. The initial glycogen concentration in anaerobic SP cultures was ca. four-fold higher than in aerobic SP cultures. Nevertheless, intracellular glycogen was exhausted after 2 days in SP (Figure 2A and 2B). At the onset of SP, intracellular ATP concentration and adenylate energy charge of anaerobic SP cultures were already lower than in aerobic cultures. Moreover, they decreased to very low levels within half a day after the onset of SP (Figure 3).

### Different entry trajectories into SP in aerobic and anaerobic cultures 

The results described above reveal clear differences in transcriptome, energy status, thermotolerance and CLS of aerobic and anaerobic SP cultures. Some of these parameters already differed at the onset of SP, indicating the importance of different ‘entry trajectories’ of aerobic and anaerobic cultures into SP. A major difference between aerobic and anaerobic batch cultures is the absence, in the latter, of a respiratory post-diauxic phase, in which ethanol and minor fermentation products acetate and glycerol are consumed. Growth in the post-diauxic phase, in which metabolism is completely respiratory, is slower than during the preceding glucose phase 46. In this study, the maximum specific growth rate of anaerobic cultures (0.31 ± 0.01 h^-1^) during the glucose phase was lower than that of aerobic cultures (0.39 ± 0.02 h^-1^, Figure 4). In aerobic cultures, the specific growth rate during the post-diauxic phase (0.10 ± 0.01 h^-1^) was ca. four-fold lower than during the fast growth phase on glucose. As a consequence, the specific growth rate in the hours preceding the onset of SP was ca. three-fold lower in aerobic cultures than in anaerobic cultures. To investigate whether the post-diauxic phase may have ‘conditioned’ aerobic cultures for entry into SP, analysis of aerobic and anaerobic batch cultures was extended to include the growth phases that precede SP.

**Figure 4:**
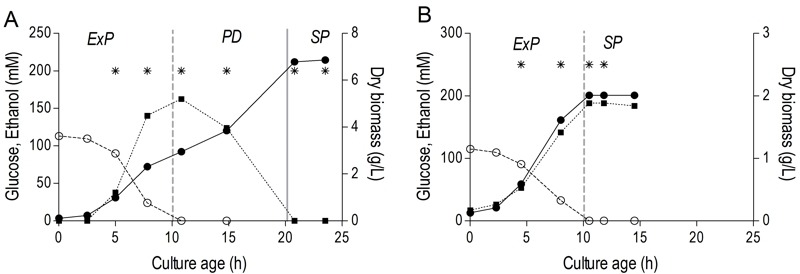
FIGURE 4: Growth phases in aerobic and anaerobic batch cultures. Biomass (closed circles, ●), glucose (open circles, ○) and ethanol (closed squares, ■) concentration during the different growth phases of aerobic **(A)** and anaerobic **(B)** batch cultures of *S. cerevisiae*. The initial phase of exponential growth on glucose (ExP), the following post-diauxic phase of slower growth on non-fermentable carbon sources (PD) and final stationary phase (SP) are indicated. Values shown are from single representative batch cultures, independent replicate cultures yielded essentially the same results. Vertical lines indicate depletion of glucose (dashed line) and of fermentation products (solid line). Asterisks (*) indicate time points at which samples were taken for transcriptome analysis.

A much higher thermotolerance in aerobic cultures was already evident in the exponential growth phase and further increased during the post-diauxic phase, to reach a maximum upon entry into SP (Figure 5). Conversely, thermotolerance of anaerobic cultures did not increase during entry into SP and, consequently, remained much lower than that of aerobic cultures (Figure 5).

**Figure 5:**
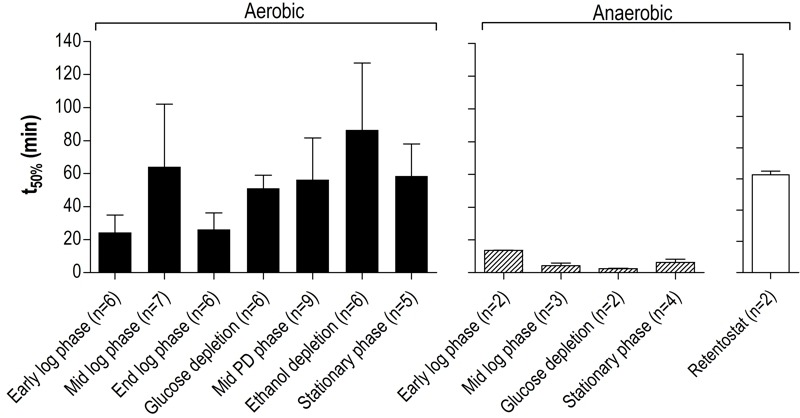
FIGURE 5: Thermotolerance of aerobic and anaerobic cultures during different growth phases. Thermotolerance of cells during different growth phases of aerobic (black bars) and anaerobic (hatched bars) batch cultures of *S. cerevisiae* (Figure 4). The white bar depicts the thermotolerance of *S. cerevisiae* grown for 8 days in anaerobic retentostats 20. Thermotolerance was assayed by monitoring viability during incubation at 53°C and is shown as the incubation time resulting in a 50% decrease in viability (t_50_) (see Materials and Methods for more details). The number of independent culture replicates for each of the growth phases is denoted on the x-axis labels.

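The time course comprised 20 arrays, 2 cultures at each of 6 aerobic time points (mid-exponential, late exponential, diauxic shift, post-diauxic phase, early SP and late SP) and 4 anaerobic time points (mid-exponential, end of the exponential phase, early SP and late SP). All arrays were taken from 4 cultures, so that samples of 1 culture at different time points are repeated measures. Differences between aerobic and anaerobic cultures were tested with limma at mid-exponential phase, at late exponential phase, at glucose exhaustion (aerobic diauxic shift against anaerobic early SP), in early SP and in late SP. Changes with time were tested within aerobic cultures (post-diauxic against mid-exponential, late SP against post-diauxic and late SP against mid-exponential) and within anaerobic cultures (end of exponential and late SP against mid-exponential). The comparisons at glucose exhaustion and in early SP share the arrays of anaerobic early SP, so part of their overlap may come from these arrays. A further test asked whether the change from mid-exponential phase to late SP differed between aerobic and anaerobic cultures. Mean-normalized expression is the signal divided by its mean over all 20 arrays. The correlation of log2 signals was at least 0.963 between the cultures of a condition.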

To further compare the different ‘entry trajectories’ into SP of aerobic and anaerobic batch cultures, transcriptome analyses were performed at different time points during exponential phase, post-diauxic phase (aerobic cultures only) and SP. Genes were grouped in 9 clusters, based on their time-dependent expression profiles in aerobic and anaerobic cultures (Figure 6). 

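The copy of Table S1 used here holds 1448 of the 1452 rows, with the cluster of each gene, and no set test was run on it. Of these, cluster 1 comprises 315 genes, cluster 2 304, cluster 3 212, cluster 4 83, cluster 5 254, cluster 6 53, cluster 7 84, cluster 8 120 and cluster 9 23. Genes of clusters 1, 6, 7 and 8 are listed there as higher in aerobic SP cultures and those of clusters 2, 3, 4, 5 and 9 as higher in anaerobic SP cultures. The clusters were formed by the authors on the present arrays, so that the direction of their profiles is no independent evidence. Genes of cluster 4 had a median mean-normalized expression of 0.502 (quartiles 0.4 and 0.627) in aerobic late SP and 1.37 (quartiles 1.16 and 1.64) in anaerobic late SP, from 0.931 and 0.952 at mid-exponential phase.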

A full dataset is available in Supplemental Data (Tables S3 and S4).

**Figure 6:**
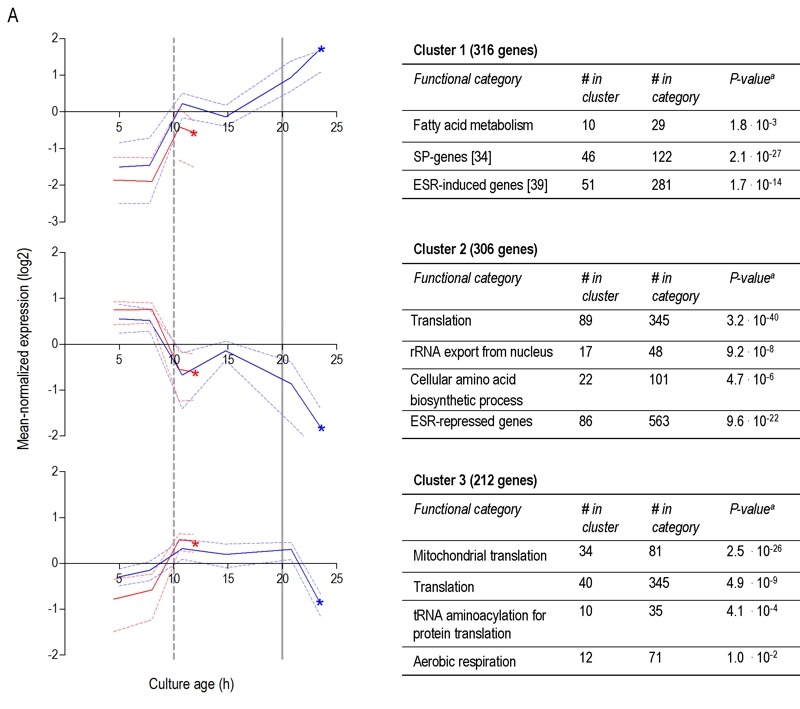

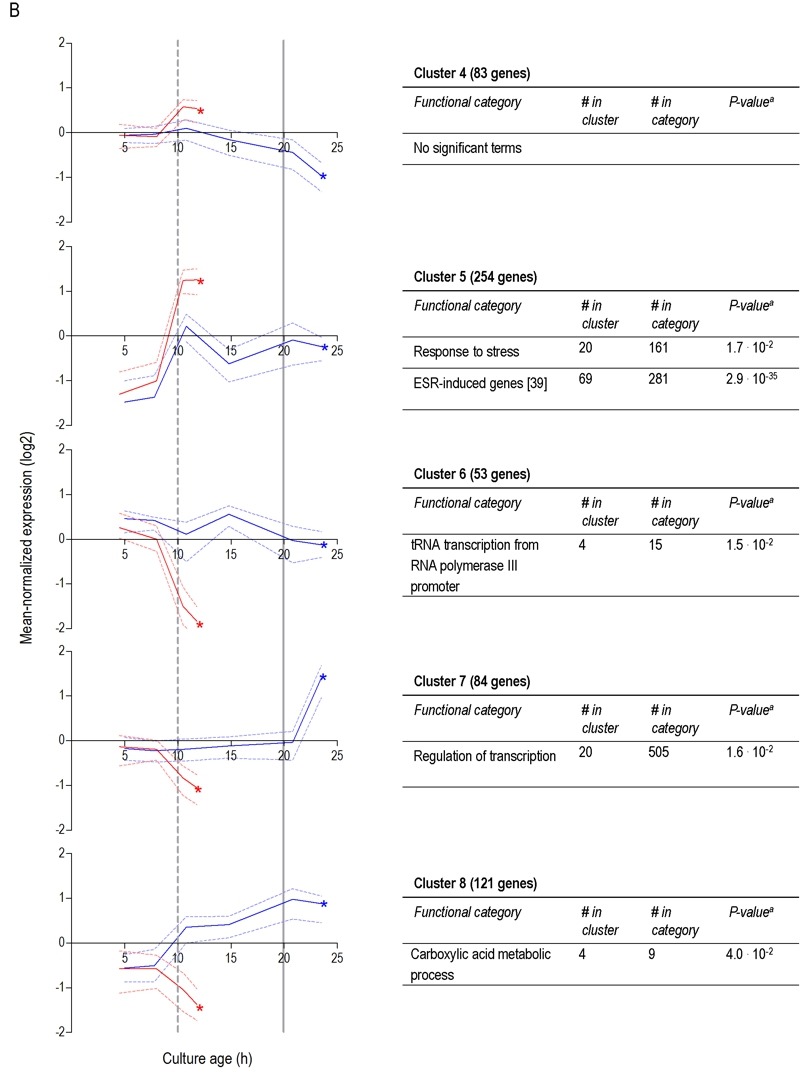
FIGURE 6: Clustering of genes differentially expressed between aerobic and anaerobic SP cultures according to their expression profiles during the growth phases preceding SP. Genes whose differential expression between aerobic and anaerobic SP cultures originated from changes after glucose depletion **(A)**. Clusters of genes whose differential expression between aerobic and anaerobic stationary phase cultures from changes upon glucose exhaustion **(B)**. Each graph presents the expression profiles of genes from aerobic culture** (blue lines)** and anaerobic cultures **(red lines) ** in a particular gene cluster. The solid lines represent the average of the mean-normalized expression of all genes in the cluster. The dashed lines represent the first and third quartile of these mean-normalized expression values, giving information on the scatter in the expression of genes in the cluster. Asterisks (*) indicate the SP samples from anaerobic and aerobic batches. Vertical lines indicate glucose exhaustion **(dashed line) ** and carbon exhaustion (**solid line**, for aerobic cultures only). For each cluster a table reports the overrepresentation of functional categories, including the number of genes in the cluster belonging to a specific functional category (# in cluster), the total number of genes in this functional category (# in category), and the ^a^Bonferroni-corrected P-values that indicate the likelihood of obtaining such enrichment in a random set of genes. Only categories with ^a^Bonferroni-corrected P-value below 0.05 were deemed significant and presented in the tables. More details can be found in Supplemental Table S3.

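At mid-exponential phase, aerobic and anaerobic cultures differed in mitochondrial, iron and hypoxic genes. Of 36 genes for the respiratory chain and ATP synthase, 32 were higher and 1 was lower in aerobic cultures, or 33 higher when adjusted over the list alone (adjusted p = 6.43e-35, one-sided Fisher's exact test, and adjusted p = 0.149 with an estimated correlation). NDE1, an external NADH dehydrogenase of mitochondria, had a log2 fold change of 5.10 (standard error 0.30, adjusted p = 1.26e-08 from limma) and QCR10, a subunit of the bc1 complex, of 4.01. Of 75 genes for mitochondrial ribosomal proteins, 55 were higher in aerobic cultures and none was lower, also when adjusted over the list alone (adjusted p = 2.41e-52, one-sided Fisher's exact test, and adjusted p = 0.597 with an estimated correlation), with MRP4 at 1.83, but 15 without aerobic exponential replicate 1. All 7 DAN and TIR genes (adjusted p = 3.15e-10, one-sided Fisher's exact test, and adjusted p = 0.103 with an estimated correlation) and 21 of 22 seripauperin probe sets (adjusted p = 2.04e-30, and 0.0663 with an estimated correlation) were higher in anaerobic cultures, also when adjusted over the lists alone. TIR4 had -6.41 (standard error 0.42, adjusted p = 3.43e-08), ANB1 -6.80 and DAN4 -5.31. Iron regulon genes were higher in aerobic cultures for 11 of 19, none was lower, and 11 passed when adjusted over the list alone (adjusted p = 5.22e-08, one-sided Fisher's exact test, and adjusted p = 0.0682 with an estimated correlation), among them FTR1, an iron permease, with 3.50. In total, 483 probe sets differed, 308 higher in aerobic and 175 higher in anaerobic cultures, but a fit to only the arrays compared left 27, 10 higher in aerobic and 17 in anaerobic cultures. Without aerobic exponential replicate 2, 862 were called, and without aerobic exponential replicate 1, 371, with 179 higher in aerobic and 192 higher in anaerobic cultures. Of the probe sets that differed in SP, 155 (8.22%) already differed in the same direction, of which 75 were higher in aerobic and 80 in anaerobic cultures, where independent lists would share 78.6, and 91 differed in the opposite direction; with only the arrays compared, 19 were shared.

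**Figure D2:**
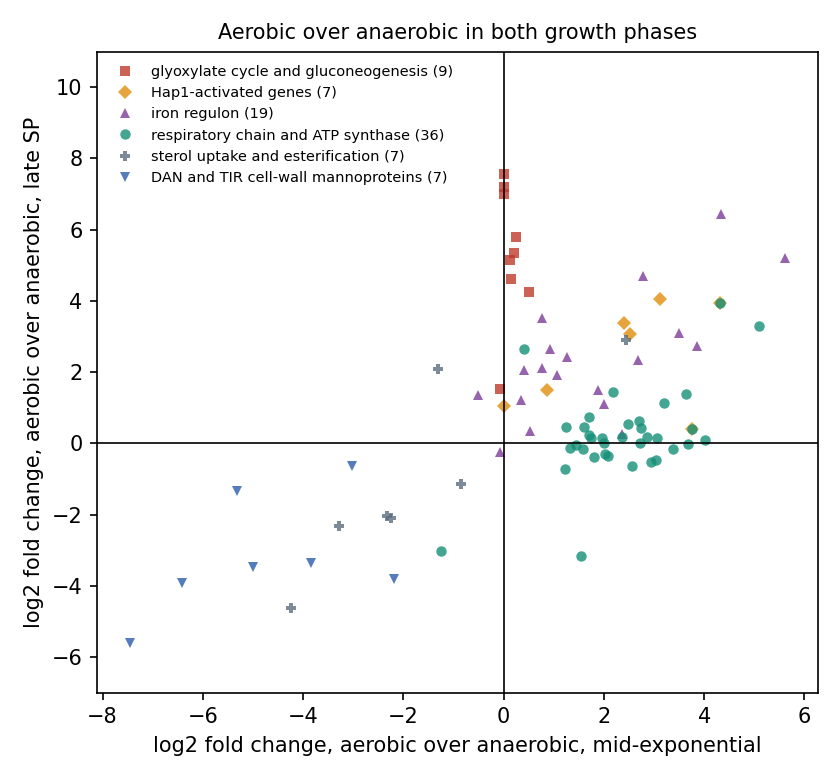
Log2 fold change at mid-exponential phase (x axis) against that in late SP (y axis), both aerobic over anaerobic, for the probe sets of 6 gene lists in the colours of the key, each point being 1 probe set. The lists are the glyoxylate cycle and gluconeogenesis, Hap1-activated genes, the iron regulon and the respiratory chain and ATP synthase. Sterol uptake and esterification and the DAN and TIR cell-wall mannoproteins complete the key. All DAN and TIR probe sets lie at negative values at mid-exponential phase, and all glyoxylate cycle and gluconeogenesis probe sets at positive values in late SP.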

Less than one tenth (126 of 1452) of the genes that were differentially expressed in aerobic and anaerobic SP cultures (Table 1) already showed corresponding differences during the mid-exponential growth phase in aerobic and anaerobic cultures. 

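The late SP differences of the chaperone gene SSA3 and of ribosomal protein genes were mostly absent in early SP. In early SP, SSA3 had a log2 fold change of -0.02 (standard error 0.42, adjusted p = 0.995 from limma), SPG4 of 0.37 (standard error 0.18, adjusted p = 0.115), and SPG1 of 0.55 (standard error 0.16, adjusted p = 0.0114) and SPG3 of 0.71 (standard error 0.25, adjusted p = 0.029), both under the fold threshold of 2. SPG5 was called higher in aerobic cultures already in early SP, with 1.63 (standard error 0.55, adjusted p = 0.0256), the only one of the 5 SP genes; leaving out 1 array left 0 to 2 of the 5 called, and a floor of 30 left 0. Of the cytosolic ribosomal proteins, 5 of 81 were higher in anaerobic and 2 in aerobic cultures in early SP (4 and 2 when adjusted over the list alone), and of the mitochondrial ribosomal proteins, none of 75 was higher in anaerobic cultures and 2 were higher in aerobic cultures (2 when adjusted over the list alone). Genes of β-oxidation differed earlier, with 15 of 18 higher in aerobic cultures in early SP, also when adjusted over the list alone (adjusted p = 9.91e-08, one-sided Fisher's exact test, and adjusted p = 0.244 with an estimated correlation), where CTA1 had 7.17. Of the 1885 probe sets that differed in late SP, 924 (49%) were not called in the same direction at mid-exponential phase, at glucose exhaustion or in early SP, of which 485 were higher in aerobic and 439 higher in anaerobic cultures. A further 320 (17%) were called in early SP but neither at mid-exponential phase nor at glucose exhaustion, 201 of them higher in aerobic cultures.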

For over half (834 of 1452) of the differentially expressed genes in SP cultures, the differences rose after glucose exhaustion, i.e. during the post-diauxic phase in aerobic cultures (Figure 6A, clusters 1-3). Cluster 1 comprises genes whose expression increased during the aerobic and anaerobic exponential growth phases, with a further increase during the aerobic post-diauxic phase (Figure 6A). 

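Over the 315 genes of cluster 1, the median mean-normalized expression in aerobic cultures was 0.318 (quartiles 0.133 and 0.519) at mid-exponential phase, 0.349 at late exponential phase, 1.07 at the diauxic shift, 0.823 (quartiles 0.556 and 1.12) in the post-diauxic phase, 1.76 in early SP and 3.03 (quartiles 2.35 and 4.01) in late SP. In anaerobic cultures it was 0.238 at mid-exponential phase, 0.228 at the end of the exponential phase, 0.799 in early SP and 0.67 (quartiles 0.419 and 0.901) in late SP.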

Genes involved in fatty acid catabolism were overrepresented in this cluster, as well as genes that were previously shown to be induced in aerobic SP (including *SPG1*, *SPG3*, *SPG4*, *SPG5* and Hsp70*-*family*-*member *SSA3* 34) (Figures 6A and 7). 

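The SP genes were higher in the aerobic post-diauxic phase than at mid-exponential phase, and higher again in late SP. Between these time points they did not rise steadily, as the mean-normalized expression at the diauxic shift was 0.621 for SSA3, 1.18 for SPG4 and 0.925 for SPG1, above that in the post-diauxic phase (0.323 for SPG1), a step that was not tested. SPG4 was at least 104-fold and SPG1 at least 58.1-fold higher in the post-diauxic phase than at mid-exponential phase, where both were at the floor. SPG5 rose by 2.14 on the log2 scale between these time points (standard error 0.55, adjusted p = 0.00689 from limma), SSA3 by 1.99 and SPG3 by 1.15. From the post-diauxic phase to late SP, SSA3 rose by 5.70 (standard error 0.42, adjusted p = 4.81e-08), SPG1 by 3.91, SPG4 by 3.40, SPG5 by 2.67 and SPG3 by 1.50. All 5 genes passed in both steps, also when adjusted over the 5 alone (adjusted p = 0.00844 for the earlier step, with 0.0801 with an estimated correlation, and adjusted p = 0.00234 for the later step, one-sided Fisher's exact test). At glucose exhaustion none of the 5 was called between aerobic and anaerobic cultures by limma, with 2 higher in aerobic cultures at an unadjusted p below 0.05. As above, these genes were chosen by the paper on these samples.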

Genes in cluster 2 showed similar transcript levels during the aerobic and anaerobic exponential growth phases on glucose. However, due to a pronounced decrease in expression during the post-diauxic phase in aerobic cultures, expression levels were higher in anaerobic SP cultures than in aerobic SP cultures. This cluster was markedly enriched for genes involved in amino acid synthesis and translation (Figure 6A), suggesting that a down-regulation of protein synthesis occurred during the post-diauxic phase. 

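Over the 304 genes of cluster 2, the median mean-normalized expression in aerobic cultures was 1.47 (quartiles 1.19 and 1.83) at mid-exponential phase, 1.44 at late exponential phase, 0.593 at the diauxic shift, 0.925 (quartiles 0.786 and 1.05) in the post-diauxic phase, 0.515 in early SP and 0.263 (quartiles 0.191 and 0.381) in late SP. In anaerobic cultures it was 1.64 (quartiles 1.34 and 1.91) at mid-exponential phase, 1.66 at the end of the exponential phase, 0.68 in early SP and 0.62 (quartiles 0.427 and 0.868) in late SP.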

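Genes for making amino acids and proteins fell in aerobic cultures between the post-diauxic phase and late SP. Of 58 genes for amino acid biosynthesis, 52 fell and none rose (adjusted p = 5.61e-21, one-sided Fisher's exact test, and adjusted p = 0.772 with an estimated correlation). HOM3, the aspartate kinase that opens the pathway to threonine and methionine, fell by 3.83 on the log2 scale and HIS7, of histidine synthesis, by 3.55. Of 26 genes for methionine metabolism and sulfate assimilation, 23 fell and none rose (adjusted p = 1.42e-08, one-sided Fisher's exact test, and adjusted p = 0.204 with an estimated correlation), with SAM1, which makes S-adenosylmethionine, falling by 3.27. Of 20 translation factor genes, 13 fell and none rose (adjusted p = 0.0455, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with RPG1, a subunit of eIF3, falling by 2.52. Each of these 3 counts was the same when adjusted over the list alone. In the preceding step, from mid-exponential to post-diauxic phase, 36 of 81 cytosolic ribosomal protein genes fell and none rose, also when adjusted over the list alone (adjusted p = 1.27e-31, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with RPL7B falling by 1.59. This number was 6 after quantile normalization and 13 without aerobic exponential replicate 2.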

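Over the 212 genes of cluster 3, the median mean-normalized expression in aerobic cultures was 0.815 (quartiles 0.715 and 0.919) at mid-exponential phase, 0.883 at late exponential phase, 1.25 at the diauxic shift, 1.15 in the post-diauxic phase, 1.25 in early SP and 0.541 (quartiles 0.451 and 0.633) in late SP. In anaerobic cultures it was 0.571 (quartiles 0.357 and 0.788) at mid-exponential phase, 0.636 at the end of the exponential phase, 1.34 in early SP and 1.35 (quartiles 1.19 and 1.55) in late SP.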

Cluster 3 comprised of genes whose transcript levels increased during the exponential phase of both aerobic and anaerobic cultures but, subsequently, only decreased in aerobic SP cultures. 

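Mitochondrial genes rose on the way into anaerobic SP. Of 75 genes listed by their names as mitochondrial ribosomal proteins, 63 rose and none fell between mid-exponential phase and late SP of anaerobic cultures, also when adjusted over the list alone (adjusted p = 1.61e-26, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with RSM28 rising by 2.93 and MRPL4 by 2.88 on the log2 scale. Of 36 genes for the respiratory chain and ATP synthase, 35 rose and none fell there, also when adjusted over the list alone (adjusted p = 2.27e-19, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). CYC7, the hypoxic isoform of cytochrome c, rose by 8.22 with 1 exponential array at the floor, NDI1, the internal NADH dehydrogenase, by 4.81 and QCR10 by 4.78. In aerobic cultures, 51 of the 75 mitochondrial ribosomal protein genes fell between the post-diauxic phase and late SP and none rose, also when adjusted over the list alone (adjusted p = 4.54e-11, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with MRPL11 falling by 2.20. The median over the 75 genes of the mean-normalized expression was 0.598 in aerobic late SP and 1.18 in anaerobic late SP, and that over the 36 respiratory genes was 1.06 and 1.03.

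**Figure D3:**
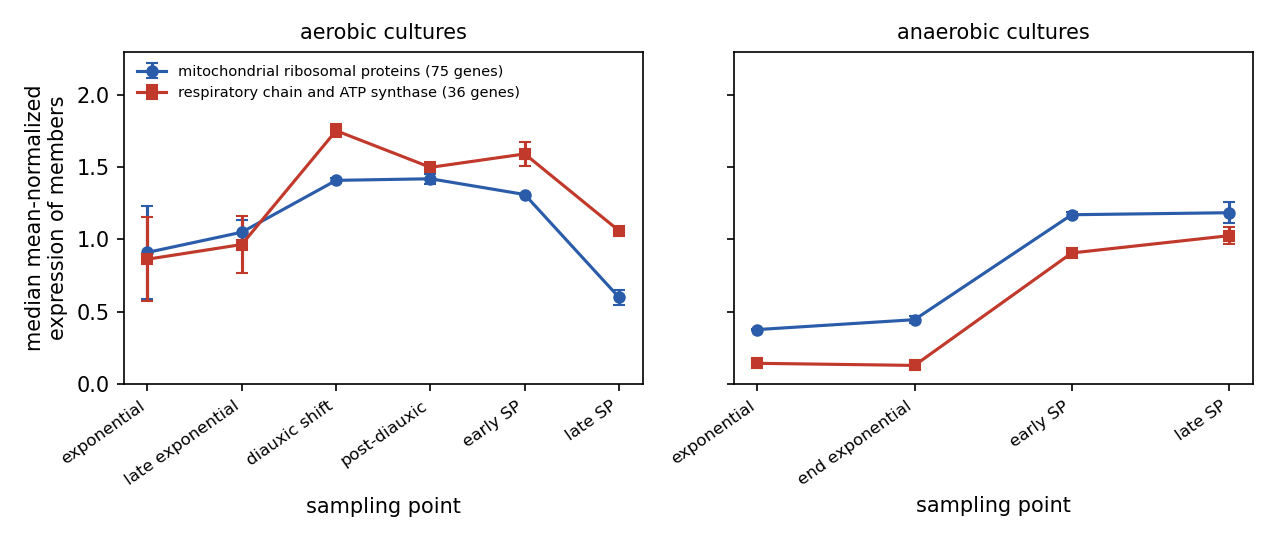
Median mean-normalized expression (y axis, signal over its mean on the 20 arrays) of 75 mitochondrial ribosomal protein genes and of 36 respiratory chain and ATP synthase genes at the sampled time points (x axis) of aerobic and anaerobic cultures, with error bars for the SD of 2 cultures. For the ribosomal proteins, the anaerobic median goes from 0.375 at mid-exponential phase to 1.18 in late SP, and the aerobic median from 1.31 in early SP to 0.598 in late SP.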

Cluster 3 showed an overrepresentation of genes involved in mitochondrial translation and respiration (Figure 6A).

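When glucose ran out, aerobic cultures at the diauxic shift and anaerobic cultures in early SP already differed in genes for amino acid synthesis, respiration and carbon use. Of 58 genes for amino acid biosynthesis, 30 were higher and 1 was lower in aerobic cultures, also when adjusted over the list alone (adjusted p = 1.54e-07, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). ARG3, of arginine synthesis, had a log2 fold change of 3.20 (standard error 0.30, adjusted p = 1.1e-06 from limma), ARG4 of 2.59 and ILV2, of isoleucine and valine synthesis, of 2.33. Of 36 genes for the respiratory chain and ATP synthase, 18 were higher and 1 was lower, or 19 higher when adjusted over the list alone (adjusted p = 0.000501, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with CYC1 at 5.51. Of 14 glycogen genes, 7 were higher in anaerobic cultures and none was lower, also when adjusted over the list alone (adjusted p = 0.000229, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with GSY2, the main glycogen synthase, at -2.17 (standard error 0.40, adjusted p = 0.000513); this number was 4 without aerobic diauxic shift replicate 2 or without either array of anaerobic early SP. In total, 1360 probe sets differed, 70.7% of them higher in aerobic cultures, or 50.1% after quantile normalization. Of the probe sets that differed in late SP, 613 (32.5%) differed in the same direction at glucose exhaustion, where independent lists would share 226.5, and 33 differed in the opposite direction.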

For 595 of the ‘oxygen-responsive in SP’ genes listed in Table 1, differences in expression occurred already upon glucose exhaustion (Figure 6B, cluster 4-8). 

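Many targets of Msn2 and Msn4 were higher in anaerobic than in aerobic cultures in early SP. Of 28 targets of Msn2 and Msn4, 16 were higher in anaerobic cultures and none was lower, also when adjusted over the list alone, or 12 to 13 without any 1 of the 4 arrays (adjusted p = 9.78e-10, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation). ALD3 had a log2 fold change of -3.90 (standard error 0.30, adjusted p = 8.25e-08 from limma), TKL2, a transketolase, of -3.52 and GAD1 of -3.43. Over the 254 genes of cluster 5, the median mean-normalized expression in anaerobic cultures was 0.35 (quartiles 0.134 and 0.571) at mid-exponential phase, 0.422 at the end of the exponential phase, 2.28 (quartiles 1.92 and 2.77) in early SP and 2.24 in late SP. In aerobic cultures it was 0.362 at mid-exponential phase, 1.15 at the diauxic shift, 0.654 in the post-diauxic phase, 0.951 in early SP and 0.835 in late SP.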

Genes in Cluster 5, characterized by a specific up-regulation upon entry into anaerobic SP, showed an overrepresentation of stress-responsive genes (Figure 6B, cluster 5). Several of these are known to be specifically expressed under anaerobic conditions (e.g., the cell-wall mannoprotein-encoding gene *DAN4* and members of the seripauperin family 40), but

cluster 5 also included heat-shock genes whose expression is not specifically linked to anoxic conditions (e.g. *HSP30* and *SSA4*). 

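In early SP, HSP30, a plasma membrane heat-shock protein, had a log2 fold change of -2.16 (standard error 0.33, adjusted p = 9.45e-05 from limma), and SSA4, an Hsp70 family member, of -1.88 (standard error 0.31, adjusted p = 0.00016), both higher in anaerobic cultures. Of 30 genes for heat-shock proteins and chaperones, 11 were higher in anaerobic cultures at this point and none was lower, also when adjusted over the list alone (adjusted p = 0.000476, one-sided Fisher's exact test, and adjusted p = 0.509 with an estimated correlation). SSA2 had -2.20 and HSP42, a small heat-shock protein, -1.86. In late SP, SSA4 remained higher in anaerobic cultures (adjusted p = 0.00578), at a mean-normalized expression of 3.28 ± 0.13 (SD, n = 2) against 1.49 ± 0.13 (SD, n = 2) in aerobic cultures. HSP30 had -0.98 in late SP (standard error 0.33, adjusted p = 0.0214), just under the fold threshold of 2, and was called after quantile normalization (adjusted p = 0.0047), after scaling to housekeeping genes (adjusted p = 0.00552) and without aerobic late SP replicate 1 (adjusted p = 0.0329). At mid-exponential phase HSP30 had 0.16 and SSA4 0.20, neither of them called.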

Genes that showed a specific downregulation during anaerobic SP, but a constant (Figure 6B, cluster 6) or increased expression in aerobic SP (Figure 6B, clusters 7 and 8) showed an overrepresentation of genes involved in transcription-related processes and carboxylic acid metabolism. 

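Genes for subunits of RNA polymerase III, which transcribes tRNA genes, fell on the way into anaerobic SP. All 10 genes fell between mid-exponential phase and late SP of anaerobic cultures, also when adjusted over the list alone (adjusted p = 0.000371, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with RPO31, its largest subunit, falling by 3.25 on the log2 scale (standard error 0.24, adjusted p = 2.51e-08 from limma). In late SP, 4 of the 10 were higher in aerobic cultures, also when adjusted over the list alone, with no enrichment (adjusted p = 1, one-sided Fisher's exact test) and 2 called with a floor of 30. RPO31 had a log2 fold change of 1.80 and RET1, its other large subunit, of 1.70. The 53 genes of cluster 6 had a median mean-normalized expression of 0.924 (quartiles 0.754 and 1.12) in aerobic and 0.27 (quartiles 0.215 and 0.352) in anaerobic late SP, from 1.24 and 1.2 at mid-exponential phase. The 84 genes of cluster 7 had 2.3 (quartiles 1.95 and 3.21) in aerobic and 0.466 (quartiles 0.37 and 0.591) in anaerobic late SP, from 0.904 and 0.913.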

The latter of which plays a role in the respiration of exogenous carboxylic acids during the post-diauxic phase (Figure 6B, cluster 8). 

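Genes of the glyoxylate cycle and gluconeogenesis were already apart at glucose exhaustion. All 9 genes were higher at the aerobic diauxic shift than in anaerobic early SP, also when adjusted over the list alone (adjusted p = 9.98e-06, one-sided Fisher's exact test). MLS1 had a log2 fold change of 7.44 (standard error 0.18, adjusted p = 2.22e-13 from limma), FBP1 of 7.40, and SFC1, a mitochondrial succinate-fumarate transporter, was at least 176-fold higher. PDH1, which takes part in the metabolism of propionate, had 6.82 and IDP2, a cytosolic isocitrate dehydrogenase, 5.89. The 120 genes of cluster 8 had a median mean-normalized expression of 1.64 (quartiles 1.36 and 2.07) in aerobic and 0.393 (quartiles 0.304 and 0.493) in anaerobic late SP, from 0.707 and 0.674 at mid-exponential phase, and of 1.26 in the aerobic post-diauxic phase.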

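Of all tested probe sets, 66 were higher in anaerobic cultures in all 5 comparisons of aerobic with anaerobic cultures, from mid-exponential phase to late SP, and 15 of these match several genes. Besides seripauperin genes, they included the mannoprotein genes DAN1, DAN4 and TIR4, the hypoxic genes ANB1, COX5B and HEM13, and the sterol uptake genes AUS1 and UPC2. In the opposite direction, 52 probe sets were higher in aerobic cultures in all 5 comparisons, 1 of them matching several genes, including the Hap1 target CYC1, the repressor ROX1, the respiratory gene NDE1 and the iron regulon genes FET3, FIT2 and HMX1.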

All 23 genes whose transcript levels were higher under anaerobic conditions, irrespective of the growth phase (Supplemental Table S4), were previously described to be upregulated under anaerobic conditions. The majority (14) of these genes belonged to the seripauperin family 40.

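Of the 66 probe sets that were higher in anaerobic cultures in all 5 comparisons, 21 represent the seripauperin family, out of 22 tested. These are probe sets by the criterion used here, and some genes, such as AUS1, have several. The paper counts genes, so its number and its share of seripauperin genes cannot be set directly against these. The seripauperin genes also moved within anaerobic cultures: 20 of 22 rose between mid-exponential phase and the end of the exponential phase and none fell, or 21 when adjusted over the list alone (adjusted p = 4.72e-49, one-sided Fisher's exact test). The seripauperin probe sets are not independent, as above, so this p overstates the evidence. They made up most of the 29 probe sets that limma called in this comparison, of which 13 were left without anaerobic exponential replicate 2 and 0 with a fit to only the arrays compared (1007 at an unadjusted p below 0.05). Leaving out 1 array left 8 to 19 of them called, the lowest without anaerobic exponential replicate 2. Over the 23 genes of cluster 9, the median mean-normalized expression in anaerobic cultures was 1.22 (quartiles 1.1 and 1.66) at mid-exponential phase, 3.43 (quartiles 2.99 and 3.72) at the end of the exponential phase, 1.93 in early SP and 2.06 in late SP, against 0.158 to 0.348 at the aerobic time points.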

Two clusters (Figure 6, cluster 1 and 5) comprised genes whose transcript levels increased in aerobic as well as in anaerobic batch cultivation, but to different final levels. These clusters were enriched for genes induced by the environmental stress response 39. 

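Stress genes rose into SP with and without oxygen. Of 28 targets of Msn2 and Msn4, 27 rose and none fell between mid-exponential phase and late SP of anaerobic cultures (adjusted p = 1.95e-14, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), and 25 rose and 1 fell in aerobic cultures (adjusted p = 9.76e-11, and 1 with an estimated correlation). In anaerobic cultures, SOL4, of the pentose phosphate pathway, rose by 7.75 on the log2 scale and ALD3 by 7.22, and RTN2, a protein of the endoplasmic reticulum, was at least 111-fold higher. In aerobic cultures, HSP26, a small heat-shock protein, rose by 6.14, SPI1, a cell-wall protein, by 5.81 and DDR2 by 5.53. Of 30 genes for heat-shock proteins and chaperones, 21 rose and 2 fell in aerobic cultures (adjusted p = 2.18e-05, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation) and 18 rose and 2 fell in anaerobic cultures (adjusted p = 0.0017, and 1 with an estimated correlation). Adjusting over the list alone left each of these 4 pairs of numbers as it was. HSP30 rose by 8.15 in anaerobic and by 7.01 in aerobic cultures, and SSA4 by 5.09 and 3.75.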

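HSP104, a disaggregase needed for induced thermotolerance, had a mean-normalized expression of 2.32 ± 0.18 in aerobic and 2.26 ± 0.28 in anaerobic late SP (SD, n = 2 each), a log2 fold change of 0.04 (standard error 0.37, adjusted p = 0.942 from limma). HSP26 had 2.65 ± 0.16 and 2.13 ± 0.22 (SD, n = 2 each), a log2 fold change of 0.32 (standard error 0.48, adjusted p = 0.609). HSP12, a membrane-bound stress protein, had 2.44 ± 0.33 and 1.67 ± 0.09 (SD, n = 2 each), a log2 fold change of 0.54 (standard error 0.22, adjusted p = 0.0529). From mid-exponential phase to late SP, HSP104 rose by 3.30 on the log2 scale in aerobic and by 3.62 in anaerobic cultures. The changes of HSP104 and HSP26 were not called different between aerobic and anaerobic cultures (differences of -0.32 and -0.22, adjusted p = 0.65 and 0.823), and that of HSP12 was larger in aerobic cultures by 1.31 (standard error 0.31, adjusted p = 0.00395).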

The extreme differences in thermotolerance of aerobic and anaerobic SP cultures (Figure 5) were therefore only partially mirrored at the transcript level, indicating that factors other than transcriptional reprogramming contribute to these differences.

## DISCUSSION

This study demonstrates a strong impact of oxygen availability on chronological lifespan and stress tolerance in SP batch cultures of *S. cerevisiae* and, thereby, confirms and extends earlier observations on its physiology in aerobic and anaerobic cultures 13,19,47. The CLS of anaerobically grown SP cultures was much shorter than that of their aerobic counterparts and an even more dramatic difference was observed for thermotolerance. As will be discussed below, these differences involved a different conditioning of aerobic and aerobic cultures during the growth phases preceding SP, as well as energetic constraints imposed on yeast cells in anaerobic SP cultures.

### The post-diauxic growth phase enables transcriptional conditioning of aerobic yeast cultures for stationary phase

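In the aerobic post-diauxic phase, most genes of glycolysis and fermentation had fallen, and most targets of Msn2 and Msn4 and TCA cycle genes had risen. Compared with mid-exponential phase, CRC1, the mitochondrial carnitine carrier, rose by 7.17 on the log2 scale, PCK1, the phosphoenolpyruvate carboxykinase of gluconeogenesis, by 7.14 and ADH2 by 7.09, while the hexose transporters HXT4 and HXT3 fell by 4.93 and 4.81. Of 20 genes for glycolysis and alcoholic fermentation, 12 fell and 3 rose (adjusted p = 6.14e-12, one-sided Fisher's exact test, and adjusted p = 0.361 with an estimated correlation), with CDC19, the main pyruvate kinase, falling by 2.41 and PDC1 by 2.28. Of 28 targets of Msn2 and Msn4, 24 rose and none fell (adjusted p = 9.06e-14, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), and of 14 TCA cycle genes, 11 rose and none fell (adjusted p = 3.63e-05, and 1 with an estimated correlation), with SDH1, of succinate dehydrogenase, rising by 2.83. These counts were the same when adjusted over the lists alone. In total, 991 probe sets rose and 226 fell, so that 81.4% of the 1217 changes were rises, or 55.8% after quantile normalization; the falls numbered 385 without aerobic exponential replicate 1 and 152 without replicate 2, and a fit to only the arrays compared left 397 changes. The 2 post-diauxic arrays had the highest ratios of 3' to 5' signal of all 20 for the control transcript SRB4 (8.16 and 11.2, against at most 6.91), though not for ACT1 or SPT15, and the dimmest hybridization controls, and the effect of this on the changes was not tested. From the post-diauxic phase to late SP, 875 rose and 1642 fell, 34.8% rises, or 48.6% after quantile normalization. Of the 1885 probe sets that differed between aerobic and anaerobic late SP, 1272 (67.5%) were not called in the same direction at glucose exhaustion. For 1244 of these, no such call was made at mid-exponential phase either. Of the 1244, 320 were called in early SP. The other 924 (49% of the 1885) were called only in late SP, after the post-diauxic phase had ended. The 1272 therefore do not date these differences to the post-diauxic phase.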

Our transcriptome data revealed that 57% of the transcriptional differences between aerobic and anaerobic SP cultures originated from transcriptional reprogramming during the aerobic post-diauxic growth phase. Although several well-known hallmark transcripts of SP cultures, previously identified in (semi-) aerobic shake-flask cultures, such as *SPG4*, *SPG5* and *SSA3* 34, showed increased levels in anaerobic SP cultures, their levels did not reach those observed in aerobic cultures (Figure 7). Moreover, many genes involved in biosynthesis were strongly down-regulated during the aerobic post-diauxic phase and SP, but retained expression levels close to those in the exponential growth phase in anaerobic cultures (Figure 6). These transcriptome data are consistent with the hypothesis that the post-diauxic phase in aerobic cultures conditions cells for entry into SP and that, conversely, absence of a post-diauxic phase prevents anaerobic batch cultures from adequately adapting to SP and starvation.

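In anaerobic cultures, SSA3 rose by 3.73 on the log2 scale between mid-exponential phase and late SP (standard error 0.42, adjusted p = 1.4e-06 from limma) and SPG5 by 2.15 (standard error 0.55, adjusted p = 0.00276). SPG4 was at least 383-fold and SPG1 at least 234-fold higher in anaerobic late SP than at mid-exponential phase, where both were at the floor, and SPG3 rose by 1.07. The mean-normalized expression of SSA3 in late SP was 7.61 ± 0.32 (SD, n = 2) in aerobic and 0.645 ± 0.009 (SD, n = 2) in anaerobic cultures, at signals of 6446 ± 274 and 547 ± 7.4. That of SPG4 was 4.31 ± 0.93 and 1.49 ± 0.2 (SD, n = 2 each), and that of SPG5 was 5.39 ± 1.2 and 0.646 ± 0.02 (SD, n = 2 each). In the aerobic post-diauxic phase the values were 0.152 ± 0.058 for SSA3, 0.408 ± 0.088 for SPG4 and 0.839 ± 0.079 for SPG5 (SD, n = 2 each). The rise into SP was larger in aerobic cultures for SSA3, by 3.96 on the log2 scale, for SPG5, by 2.66, and for SPG4, whose exponential signals were at the floor in both.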

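Genes for building cell mass fell on the way into both kinds of SP. Between mid-exponential phase and late SP, 79 of 81 cytosolic ribosomal protein genes fell in aerobic cultures (adjusted p = 2.53e-42, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation) and 77 in anaerobic cultures (adjusted p = 2.24e-34, and 1 with an estimated correlation), and none rose in either. The median change over these genes was -3.05 on the log2 scale in aerobic and -2.01 in anaerobic cultures. How far apart the 2 kinds of culture ended depended on 1 array. Their median log2 fold change in late SP was -0.98, but -0.47 without aerobic late SP replicate 1 and -1.42 without replicate 2. Of 73 genes for ribosome biogenesis, 68 fell in aerobic cultures (adjusted p = 1.95e-32, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation) and 72 in anaerobic cultures (adjusted p = 1.36e-35, and 1 with an estimated correlation), with medians of -2.51 and -3.06. Of 58 genes for amino acid biosynthesis, 54 fell and 1 rose in aerobic cultures (adjusted p = 1.63e-25, one-sided Fisher's exact test, and adjusted p = 0.502 with an estimated correlation) and 51 fell and 1 rose in anaerobic cultures (adjusted p = 1.55e-18, and 0.719 with an estimated correlation), with medians of -2.38 and -2.41. These counts were the same when adjusted over the lists alone. In anaerobic cultures, RPL36A fell by 3.07, ERB1, which matures the large ribosomal subunit, by 4.87 and SER2, of serine synthesis, by 4.37. In aerobic cultures, from the post-diauxic phase to late SP, 77 of the 81 cytosolic ribosomal protein genes fell (adjusted p = 3.49e-36, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with RPS0B falling by 3.82, as did 63 of the 73 ribosome biogenesis genes (adjusted p = 1.61e-23, and 1 with an estimated correlation).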

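The transcriptome of aerobic cultures went on changing within SP. Between early and late SP, in a comparison chosen after the data were seen, 486 probe sets rose and 994 fell in aerobic cultures, against 1 and 24 in anaerobic cultures. Among 30 genes for heat-shock proteins and chaperones, 21 rose and none fell in aerobic cultures in this step, and all 5 SP genes named by the paper rose. Of 75 mitochondrial ribosomal protein genes, 44 fell and none rose, and of 58 amino acid biosynthesis genes, 22 fell and 2 rose. The difference between these steps in aerobic and anaerobic cultures was not tested itself. The paper's text gives no hours for the early SP samples, so the time between early and late SP may differ between aerobic and anaerobic cultures. A step of another length cannot be told apart here from a change of another size. The aerobic arrays also differed between these time points in the mean number of features below 12 (2328 in early and 1835 in late SP), the ratio of 3' to 5' signal of ACT1 (1.82 and 2.39) and the mean signal of hybridization controls (723 and 1237), against 2510 and 2712, 1.62 and 1.63, and 593 and 630 in anaerobic cultures. Of the other control transcripts, the mean ratio of SPT15 rose from 3.576 to 6.002 in aerobic cultures, whereas that of SRB4 fell from 5.248 to 3.275. In anaerobic cultures these means went from 4.817 to 4.516 and from 3.541 to 3.532. Over the whole way from mid-exponential phase to late SP, 3102 probe sets changed in aerobic and 3150 in anaerobic cultures. The small number between early and late SP therefore does not mean that the anaerobic transcriptome changed little on entry into SP. The paper proposes that anaerobic cultures, which lack a post-diauxic phase, have too little time and energy around glucose exhaustion to rebuild their transcriptome for starvation.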

**Figure 7:**
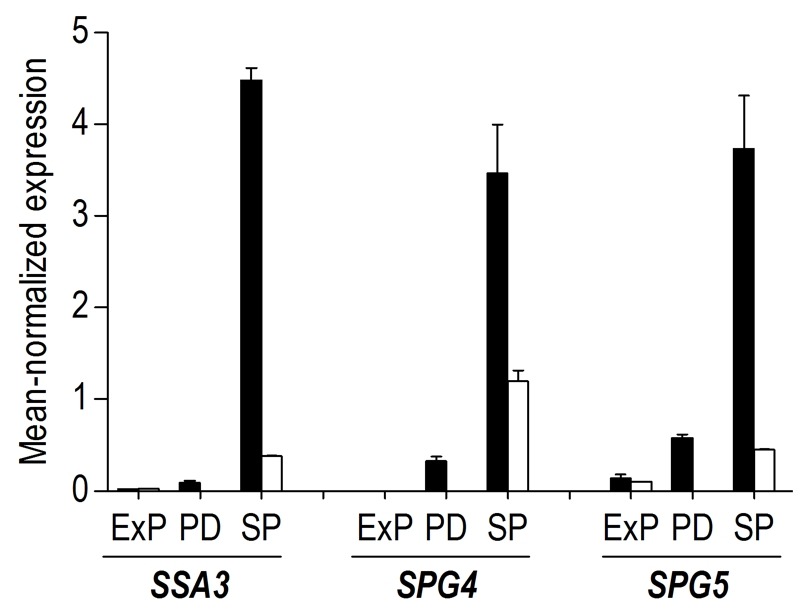
FIGURE 7: Expression levels of the SP-associated genes SSA3, SPG4 and SPG5 during different growth phases in aerobic and anaerobic batch cultures. The mean-normalized expression values during exponential growth on glucose phase (ExP), post-diauxic growth phase (PD, only aerobic cultures) and stationary phase (SP, i.e. 4 hours after exhaustion of exogenous consumable carbon-sources) in aerobic (black bars) and anaerobic (white bars) cultures of *S. cerevisiae* of the genes SSA3, SPG4 and SPG5. Average values of duplicate cultures are shown (± SEM).

Hormesis could potentially explain the difference in robustness between aerobic and anaerobic cultures. Indeed respiration can generate low levels of ROS and thereby induce stress tolerance via increased expression of stress tolerance genes 13,21. However, among a set of 22 genes encoding enzymes involved in ROS-protective mechanisms 48, including the superoxide dismutase genes *SOD1* and *SOD2*, whose expression is strongly upregulated during exposure to ROS 13,39, only the peroxisomal catalase *CTA1* was higher expressed in aerobic SP cultures. These findings argue against a dominant role of ROS-based hormesis in the acquisition of increased robustness by aerobic SP cultures.

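Some genes for protection against ROS differed between aerobic and anaerobic SP cultures, without enrichment of the list in either direction. Of 29 such genes, 10 were higher in anaerobic and 2 in aerobic SP cultures, also when adjusted over the list alone (adjusted p = 0.145, one-sided Fisher's exact test). The 2 genes higher in aerobic SP cultures were the catalase genes CTA1 and CTT1, and the call of CTT1 was lost in 4 of the alternatives, as above. SOD1, the cytosolic superoxide dismutase, had a log2 fold change of -0.17 (standard error 0.20, adjusted p = 0.515 from limma) and SOD2, the mitochondrial form, of 0.21 (standard error 0.30, adjusted p = 0.581). TSA2, a thioredoxin peroxidase, had -3.64 (standard error 0.19, adjusted p = 9.39e-10), TRR1, the cytosolic thioredoxin reductase, -1.83 (standard error 0.16, adjusted p = 3.22e-07), and GSH1, which makes the precursor of glutathione, -1.74. At mid-exponential phase, SOD1 had 1.45 and SOD2 2.88, both higher in aerobic cultures, as was the glutaredoxin gene GRX2 with 2.03. Between mid-exponential phase and late SP of anaerobic cultures, SOD1 rose by 1.81, SOD2 by 3.94 and GPX1, a glutathione peroxidase, by 6.22.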

### Caloric restriction: a key factor in conditioning yeast cells for stationary phase and starvation

Thermotolerance is negatively correlated with specific growth rate in *S. cerevisiae* as Lu *et al.* (2009) demonstrated in nutrient-limited chemostat cultures 49. Although these authors did not evaluate the impact of specific growth rate on CLS nor investigate anaerobic growth, they showed that the negative correlation between thermotolerance and growth rate also held in a respiratory-deficient *S. cerevisiae* strain 49. Our data are fully consistent with the hypothesis that the strong reduction of specific growth rate (from 0.39 to 0.10 h^-1^) during transition from fast exponential growth on glucose to the post-diauxic phase in aerobic batch cultures could similarly trigger increased thermotolerance and extended CLS during the starvation phase. We have also recently shown that a gradual decrease of the specific growth rate to near-zero values in glucose-limited retentostats 50 yielded yeast cells with a thermotolerance that is as high as that of aerobic SP cultures (Figure 5), and with an even longer CLS during subsequent starvation 20. The transcriptional reprogramming observed in these anaerobic severely calorie-restricted cultures 51 strongly resembled the transcriptome changes observed in the present study for aerobic cultures entering SP and proteome analysis showed increased levels of proteins involved in stress resistance 52. Deletion of Rim15, a kinase under control of several nutrient signaling pathways 53, strongly reduced the acquisition of robustness in both anaerobic and aerobic calorie-restricted cultures 54,55, suggesting a strong role for nutrient signaling independent of oxygen availability.

The present study, combined with our previous retentostat studies, therefore clearly demonstrates that prior conditioning by a period of caloric restriction (e.g. by slow growth during the aerobic post-diauxic phase or in extremely glucose-limited cultures) is a prerequisite for acquisition of a prolonged CLS by non-growing, starving cultures of *S. cerevisiae*. This conclusion, which supports earlier proposals based on starvation experiments by Thomsson *et al*. 47,56, has important implications for the design and interpretation of yeast studies on chronological aging, for example when such studies involve mutants that are impeded in energy metabolism.

### The low thermotolerance of exponentially growing anaerobic cultures does not correlate with expression of heat shock genes 

Although both aerobic and anaerobic, non-growing yeast cultures can acquire a similar thermotolerance by an appropriate preceding conditioning phase, a drastic difference was observed in the thermotolerance of exponentially growing aerobic and anaerobic cultures (Figure 5). The similar adenylate energy charge and intracellular ATP concentrations of aerobic and anaerobic cultures during exponential growth on glucose appear to rule out cellular energy status as a major cause of this difference. Since the high temperature (53°C) during the thermotolerance assays precludes *de novo* synthesis of mRNA or protein synthesis 57, this difference must already be expressed in the batch cultures themselves. 

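At mid-exponential phase, HSP104 had a log2 fold change of 0.36 (standard error 0.37, adjusted p = 0.65 from limma), HSP26 of 0.54 (standard error 0.48, adjusted p = 0.598) and SSA3 of -0.40 (standard error 0.42, adjusted p = 0.669). HSP12 had -0.77 (standard error 0.22, adjusted p = 0.0317), which is under the fold threshold of 2. Of 30 genes for heat-shock proteins and chaperones, 1 was higher in aerobic cultures and none was lower, also when adjusted over the list alone, and that gene was HSP31, a chaperone and glyoxalase, with 1.23 (standard error 0.20, adjusted p = 0.000586). Of 28 targets of Msn2 and Msn4, limma called none, with 3 higher and 1 lower in aerobic cultures at an unadjusted p below 0.05. Aerobic exponential replicate 2 decided these counts: without it, 5 heat-shock and chaperone genes and 17 targets of Msn2 and Msn4 were higher in aerobic cultures. At late exponential phase, limma called none of the 30 genes, with 4 higher and 1 lower at an unadjusted p below 0.05.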

Transcript levels of genes that were previously implicated in heat-shock resistance (including *HSP* genes 58 such as *HSP104* 59, *HSP26* 60, *HSP12* 61, *SSA3* 62) were similar during the exponential growth phase on glucose in aerobic and anaerobic cultures. Moreover, of 59 genes identified as essential for heat-shock survival by Gibney and coworkers 57, only one gene was differentially expressed, *LIA1*, and showed a higher transcript level in anaerobic cultures.

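LIA1, which encodes the deoxyhypusine hydroxylase that modifies eIF5A, was higher in anaerobic cultures at mid-exponential phase, with a log2 fold change of -1.64 (standard error 0.27, adjusted p = 0.000571 from limma) and signals of 1225 ± 429 in aerobic and 3701 ± 118 in anaerobic cultures (SD, n = 2 each). In late SP it had -1.70 (standard error 0.27, adjusted p = 0.0001). In anaerobic cultures LIA1 fell by 3.73 on the log2 scale between mid-exponential phase and late SP.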

Oxygen availability strongly influences sterol and unsaturated fatty acid composition of yeast cells 19, especially because these compounds have to be added to growth media as anaerobic growth factors 43. These differences in membrane composition might partially explain the observed differences in thermotolerance between aerobically and anaerobically grown *S. cerevisiae *cells*. *The hypothesis that membrane composition is a key determinant in thermotolerance of *S. cerevisiae* 63,64 is consistent with a recent study, in which the acquisition of increased thermotolerance by laboratory-evolved strains was shown to be caused by changes in their sterol composition 65.

### A low energy status of anaerobic SP cultures limits metabolic flexibility

Consistent with earlier reports 19,66, anaerobic batch cultures of *S. cerevisiae* displayed a substantially higher glycogen content than aerobic cultures. However, after the onset of SP, anaerobic cultures showed a much faster decrease of the adenylate energy charge. This difference can be attributed to several factors. Firstly, since *S. cerevisiae* cannot derive metabolic energy from lipids and amino acids in the absence of oxygen 67, anaerobic cultures are entirely dependent on glycogen and trehalose as energy storage compounds and anaerobic catabolism of these storage carbohydrates yields less ATP than respiration. The estimated ATP synthesis rate from anaerobic glycogen dissimilation of ca. 5 µmol per g biomass dry weight per hour during the first day in SP (based on a maximum ATP yield of 3 ATP per glucose residue 20), was two orders of magnitude lower than the cellular ATP demand for maintenance estimated from chemostat and retentostat cultures (m_ATP_ = 1 mmol ATP per g biomass dry weight per hour 50). A similar extreme reduction of ATP turnover rates was observed when anaerobic retentostat cultures were switched to carbon starvation 20. Together, these observations indicate that an extremely low ATP turnover is an intrinsic feature of anaerobic, starving yeast cultures. In addition to this extreme low ATP-turnover, it is even conceivable that the apparent inability of anaerobic batch cultures to efficiently down-regulate energy-consuming processes, including protein synthesis, the single most expensive biosynthetic process in living cells 68,69, may have exacerbated the fast decline of their energy status after entry into SP (Figure 3).

The low energy status of cells may at the same time have put strong constraints on these energy consuming processes. 

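Between mid-exponential phase and the end of the exponential phase of anaerobic cultures, HSP104 had a log2 change of 0.67 (standard error 0.37, adjusted p = 0.663 from limma), HSP26 of 0.60 (standard error 0.48, adjusted p = 0.821), HSP12 of -0.59 (standard error 0.22, adjusted p = 0.51) and SSA3 of -0.30 (standard error 0.42, adjusted p = 0.927). None of 30 genes for heat-shock proteins and chaperones was called by limma between these time points, with 2 higher and 2 lower at an unadjusted p below 0.05. The mean-normalized expression of HSP104 in anaerobic cultures was 0.183 ± 0.01 at mid-exponential phase, 0.294 ± 0.058 at the end of the exponential phase and 2 ± 0.07 in early SP (SD, n = 2 each). That of HSP26 was 0.026 ± 0.0008, 0.0394 ± 0.0033 and 1.83 ± 0.16 (SD, n = 2 each) at these time points.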

Proteome analyses should reveal whether the increased transcription of *HSP* genes, implicated in thermotolerance, which took place late in the exponential growth phase (Figure 6), was too late to enable synthesis of the corresponding proteins before the decline in cellular energy status in anaerobic SP cultures. Such a scenario would explain the discrepancy between the oxygen-independent upregulation of these genes (with notable exception of *SSA3*) and the absence of increased thermotolerance in anaerobic SP cultures.

Taken together, the results from the present study indicate that, in the short time lapse between the moment at which anaerobic cultures sense that glucose reaches critically low levels and the actual exhaustion of glucose, they lack the time and resources to perform the energy-intensive remodeling of their transcriptome and proteome required to robustly face starvation. Our data are therefore entirely consistent with the notion that the low CLS and thermotolerance of anaerobic SP cultures, in comparison with aerobic cultures, is due to the absence of a proper conditioning phase and a limited metabolic flexibility due to a lower cellular energy status.

### Outlook

Many studies in which SP yeast cultures are used as a model system to investigate aspects of aging, still rely on shake-flask cultures. Due to their low and poorly controlled oxygen-transfer capacity, the aeration status of shake-flask cultures is generally unclear. The strong impact of oxygen availability on aging-related characteristics 14 underlines the value of controlled cultivation techniques, e.g. in bioreactors, including batch, chemostat and retentostat cultures 50,70,71,72 or flow-through cells 73, in yeast-based aging studies. In particular, the use of anaerobic cultures as a model offers interesting possibilities to clarify the role of respiration and ROS in aging, apoptosis and longevity.

The short life span and low robustness of anaerobic SP cultures of *S. cerevisiae* is directly relevant for industrial applications. Robustness of SP cultures is especially important for processes in which biomass from anaerobic batch cultures is recycled, e.g. in industrial bioethanol production and beer brewing 74,75. Clearly, results from (semi-)aerobic shake-flask cultures cannot be used to predict the performance of such anaerobic processes and improvement of robustness in these industrial processes will have to be based on studies in anaerobic systems.

*Saccharomyces* yeasts have the capability, rare among eukaryotes, to grow fast in the complete absence of oxygen and it is often assumed that they are well adapted to anaerobic environments 30,76,77. While the natural habitat of *S. cerevisiae* is still a matter of debate 77, lower biomass concentrations frequently encountered in natural environments combined with the low affinity of yeast glucose transporters 78 may lead to a transition into SP that is sufficiently slow to enable acquisition of longevity and robustness under anaerobic conditions. Further research is therefore needed to investigate the ecological relevance of this laboratory study.

## MATERIALS AND METHODS

### Strains and cultivation

The prototrophic *Saccharomyces cerevisiae* strain CEN.PK113-7D (*MAT*a *MAL*2-8c *SUC*2) used in this study is a congenic member of the CEN.PK family 79,80. Stock cultures were grown at 30°C in shake flasks containing yeast extract (1% w/v), peptone (2% w/v) and dextrose (2% w/v) (YPD) medium. Glycerol, final concentration 20% (v/v), was added to overnight cultures and 1 mL aliquots were stored at -80°C.

Previously described synthetic medium 81 was used with 20 g/L glucose as sole carbon-source and 0.2 g/L antifoam Emulsion C (Sigma, St. Louise, USA). In case of anaerobic cultivations, the medium was supplemented with anaerobic growth factors ergosterol (10 mg/L) and Tween 80 (420 mg/L) dissolved in ethanol. Inocula for batch fermentations consisted of 100 mL yeast culture grown overnight to an OD_660_ of 4 in synthetic medium with 20 g/L glucose. Aerobic and anaerobic batch fermentations were carried out at 30°C in 2 L bioreactors (Applikon, Schiedam, The Netherlands), with a working volume of 1.4 L. Cultures were stirred at 800 rpm and sparged at a flow-rate of 700 mL/min with either dried air or nitrogen gas (< 10 ppm oxygen, Linde Gas Benelux, The Netherlands). The bioreactors were equipped with Norprene tubing (Saint-Gobain Performance Plastics, Courbevoie, France) and Viton O-rings (Eriks, Alkmaar, The Netherlands) to minimize diffusion of oxygen. During aerobic cultivations, dissolved oxygen levels remained above 40% of the initial saturation level as measured by Clark electrodes (Mettler Toledo, Greifensee, Switzerland). The culture pH was maintained at 5.0 by automatic addition of 2 M KOH and 2 M H_2_SO_4_.

### Analysis of biomass, metabolites, substrate and exhaust gas

Biomass concentration as culture dry weight was determined as described previously 82.

For substrate and extracellular metabolite concentration determination, culture supernatants were obtained by centrifugation of culture samples (3 min at 20.000 g) and analysed by high-performance liquid chromatograph (HPLC) analysis on a Waters Alliance 2690 HPLC (Waters, Milford, MA) equipped with a Bio-Rad HPX 87H ion exchange column (BioRad, Veenendaal, The Netherlands), operated at 60°C with 5 mM H_2_SO_4_ as the mobile phase at a flow rate of 0.6 ml/min. Detection was by means of a dual-wavelength absorbance detector (Waters 2487) and a refractive index detector (Waters 2410).

The exhaust gas from batch cultures was cooled with a condenser (2°C) and dried with a PermaPure Dryer (model MD 110-8P-4; Inacom Instruments, Veenendaal, the Netherlands) prior to online analysis of carbon dioxide and oxygen with a Rosemount NGA 2000 Analyser (Baar, Switzerland).

### Colony forming units

To determine culture viability, small aliquots of culture broth were taken from the reactor and cells were counted on a Z2 Coulter Counter (Beckman Coulter, Woerden, Netherlands) equipped with a 50 µm orifice (Multisizer II, Beckman Coulter, Woerden, Netherlands). Cells were diluted in 0.1% peptone and 100 µL suspensions containing approximately 30, 300 and 3000 cells were plated on yeast extract (1% w/v), peptone (2% w/v) and dextrose (0.5% w/v) (YPD) agar plates and incubated at 30°C for at least 3 days before counting the colonies. CFU was calculated as the number of colonies formed divided by the number of plated cells.

### Thermotolerance assay

Cells from culture broth were counted with a Z2 Coulter Counter and diluted in pre-warmed (53°C) isotone diluent II (Beckman Coulter, Woerden, Netherlands) to yield 50 mL cell suspensions with a density of 1∙10^7^ cells/mL. Cell suspensions were incubated in a waterbath at 53°C and 4 mL aliquots were sampled in 10 min intervals. Samples were cooled on ice and assayed for viability using the *Funga*Light 5-CFDA, AM (acetoxymethyl ester 5-carboxyfluorescein diacetate)/propidum iodide (PI) yeast viability kit (Invitrogen, Carlsbrad, CA) by counting 10,000 cells on a Cell Lab Quanta SC MPL flow cytometer (Beckman Coulter, Woerden, Netherlands) as described previously 20. 5-CFDA, AM is a cell-permeant substrate for intracellular non-specific esterase activity. Hydrolytic cleavage of the lipophilic blocking acetoxymethyl and diacetate groups of 5-CFDA, AM results in a green fluorescent signal in metabolically active cells. Propidium iodide intercalates with DNA in cells with a compromised cell membrane, which results in red fluorescence. Cells stained with PI were considered dead cells. For each independent sample, the t_50_ value (the time after which 50% of the initial viable population was dead) was estimated by fitting the viability data with a sigmoidal dose-response curve in Graphpad Prism 4.03. Both measurements of viability, i.e. metabolic activity based on 5-CFDA, AM and membrane integrity based on PI gave similar t_50_-values, therefore only results based on PI are shown.

### Storage carbohydrate measurements

1.2 mL culture broth was quenched in 5 mL of cold methanol (-40°C) using a rapid sampling setup described previously 83, mixed and subsequently pelleted (4,400 *g*, 5 min) at -19°C. Cells were washed with 5 mL of cold methanol (-40^o^C) and pellets stored at -80°C. Pellets were resuspended in Na_2_CO_3_ (0.25 M) and further processed according to a previously described procedure 84.

### Fatty acids measurements

Culture volumes corresponding to 50 mg biomass were sampled on ice, centrifuged (10,000 *g*, 10 min at 4°C), washed twice, resuspended in 5 ml ice-cold water and stored at -20°C. Lipid extraction was performed as described previously 85. Aliquots of 0.15 mL were added to 15 mL tubes and 1.5 mL of a mixture of concentrated HCl and 1-propanol (1:4) and 1.5 mL of dichlorethane were added. 400 μg of myristic acid (a 15:0 fatty acid) was included as internal standard. Samples were incubated at 100°C for 2 h. Subsequently, 3 mL of water was added to cooled samples. 1 mL of the organic phase was filtered over water-free sodium sulfate into GC vials. The fatty acid propyl esters in the organic phase were analyzed by gas chromatography (model 6890N, Agilent, U.S.A.) using a DB-wax column (length, 30 m; inside diameter, 0.25 mm; film thickness, 0.25 μm; J&W Scientific, Folsom, CA) and helium as the carrier gas. The sample volume was 1 μL, and the split was set to 1:20. The injection temperature was 230°C, and the following temperature gradient was used: 120°C at the start, increasing at a rate of 10°C/min up to 240°C, and then 240°C for 8 min. The fatty acid propyl esters were detected using a flame ionization detector at 250°C.

### Analysis of intracellular adenosine-phosphate concentrations 

Samples for internal metabolite analysis were obtained by rapid sampling 83. 1.2 mL of culture broth was rapidly quenched into 5 mL of 100% methanol, pre-cooled to -40°C. Samples were washed with cold methanol and extracted with boiling ethanol. Intracellular AMP and ADP were determined enzymatically, using a previously described assay based on myokinase, pyruvate kinase and lactate dehydrogenase reactions 86. Assays were performed in white, flat bottom 96-well microtiter plates (Corning Inc., USA). NADH fluorescence was measured in a TECAN GENios Pro microtiterplate reader (Tecan, Männedorf, Switzerland) as previously described 83. Intracellular ATP was also assessed enzymatically. The assay contained 115 mM triethanolamine (pH 7.6), 11.5 mM MgSO_4_x7H_2_O, 1.15 mM NADP^+^ per well including sample extract, total volume was 205 µL per well. The reaction to measure ATP was initiated by adding 12 mM glucose and 30 U hexokinase (Sigma-Aldrich Chemie B.V, Zwijndrecht, The Netherlands). Assays were performed in black, flat bottom 96-well microtiter plates (Corning Inc., USA). NADPH fluorescence was measured in a TECAN GENios Pro microtiterplate reader. The adenylate energy charge was calculated according to the previously described 42 equation:

**Figure:**
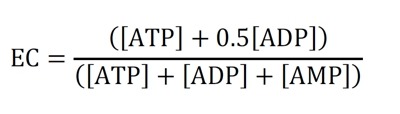

### Transcriptome analysis

Independent duplicate aerobic and anaerobic batch cultures were sampled at six and four different time points respectively (see Figure 4A and 4B) for microarray analysis, resulting in a total dataset of 20 microarrays. Sampling from batch cultures for transcriptome analysis was performed using liquid nitrogen for rapid quenching of mRNA turnover 87. Prior to RNA extraction, samples were stored in a mixture of phenol/chloroform and TEA buffer at -80°C. Total RNA extraction, isolation of mRNA, cDNA synthesis, cRNA synthesis, labelling and array hybridization was performed as previously described 88. The quality of total RNA, cDNA, aRNA and fragmented aRNA was checked using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Hybridization of labelled fragmented aRNA to the microarrays and staining, washing and scanning of the microarrays was performed according to Affymetrix instructions (EukGE_WS2v5).

The 6383 yeast open reading frames were extracted from the 9335 transcript features on the YG-S98 microarrays. To allow comparison, all expression data were normalized to a target value of 240 using the average signal from all gene features 89. The microarray data used in this study are available via GEO series accession number GSE69485. To eliminate variation in genes that are not expressed, genes with expression values below 12 were set to 12 and the gene features for which the maximum expression was below 20 for all 20 arrays were discarded 51. The average deviation of the mean transcript data of replicate batches was ca. 11%, similar to the reproducibility usually observed in replicate steady state chemostat cultures 90. 

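The mean deviation of the signals of 2 cultures from their mean was 9.36% over all 10 conditions and the tested probe sets, with a median of 6.67%. It was lowest in anaerobic late SP, with 6.72%, and highest in aerobic exponential cultures, with 14.4%. In aerobic late SP it was 10.9%.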

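Over the 20 arrays, the coefficient of variation was 14.2% for ACT1, 12.9% for PDA1, 15.2% for TFC1, 15.6% for ALG9, 18.5% for UBC6 and 26.6% for TAF10, with a mean of 17.1% and an SD of 4.97 percentage points over the 6 genes. TAF10, a subunit of general transcription factors, had a mean-normalized expression of 1.34 ± 0.04 (SD, n = 2) in the aerobic post-diauxic phase and of 0.549 ± 0.038 (SD, n = 2) in anaerobic late SP.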

The expression of housekeeping genes *ACT1, PDA1*, *TFC1, ALG9, TAF10 *and* UBC6* 91 remained stable for both conditions and all sample points (average coefficient of variation 17% ± 5%).

To identify genes that were differentially expressed between aerobic and anaerobic SP cultures, a pairwise comparison was performed between aerobic samples taken at time point 6 (Figure 4A) and anaerobic samples taken at time point 4 (Figure 4B) as previously described 89. Similarly, genes differently expressed during growth on glucose under aerobic or anaerobic conditions were identified through a pairwise comparison of aerobic and anaerobic samples taken at time point 1 (Figure 4A and 4B). Differences with adjusted P-values lower than 0.05 and a fold difference of 2 or higher were considered statistically significant. Time-dependent expression profiles of selected genes were clustered according to optimal k-means clustering using positive correlation as distance metric (Expressionist Pro version 3.1, Genedata, Basel, Switzerland) resulting in an optimal number of 9 clusters. For display of time-dependent transcript levels, expression values were normalized per gene by dividing single expression values by the average expression value of both conditions and all time points. Mean values of these average-normalized values for all genes in each cluster are shown, as well as the first and third quartile of average-normalized values.

Gene expression clusters were analysed for overrepresentation of functional annotation categories of the Gene Ontology (GO) database (http://www.geneontology.org , based on a hypergeometric distribution analysis tool 92. Additional categories describing genes expressed in SP cultures 34, genes commonly induced by several environmental stresses 39 or essential for heat-shock survival 57 were extracted from the respective references.

## SUPPLEMENTAL MATERIAL

Click here for supplemental data file.

All supplemental data for this article are also available online at http://microbialcell.com/researcharticles/oxygen-availability-strongly-affects-chronological-lifespan-and-thermotolerance-in-batch-cultures-of-saccharomyces-cerevisiae/.

# Supplementary material for: Oxygen availability strongly affects chronological lifespan and thermotolerance in batch cultures of Saccharomyces cerevisiae
**Source:** Microb Cell. 2015 Oct 21;2(11):429–44. doi: 10.15698/mic2015.11.238
**Supplement:** Supplementary file 1

Table S1 Genes with significantly different expression in aerobic or anaerobic stationary phase cultures.
Fold change cut-off of 2.0 and an adjusted p-value cut-off of 0.05 were used to determine significance.
Cluster numbers refer to the clusters displayed in figure 6 and 7 of the manuscript.

Genes higher expressed in anaerobic SP

Probeset id	Systematic name	Standard name	Fold change	Adjusted P	Cluster
10852_at	YJR150C	DAN1	48,3	3,25E-04	9
4876_at	YGR131W	---	17,6	0,00E+00	5
8526_at	YOR009W	TIR4	17,3	0,00E+00	9
8528_at	YOR011W	AUS1	16,4	0,00E+00	3
10861_s_at	YJR159W	SOR1 /// SOR2	15,5	0,00E+00	3
10976_at	YJR047C	ANB1	14,9	0,00E+00	2
6012_at	YDR453C	TSA2	14,1	0,00E+00	5
5537_at	YER188W	---	14,0	0,00E+00	3
4811_at	YGR201C	---	13,0	0,00E+00	5
9290_f_at	YMR325W	PAU19 /// PAU21 /// P.	11,9	0,00E+00	9
9947_i_at	YLR367W	RPS22B	11,7	1,32E-10	2
5711_at	YER011W	TIR1	11,6	6,79E-09	9
8862_at	YNR014W	---	11,4	0,00E+00	5
6798_f_at	YCR104W	PAU19 /// PAU21 /// P.	10,7	0,00E+00	9
9716_at	YML083C	---	10,3	0,00E+00	9
9293_at	YML058w-a	HUG1	10,0	0,00E+00	9
4114_at	YIL011W	TIR3	9,9	1,74E-12	2
10289_f_at	YLR037C	PAU23	9,8	0,00E+00	5
4076_f_at	YIR041W	PAU15 /// PAU16	9,1	0,00E+00	9
10789_f_at	YKL224C	PAU15 /// PAU16	8,2	0,00E+00	5
4100_at	YIR019C	MUC1	8,0	0,00E+00	2
6486_at	YDL021W	GPM2	7,9	0,00E+00	5
5942_at	YDR518W	EUG1	7,7	0,00E+00	2
4322_at	YHR210C	---	7,3	0,00E+00	4
8546_at	YOR028C	CIN5	7,1	0,00E+00	5
5940_at	YDR516C	EMI2	6,7	0,00E+00	3
10375_at	YLL055W	YCT1	6,6	0,00E+00	3
10909_at	YJR116W	---	6,6	0,00E+00	2
5786_f_at	YEL049W	PAU2	6,5	0,00E+00	5
9388_at	YMR250W	GAD1	6,4	0,00E+00	5
8023_at	YPL272C	---	6,2	5,77E-11	9
4472_s_at	YHR043C	DOG1 /// DOG2	6,2	0,00E+00	4
8378_at	YOR176W	HEM15	6,2	0,00E+00	3
10412_f_at	YLL064C	PAU1 /// PAU14 /// PA	6,1	0,00E+00	9
8784_s_at	YNR073C	DSF1	6,1	0,00E+00	5
10361_f_at	YLL025W	PAU17	6,0	0,00E+00	5
7604_at	YPR160W	GPH1	5,9	0,00E+00	5
11177_at	YJL161W	FMP33	5,9	0,00E+00	5
4442_at	YHR104W	GRE3	5,9	0,00E+00	5
4043_s_at	YIL162W	SUC2	5,8	0,00E+00	5
5971_at	YDR502C	SAM2	5,7	0,00E+00	2
6413_at	YDR044W	HEM13	5,7	0,00E+00	2
10681_at	YKL103C	LAP4	5,5	0,00E+00	3
8786_f_at	YNR076W	PAU1 /// PAU14 /// PA	5,5	0,00E+00	9
5117_at	YGL125W	MET13	5,5	0,00E+00	4
5251_f_at	YGL261C	PAU10 /// PAU11 /// P.	5,5	0,00E+00	9
7964_at	YPL196W	OXR1	5,4	0,00E+00	5
5751_at	YEL039C	CYC7	5,4	0,00E+00	5
10722_at	YKL151C	---	5,3	0,00E+00	5
8720_f_at	YOL161C	PAU18 /// PAU20 /// P.	5,3	0,00E+00	9
5016_at	YGL001C	ERG26	5,3	0,00E+00	2
3937_g_at	SUC4	SUC2	5,3	0,00E+00	5
5575_at	YER134C	---	5,2	0,00E+00	4
4200_at	YIL111W	COX5B	5,2	0,00E+00	5
4573_at	YHL035C	VMR1	5,2	0,00E+00	5
9365_at	YMR271C	URA10	5,2	0,00E+00	5
5013_at	YGL004C	RPN14	5,2	0,00E+00	5
6837_at	YCR048W	ARE1	5,2	0,00E+00	2
4392_at	YHR143W	DSE2	5,1	0,00E+00	4
8003_at	YPL247C	---	5,1	0,00E+00	5

4947_at	YGR066C	---	5,0	0,00E+00	5
8140_at	YOR386W	PHR1	5,0	0,00E+00	5
5752_at	YEL038W	UTR4	5,0	0,00E+00	5
10158_at	YLR178C	TFS1	5,0	0,00E+00	5
9059_at	YNL200C	---	5,0	0,00E+00	5
9865_f_at	YLR461W	PAU10 /// PAU11 /// P	5,0	0,00E+00	9
6057_at	YDR406W	PDR15	5,0	0,00E+00	5
4943_at	YGR062C	COX18	5,0	0,00E+00	3
9481_at	YMR169C	ALD3	5,0	0,00E+00	5
4717_at	YGR287C	---	4,9	0,00E+00	5
6725_at	YDL227C	HO	4,9	0,00E+00	2
4563_f_at	YHL046C	PAU1 /// PAU10 /// PA	4,9	0,00E+00	9
8303_at	YOR237W	HES1	4,8	0,00E+00	9
11251_s_at	YJL221C	FSP2	4,7	0,00E+00	5
9691_i_at	YML063W	RPS1B	4,7	1,05E-06	2
6178_at	YDR304C	CPR5	4,6	0,00E+00	4
7074_f_at	YBR301W	PAU12 /// PAU24	4,6	0,00E+00	5
8264_at	YOR288C	MPD1	4,6	0,00E+00	4
7351_at	YBR037C	SCO1	4,6	0,00E+00	3
5410_f_at	YFL020C	PAU5	4,5	0,00E+00	5
9203_at	YNL327W	EGT2	4,5	0,00E+00	4
4804_at	YGR194C	XKS1	4,5	0,00E+00	5
5253_g_at	YGL259W	YPS5 /// YPS6	4,5	0,00E+00	5
5034_at	YGL028C	SCW11	4,5	0,00E+00	4
4732_at	YGR256W	GND2	4,5	0,00E+00	5
5643_at	YER070W	RNR1	4,4	2,07E-09	2
11254_at	YJL218W	---	4,4	0,00E+00	4
7722_at	YPR015C	---	4,4	0,00E+00	5
4112_at	YIL013C	PDR11	4,3	0,00E+00	5
4970_at	YGR044C	RME1	4,3	0,00E+00	3
7712_at	YPR047W	MSF1	4,3	0,00E+00	3
6539_at	YDL059C	RAD59	4,3	0,00E+00	4
9355_at	YMR261C	TPS3	4,3	0,00E+00	4
10060_at	YLR258W	GSY2	4,3	0,00E+00	5
4530_at	YHR011W	DIA4	4,2	0,00E+00	3
6270_at	YDR213W	UPC2	4,2	0,00E+00	2
4992_at	YGR019W	UGA1	4,2	0,00E+00	5
5357_at	YFR015C	GSY1	4,2	0,00E+00	5
9442_s_at	YMR173W	DDR48	4,2	0,00E+00	5
4723_f_at	YGR294W	PAU10 /// PAU11 /// P	4,1	0,00E+00	9
6704_at	YDL204W	RTN2	4,1	0,00E+00	5
3907_f_at	YAL068C	PAU1 /// PAU10 /// PA	4,1	0,00E+00	9
7337_at	YBR024W	SCO2	4,1	0,00E+00	5
4336_at	YHR176W	FMO1	4,1	0,00E+00	3
11051_at	YJL017W	---	4,1	0,00E+00	5
4088_at	YIR007W	---	4,1	0,00E+00	5
6110_at	YDR368W	YPR1	4,0	0,00E+00	4
11142_at	YJL105W	SET4	4,0	2,18E-09	5
5941_at	YDR517W	GRH1	4,0	0,00E+00	3
10161_g_at	YLR180W	SAM1 /// SAM2	4,0	0,00E+00	2
3403_f_at	YDR542W	PAU10 /// PAU11 /// P	4,0	0,00E+00	9
7254_at	YBR117C	TKL2	4,0	0,00E+00	5
4280_f_at	YIL176C	PAU1 /// PAU10 /// PA	4,0	0,00E+00	9
9904_at	YLR413W	---	3,9	8,38E-09	2
10860_s_at	YJR158W	HXT13 /// HXT15 /// H	3,9	0,00E+00	5
11249_f_at	YJL223C	PAU1 /// PAU10 /// PA	3,9	0,00E+00	9
5301_at	YFR047C	BNA6	3,9	0,00E+00	3
9729_at	YML070W	DAK1	3,9	0,00E+00	5
10050_at	YLR290C	---	3,9	0,00E+00	5
6109_at	YDR367W	KEI1	3,9	0,00E+00	2
10911_at	YJR118C	ILM1	3,9	0,00E+00	2
6703_at	YDL205C	HEM3	3,9	0,00E+00	4
5067_at	YGL040C	HEM2	3,9	0,00E+00	3
4832_at	YGR177C	ATF2	3,9	3,93E-07	2
7264_at	YBR086C	IST2	3,9	0,00E+00	4
8467_at	YOR086C	TCB1	3,8	0,00E+00	3
10768_at	YKL194C	MST1	3,8	5,92E-13	3

9418_at	YMR193W	MRPL24	3,8	0,00E+00	3
8647_at	YOL096C	COQ3	3,8	0,00E+00	3
9482_g_at	YMR169C	ALD2 /// ALD3	3,8	0,00E+00	5
7236_at	YBR145W	ADH5	3,8	0,00E+00	4
10755_at	YKL164C	PIR1	3,8	0,00E+00	4
7686_at	YPR066W	UBA3	3,8	0,00E+00	5
10068_i_at	YLR264W	RPS28B	3,7	1,70E-08	2
7632_i_at	YPR102C	RPL11A /// RPL11B	3,7	4,47E-04	2
5093_at	YGL104C	VPS73	3,7	0,00E+00	5
10998_at	YJR021C	REC107	3,7	0,00E+00	5
4512_at	YHR038W	RRF1	3,7	0,00E+00	3
8727_at	YOL153C	---	3,7	0,00E+00	5
4912_at	YGR076C	MRPL25	3,7	0,00E+00	3
10660_at	YKL080W	VMA5	3,7	0,00E+00	2
9445_at	YMR175W	SIP18	3,7	0,00E+00	5
11259_at	YJL213W	---	3,7	0,00E+00	5
6593_at	YDL093W	PMT5	3,6	0,00E+00	2
9925_at	YLR390W	ECM19	3,6	0,00E+00	3
7321_at	YBR053C	---	3,6	0,00E+00	5
4994_at	YGR021W	---	3,6	0,00E+00	3
6380_at	YDR100W	TVP15	3,6	0,00E+00	3
6890_at	YCR012W	PGK1	3,6	1,17E-12	2
7263_at	YBR085W	AAC3	3,6	0,00E+00	2
10101_at	YLR209C	PNP1	3,6	0,00E+00	3
9162_at	YNL277W	MET2	3,5	0,00E+00	4
5615_at	YER087W	AIM10	3,5	0,00E+00	3
4213_at	YIL098C	FMC1	3,5	0,00E+00	3
9953_at	YLR372W	SUR4	3,5	4,02E-12	2
8843_at	YNR040W	---	3,5	0,00E+00	3
6488_at	YDL019C	OSH2	3,5	0,00E+00	3
6139_at	YDR353W	TRR1	3,5	0,00E+00	2
7699_at	YPR036W	VMA13	3,5	0,00E+00	2
11060_at	YJL052W	TDH1	3,5	0,00E+00	5
9727_at	YML072C	TCB3	3,5	0,00E+00	4
6204_at	YDR284C	DPP1	3,5	0,00E+00	3
9097_at	YNL252C	MRPL17	3,5	0,00E+00	3
4541_at	YHL021C	AIM17	3,4	0,00E+00	5
6351_at	YDR116C	MRPL1	3,4	0,00E+00	3
9008_at	YNL160W	YGP1	3,4	0,00E+00	5
6213_at	YDR248C	---	3,4	0,00E+00	3
7253_g_at	YBR116C	TKL2	3,4	0,00E+00	5
7582_at	YPR184W	GDB1	3,4	0,00E+00	5
7363_at	YBR003W	COQ1	3,4	0,00E+00	3
11355_at	YAL012W	CYS3	3,4	0,00E+00	2
6088_at	YDR391C	---	3,4	0,00E+00	5
8505_at	YOR032C	HMS1	3,4	0,00E+00	4
5556_at	YER163C	---	3,4	0,00E+00	4
10300_f_at	YLR048W	RPS0B	3,4	1,74E-07	2
4521_at	YHR004C	NEM1	3,4	0,00E+00	5
6485_at	YDL022W	GPD1	3,4	0,00E+00	3
11287_f_at	YAR020C	PAU7	3,4	0,00E+00	5
6560_at	YDL082W	RPL13A	3,4	1,94E-09	2
4768_at	YGR248W	SOL4	3,4	0,00E+00	5
9532_at	YMR090W	---	3,4	0,00E+00	5
4428_at	YHR092C	HXT4	3,4	6,98E-04	2
8988_at	YNL134C	---	3,4	0,00E+00	5
10303_at	YLR049C	---	3,4	0,00E+00	3
11289_at	YAR027W	UIP3	3,3	5,71E-12	5
9870_s_at	YLR312W-A	MRPL15	3,3	0,00E+00	3
4513_at	YHR039C	MSC7	3,3	0,00E+00	4
9567_at	YMR081C	ISF1	3,3	0,00E+00	5
6456_at	YDR041W	RSM10	3,3	0,00E+00	3
5240_at	YGL229C	SAP4	3,3	0,00E+00	3
5919_at	YDR540C	IRC4	3,3	1,91E-04	5
9422_at	YMR195W	ICY1	3,3	0,00E+00	3
4126_at	YIL045W	PIG2	3,3	0,00E+00	5
7735_at	YPR028W	YOP1	3,3	0,00E+00	4

6552_at	YDL089W	NUR1	3,3	0,00E+00	5
7237_at	YBR146W	MRPS9	3,3	0,00E+00	3
4951_at	YGR070W	ROM1	3,3	0,00E+00	5
7256_at	YBR120C	CBP6	3,3	0,00E+00	3
10721_at	YKL152C	GPM1	3,3	0,00E+00	2
5025_at	YGL037C	PNC1	3,3	0,00E+00	5
8412_at	YOR120W	GCY1	3,3	0,00E+00	5
6568_f_at	YDL075W	RPL31A	3,3	4,44E-07	2
8474_at	YOR092W	ECM3	3,3	0,00E+00	2
10566_at	YKR003W	OSH6	3,3	0,00E+00	3
10563_at	YKL001C	MET14	3,3	0,00E+00	2
8897_at	YNL045W	LAP2	3,3	0,00E+00	5
9777_at	YML110C	COQ5	3,3	0,00E+00	3
6929_at	YCL047C	---	3,2	1,89E-10	2
6483_at	YDL024C	DIA3	3,2	0,00E+00	5
8574_at	YOL033W	MSE1	3,2	0,00E+00	3
8211_at	YOR321W	PMT3	3,2	0,00E+00	2
6427_at	YDR058C	TGL2	3,2	5,92E-13	4
9468_at	YMR157C	AIM36	3,2	0,00E+00	3
10652_at	YKL087C	CYT2	3,2	0,00E+00	3
8879_at	YNL016W	PUB1	3,2	0,00E+00	2
7144_at	YBR234C	ARC40	3,2	0,00E+00	4
10853_at	YJR151C	DAN4	3,2	0,00E+00	5
9341_at	YMR291W	---	3,2	0,00E+00	5
4566_at	YHL042W	---	3,2	0,00E+00	2
10479_at	YKR098C	UBP11	3,2	0,00E+00	5
4528_i_at	YHR010W	RPL27A	3,2	1,12E-07	2
7989_at	YPL215W	CBP3	3,2	0,00E+00	3
10890_at	YJR142W	---	3,2	0,00E+00	3
6403_at	YDR079W	PET100	3,2	1,17E-12	5
9713_at	YML086C	ALO1	3,2	0,00E+00	4
5043_at	YGL019W	CKB1	3,2	0,00E+00	2
5788_at	YEL047C	---	3,2	0,00E+00	2
5620_at	YER091C	MET6	3,2	3,42E-08	2
7324_at	YBR056W	---	3,2	0,00E+00	5
6783_at	YCR088W	ABP1	3,2	0,00E+00	3
5298_at	YGL262W	---	3,2	0,00E+00	5
4449_at	YHR068W	DYS1	3,2	1,04E-07	2
4565_at	YHL043W	ECM34	3,1	0,00E+00	9
7258_at	YBR122C	MRPL36	3,1	0,00E+00	3
4448_at	YHR067W	HTD2	3,1	0,00E+00	4
4902_at	YGR112W	SHY1	3,1	0,00E+00	3
10416_at	YLL060C	GTT2	3,1	0,00E+00	5
10675_at	YKL109W	HAP4	3,1	0,00E+00	5
6425_at	YDR056C	---	3,1	0,00E+00	3
4820_at	YGR165W	MRPS35	3,1	0,00E+00	3
10301_at	YLR048W	RPS0B	3,1	2,48E-09	2
10160_at	YLR180W	SAM1	3,1	2,31E-12	2
8668_at	YOL120C	RPL18A	3,1	3,08E-09	2
5084_at	YGL068W	MNP1	3,1	0,00E+00	3
7190_i_at	YBR189W	RPS9B	3,1	9,15E-04	2
10296_at	YLR044C	PDC1	3,1	3,75E-08	2
5962_at	YDR493W	MZM1	3,1	0,00E+00	3
9044_at	YNL169C	PSD1	3,1	0,00E+00	2
9547_at	YMR105C	PGM2	3,1	0,00E+00	5
10295_at	YLR043C	TRX1	3,1	0,00E+00	2
4075_at	YIR039C	YPS6	3,1	0,00E+00	5
6492_at	YDL015C	TSC13	3,1	0,00E+00	4
4928_at	YGR092W	DBF2	3,1	0,00E+00	3
7037_s_at	YBR006W	UGA2	3,1	0,00E+00	5
7848_at	YPL087W	YDC1	3,1	0,00E+00	5
5573_at	YER133W	GLC7	3,1	5,92E-13	3
8929_at	YNL058C	---	3,1	0,00E+00	2
7736_at	YPR028W	YOP1	3,0	0,00E+00	4
5985_at	YDR471W	RPL27B	3,0	3,35E-08	2
4334_i_at	YHR174W	ENO2	3,0	2,40E-02	2
8298_at	YOR232W	MGE1	3,0	9,45E-11	3

8777_at	YNR065C	---	3,0	0,00E+00	4
10980_at	YJR051W	OSM1	3,0	5,92E-13	3
10414_at	YLL062C	MHT1	3,0	0,00E+00	3
4901_at	YGR111W	---	3,0	0,00E+00	5
7252_at	YBR116C	---	3,0	0,00E+00	5
5664_at	YER052C	HOM3	3,0	0,00E+00	2
11236_at	YJL190C	RPS22A	3,0	1,11E-06	2
6416_at	YDR047W	HEM12	3,0	0,00E+00	4
10770_at	YKL192C	ACP1	3,0	0,00E+00	3
5699_at	YER044C	ERG28	3,0	5,71E-12	4
10237_at	YLR118C	---	3,0	0,00E+00	4
10243_at	YLR079W	SIC1	3,0	0,00E+00	5
5785_at	YEL050C	RML2	3,0	0,00E+00	3
4173_at	YIL093C	RSM25	3,0	0,00E+00	3
4247_at	YIL154C	IMP2'	3,0	0,00E+00	5
9852_at	YLR448W	RPL6B	3,0	2,52E-08	2
10015_at	YLR300W	EXG1	3,0	4,67E-04	2
11387_at	YAL061W	BDH2	3,0	0,00E+00	5
5750_at	YEL040W	UTR2	3,0	5,92E-13	2
7152_at	YBR196C	PGI1	3,0	8,75E-10	2
9642_at	YMR020W	FMS1	3,0	0,00E+00	5
9513_at	YMR116C	ASC1	3,0	8,58E-11	2
8456_at	YOR119C	RIO1	3,0	5,15E-12	5
6299_at	YDR197W	CBS2	2,9	0,00E+00	3
9645_at	YML019W	OST6	2,9	0,00E+00	2
5698_at	YER043C	SAH1	2,9	2,14E-06	2
6447_at	YDR033W	MRH1	2,9	0,00E+00	3
10751_at	YKL168C	KKQ8	2,9	0,00E+00	5
10099_at	YLR251W	SYM1	2,9	0,00E+00	5
10270_at	YLR061W	RPL22A	2,9	1,03E-09	2
11290_at	YAR028W	---	2,9	1,74E-12	2
6248_at	YDR237W	MRPL7	2,9	0,00E+00	3
7116_at	YBR251W	MRPS5	2,9	0,00E+00	3
3940_at	YBR201W	DER1	2,9	0,00E+00	5
7829_at	YPL060W	LPE10	2,9	3,45E-12	5
5152_at	YGL137W	SEC27	2,9	0,00E+00	2
9621_at	YML002W	---	2,9	0,00E+00	5
11146_at	YJL101C	GSH1	2,9	0,00E+00	4
5123_at	YGL119W	ABC1	2,9	7,41E-12	4
3939_at	YBR006W	UGA2	2,9	0,00E+00	5
7835_at	YPL100W	ATG21	2,9	0,00E+00	5
8305_at	YOR239W	ABP140	2,9	0,00E+00	2
4999_at	YGR026W	---	2,9	2,27E-09	2
5571_at	YER131W	RPS26B	2,9	5,09E-06	2
8405_at	YOR158W	PET123	2,9	4,02E-12	5
4867_at	YGR122W	---	2,9	1,17E-12	5
6857_at	YCR024C	SLM5	2,9	1,74E-12	3
8814_at	YNR055C	HOL1	2,9	0,00E+00	4
11052_at	YJL016W	---	2,9	0,00E+00	5
10733_at	YKL140W	TGL1	2,8	0,00E+00	5
9159_at	YNL280C	ERG24	2,8	0,00E+00	2
4474_at	YHR045W	---	2,8	5,92E-13	2
11180_at	YJL158C	CIS3	2,8	1,54E-09	2
10643_at	YKL053C-A	MDM35	2,8	0,00E+00	3
4471_at	YHR042W	NCP1	2,8	0,00E+00	2
8840_at	YNR037C	RSM19	2,8	0,00E+00	3
6543_at	YDL055C	PSA1	2,8	6,28E-12	2
8531_at	YOR013W	IRC11	2,8	5,92E-13	2
4529_f_at	YHR010W	RPL27A	2,8	6,37E-09	2
4190_at	YIL074C	SER33	2,8	5,92E-13	2
8317_at	YOR250C	CLP1	2,8	0,00E+00	3
10893_s_at	YJR145C	RPS4A /// RPS4B	2,8	4,31E-05	2
10495_at	YKR070W	---	2,8	0,00E+00	3
9737_at	YML105C	SEC65	2,8	0,00E+00	2
6927_at	YCL049C	---	2,8	0,00E+00	3
10256_at	YLR092W	SUL2	2,8	0,00E+00	2
5030_at	YGL032C	AGA2	2,8	2,22E-05	2

11123_at	YJL079C	PRY1	2,8	2,52E-11	3
4417_at	YHR123W	EPT1	2,8	1,88E-09	2
10908_at	YJR115W	---	2,8	0,00E+00	5
10244_at	YLR080W	EMP46	2,8	0,00E+00	5
9120_at	YNL274C	GOR1	2,8	0,00E+00	5
6832_at	YCR044C	PER1	2,8	0,00E+00	2
5069_at	YGL082W	---	2,8	0,00E+00	3
9701_at	YML055W	SPC2	2,8	0,00E+00	2
11097_at	YJL060W	BNA3	2,8	0,00E+00	2
10569_at	YKR006C	MRPL13	2,8	0,00E+00	3
11079_at	YJL078C	PRY3	2,8	0,00E+00	4
5428_at	YFL052W	---	2,8	0,00E+00	5
7613_at	YPR127W	---	2,8	0,00E+00	5
4801_at	YGR191W	HIP1	2,8	0,00E+00	2
6188_at	YDR268W	MSW1	2,8	0,00E+00	3
8265_at	YOR289W	---	2,8	0,00E+00	5
10916_at	YJR123W	RPS5	2,8	1,23E-09	2
10242_at	YLR078C	BOS1	2,8	5,92E-13	3
5366_s_at	YFR024C-A	LSB3	2,8	0,00E+00	3
6424_at	YDR055W	PST1	2,8	0,00E+00	3
9448_at	YMR178W	---	2,8	0,00E+00	4
9512_at	YMR116C	ASC1	2,7	3,57E-09	2
6437_at	YDR022C	CIS1	2,7	5,92E-13	5
8671_at	YOL117W	RRI2	2,7	0,00E+00	5
6387_at	YDR107C	TMN2	2,7	1,27E-10	3
5403_at	YFL027C	GYP8	2,7	5,92E-13	3
4321_at	YHR208W	BAT1	2,7	8,88E-09	2
6240_at	YDR229W	IVY1	2,7	0,00E+00	5
4057_at	YIR021W	MRS1	2,7	0,00E+00	2
11388_at	YAL060W	BDH1	2,7	0,00E+00	5
8267_at	YOR291W	YPK9	2,7	0,00E+00	4
4397_at	YHR147C	MRPL6	2,7	0,00E+00	3
5552_at	YER158C	---	2,7	0,00E+00	5
8377_at	YOR175C	ALE1	2,7	0,00E+00	3
10232_at	YLR113W	HOG1	2,7	0,00E+00	4
4402_at	YHR109W	CTM1	2,7	5,92E-13	3
5957_at	YDR533C	HSP31	2,7	0,00E+00	4
6512_at	YDL040C	NAT1	2,7	0,00E+00	2
10769_at	YKL193C	SDS22	2,7	0,00E+00	5
6123_at	YDR337W	MRPS28	2,7	0,00E+00	3
10045_at	YLR286C	CTS1	2,7	0,00E+00	3
4535_at	YHR016C	YSC84	2,7	0,00E+00	5
10777_at	YKL186C	MTR2	2,7	5,92E-13	4
6909_at	YCL018W	LEU2	2,7	1,74E-08	2
6600_at	YDL130W	RPP1B	2,7	1,23E-08	2
7581_at	YPR183W	DPM1	2,7	0,00E+00	2
5307_at	YFR053C	HXK1	2,7	0,00E+00	5
8980_at	YNL097C	PHO23	2,6	0,00E+00	5
11371_at	YAL038W	CDC19	2,6	0,00E+00	2
6218_at	YDR253C	MET32	2,6	0,00E+00	4
10138_g_at	YLR202C	COQ9	2,6	0,00E+00	5
5714_at	YER014W	HEM14	2,6	0,00E+00	5
9327_at	YMR278W	PGM3	2,6	0,00E+00	5
5190_i_at	YGL189C	RPS26A	2,6	2,11E-06	2
6073_at	YDR376W	ARH1	2,6	0,00E+00	3
9726_at	YML073C	RPL6A	2,6	1,00E-07	2
8824_at	YNR021W	---	2,6	5,92E-13	2
6794_at	YCR099C	---	2,6	1,74E-12	5
6854_at	YCR021C	HSP30	2,6	0,00E+00	5
8788_at	YNR034w-a	---	2,6	0,00E+00	5
4967_at	YGR041W	BUD9	2,6	7,53E-08	2
7687_at	YPR067W	ISA2	2,6	0,00E+00	4
7191_f_at	YBR189W	RPS9B	2,6	1,79E-07	2
4971_at	YGR045C	---	2,6	3,46E-10	5
5363_at	YFR021W	ATG18	2,6	1,36E-11	4
9150_at	YNL289W	PCL1	2,6	5,00E-10	2

6036_at	YDR430C	CYM1	2,6	0,00E+00	3
10273_at	YLR064W	---	2,6	3,89E-10	4
7590_at	YPR147C	---	2,6	0,00E+00	3
9914_at	YLR423C	ATG17	2,6	0,00E+00	5
6432_at	YDR063W	AIM7	2,6	0,00E+00	4
8355_at	YOR198C	BFR1	2,6	1,47E-11	2
9443_at	YMR173W-A	---	2,6	0,00E+00	3
7565_at	YPR167C	MET16	2,6	5,92E-13	2
5009_at	YGL008C	PMA1	2,6	2,94E-07	2
6897_at	YCL035C	GRX1	2,6	0,00E+00	5
5673_at	YER058W	PET117	2,6	3,67E-10	3
6563_at	YDL079C	MRK1	2,6	0,00E+00	5
8870_at	YNL025C	SSN8	2,6	0,00E+00	5
5544_at	YER150W	SPI1	2,6	0,00E+00	5
5054_at	YGL053W	PRM8	2,6	0,00E+00	5
9761_at	YML124C	TUB3	2,6	0,00E+00	2
11325_at	YAR002C-A	ERP1	2,5	1,17E-12	2
5031_at	YGL031C	RPL24A	2,5	4,75E-07	2
8343_at	YOR187W	TUF1	2,5	0,00E+00	3
4779_f_at	YGR214W	RPS0A	2,5	2,06E-06	2
7857_at	YPL123C	RNY1	2,5	2,02E-06	5
10141_at	YLR203C	MSS51	2,5	0,00E+00	3
10018_at	YLR303W	MET17	2,5	3,19E-11	2
9534_at	YMR092C	AIP1	2,5	0,00E+00	3
11032_at	YJR010W	MET3	2,5	5,92E-13	2
7147_at	YBR191W	RPL21A	2,5	5,09E-06	2
7912_at	YPL158C	AIM44	2,5	0,00E+00	3
6409_at	YDR085C	AFR1	2,5	0,00E+00	5
9660_at	YML009C	MRPL39	2,5	0,00E+00	3
9391_at	YMR252C	---	2,5	0,00E+00	5
10136_at	YLR201C	COQ9	2,5	0,00E+00	5
8366_at	YOR165W	SEY1	2,5	3,45E-12	2
9634_at	YMR012W	CLU1	2,5	2,63E-11	2
8836_at	YNR033W	ABZ1	2,5	0,00E+00	5
11288_at	YAR023C	---	2,5	5,92E-13	5
4558_at	YHL004W	MRP4	2,5	9,10E-12	3
10069_f_at	YLR264W	RPS28B	2,5	1,24E-07	2
10087_at	YLR239C	LIP2	2,5	0,00E+00	3
5252_at	YGL259W	YPS5	2,5	0,00E+00	5
10174_at	YLR144C	ACF2	2,5	5,92E-13	4
10499_at	YKR074W	AIM29	2,5	0,00E+00	2
8896_at	YNL046W	---	2,5	0,00E+00	3
9483_at	YMR170C	ALD2	2,5	0,00E+00	5
10016_at	YLR301W	---	2,5	6,03E-11	2
6607_at	YDL124W	---	2,5	0,00E+00	5
7841_at	YPL094C	SEC62	2,5	1,02E-11	2
10350_at	YLR008C	PAM18	2,5	5,92E-13	2
9182_s_at	YNL302C	RPS19A /// RPS19B	2,5	0,00E+00	2
7617_at	YPR131C	NAT3	2,5	0,00E+00	2
10470_at	YKR091W	SRL3	2,5	2,80E-11	5
10076_at	YLR271W	---	2,5	5,92E-13	5
11106_at	YJL096W	MRPL49	2,5	0,00E+00	3
8323_at	YOR212W	STE4	2,5	0,00E+00	2
4547_at	YHL015W	RPS20	2,5	1,24E-10	2
8662_at	YOL127W	RPL25	2,5	1,66E-06	2
7186_at	YBR185C	MBA1	2,5	0,00E+00	3
4339_at	YHR179W	OYE2	2,5	0,00E+00	2
4788_at	YGR222W	PET54	2,5	0,00E+00	3
6569_at	YDL075W	RPL31A	2,5	2,96E-07	2
8717_at	YOL164W	BDS1	2,5	0,00E+00	3
8254_at	YOR278W	HEM4	2,5	0,00E+00	3
9887_at	YLR439W	MRPL4	2,4	0,00E+00	3
10654_at	YKL085W	MDH1	2,4	0,00E+00	3
7693_at	YPR073C	LTP1	2,4	1,31E-10	3
9651_at	YML013W	UBX2	2,4	0,00E+00	5
6364_at	YDR129C	SAC6	2,4	0,00E+00	5
6084_at	YDR387C	---	2,4	8,32E-10	3

10698_at	YKL130C	SHE2	2,4	0,00E+00	2
6541_at	YDL057W	---	2,4	0,00E+00	5
9183_s_at	YNL301C	RPL18A /// RPL18B	2,4	2,43E-08	2
4312_at	YHR198C	AIM18	2,4	0,00E+00	5
6216_at	YDR251W	PAM1	2,4	0,00E+00	3
11003_at	YJR025C	BNA1	2,4	0,00E+00	4
5076_f_at	YGL076C	RPL7A	2,4	8,97E-11	2
4164_at	YIL053W	RHR2	2,4	1,37E-07	2
5118_at	YGL124C	MON1	2,4	7,97E-12	5
5697_at	YER042W	MXR1	2,4	0,00E+00	3
5356_at	YFR014C	CMK1	2,4	1,25E-07	5
7160_at	YBR205W	KTR3	2,4	0,00E+00	2
8584_at	YOL023W	IFM1	2,4	5,94E-08	3
5647_s_at	YER074W	RPS24A /// RPS24B	2,4	1,54E-04	2
10278_at	YLR069C	MEF1	2,4	5,92E-13	3
7876_at	YPL104W	MSD1	2,4	0,00E+00	3
4315_at	YHR201C	PPX1	2,4	5,71E-11	2
10304_at	YLR050C	---	2,4	0,00E+00	2
9356_at	YMR262W	---	2,4	0,00E+00	5
10070_at	YLR265C	NEJ1	2,4	7,10E-09	4
11179_at	YJL159W	HSP150	2,4	0,00E+00	3
7767_at	YPL031C	PHO85	2,4	0,00E+00	5
9637_at	YMR015C	ERG5	2,4	1,18E-05	3
4729_i_at	YGR254W	ENO1	2,4	3,20E-06	9
6133_at	YDR347W	MRP1	2,4	0,00E+00	3
9444_at	YMR174C	PAI3	2,4	0,00E+00	5
8918_at	YNL069C	RPL16B	2,4	1,99E-05	2
4494_at	YHR021C	RPS27B	2,4	1,23E-06	2
7765_at	YPR013C	---	2,4	0,00E+00	5
8884_at	YNL011C	---	2,4	0,00E+00	3
9673_at	YML035C	AMD1	2,4	0,00E+00	4
4817_at	YGR207C	---	2,4	9,10E-12	2
8547_at	YOL015W	IRC10	2,4	1,52E-10	5
9454_at	YMR184W	ADD37	2,4	0,00E+00	2
5343_at	YFR044C	DUG1	2,4	0,00E+00	3
6559_f_at	YDL083C	RPS16B	2,4	1,97E-06	2
5317_s_at	YFL042C	---	2,4	0,00E+00	5
9556_at	YMR071C	TVP18	2,4	0,00E+00	3
11111_at	YJL091C	GWT1	2,4	0,00E+00	2
9338_at	YMR289W	ABZ2	2,4	5,87E-11	3
6304_at	YDR158W	HOM2	2,4	5,59E-08	2
7747_at	YPL006W	NCR1	2,4	0,00E+00	5
7844_at	YPL091W	GLR1	2,4	0,00E+00	3
5404_at	YFL026W	STE2	2,4	1,88E-09	2
9437_at	YMR210W	---	2,4	0,00E+00	5
6350_at	YDR115W	---	2,4	0,00E+00	3
8803_at	YNR045W	PET494	2,4	0,00E+00	5
10075_at	YLR270W	DCS1	2,4	0,00E+00	5
8411_at	YOR164C	GET4	2,4	1,23E-10	4
9942_at	YLR363C	NMD4	2,4	9,32E-10	4
5634_at	YER063W	THO1	2,4	0,00E+00	2
10993_at	YJR016C	ILV3	2,4	1,10E-06	2
6881_at	YCR003W	MRPL32	2,4	0,00E+00	3
5918_at	YDR539W	---	2,4	0,00E+00	5
8869_at	YNL026W	SAM50	2,4	0,00E+00	3
8269_f_at	YOR293W	RPS10A	2,4	4,56E-05	2
7104_at	YBR239C	ERT1	2,4	1,02E-11	4
6681_at	YDL183C	---	2,4	0,00E+00	5
7877_at	YPL103C	FMP30	2,4	4,02E-12	3
9574_at	YMR087W	---	2,4	0,00E+00	5
8623_at	YOL075C	---	2,4	1,49E-10	4
4826_at	YGR171C	MSM1	2,4	0,00E+00	3
4447_at	YHR066W	SSF1	2,4	2,17E-06	2
11213_at	YJL170C	ASG7	2,4	3,55E-07	5
4056_at	YIR020C	---	2,3	5,92E-13	5
11344_at	YAL023C	PMT2	2,3	0,00E+00	2
8948_at	YNL084C	END3	2,3	0,00E+00	5

11203_i_at	YJL177W	RPL17B	2,3	2,45E-04	2
6712_at	YDL241W	---	2,3	3,65E-08	2
6337_at	YDR146C	SWI5	2,3	1,17E-12	2
6723_at	YDL230W	PTP1	2,3	5,92E-13	3
10554_at	YKR037C	SPC34	2,3	0,00E+00	5
4074_at	YIR038C	GTT1	2,3	0,00E+00	5
6834_at	YCR046C	IMG1	2,3	0,00E+00	3
10448_s_at	YKL033W-A	---	2,3	0,00E+00	4
4353_at	YHR193C	EGD2	2,3	1,17E-12	2
8838_at	YNR035C	ARC35	2,3	0,00E+00	4
7328_at	YBR015C	MNN2	2,3	0,00E+00	3
7845_s_at	YPL090C	RPS6A /// RPS6B	2,3	5,81E-06	2
11059_at	YJL053W	PEP8	2,3	5,15E-12	3
7058_at	YBR285W	---	2,3	0,00E+00	5
5000_i_at	YGR027C	RPS25A	2,3	1,45E-02	2
10922_at	YJR083C	ACF4	2,3	1,17E-12	5
4354_at	YHR194W	MDM31	2,3	0,00E+00	3
6141_at	YDR311W	TFB1	2,3	0,00E+00	2
5678_at	YER023W	PRO3	2,3	7,41E-12	2
8914_at	YNL073W	MSK1	2,3	0,00E+00	5
8718_at	YOL163W	---	2,3	1,21E-10	4
7803_at	YPL040C	ISM1	2,3	0,00E+00	3
8235_at	YOR301W	RAX1	2,3	0,00E+00	2
6104_at	YDR363W	ESC2	2,3	2,90E-10	5
7826_at	YPL063W	TIM50	2,3	1,52E-11	4
11041_at	YJL026W	RNR2	2,3	0,00E+00	2
10324_at	YLR028C	ADE16	2,3	0,00E+00	3
7162_at	YBR206W	---	2,3	7,26E-09	2
10334_at	YLL009C	COX17	2,3	0,00E+00	3
10954_at	YJR070C	LIA1	2,3	2,08E-11	2
7969_at	YPL191C	---	2,3	3,90E-08	5
6566_at	YDL077C	VAM6	2,3	0,00E+00	3
6072_at	YDR375C	BCS1	2,3	0,00E+00	3
8554_at	YOL008W	COQ10	2,3	2,88E-12	4
4860_at	YGR159C	NSR1	2,3	3,92E-04	2
7275_at	YBR094W	PBY1	2,3	2,28E-08	3
7322_at	YBR054W	YRO2	2,3	0,00E+00	5
4887_at	YGR141W	VPS62	2,3	0,00E+00	5
10049_at	YLR289W	GUF1	2,3	1,17E-10	3
8316_at	YOR249C	APC5	2,3	4,58E-12	3
11206_f_at	YJL177W	RPL17B	2,3	3,50E-07	2
7038_s_at	YBR201W	DER1	2,3	1,04E-09	2
4525_at	YHR007C	ERG11	2,3	3,51E-04	2
7943_at	YPL172C	COX10	2,3	0,00E+00	3
6365_at	YDR130C	FIN1	2,3	4,02E-12	3
9295_g_at	YMR122w-a	---	2,3	0,00E+00	2
4883_at	YGR137W	---	2,3	4,35E-10	5
6278_at	YDR177W	UBC1	2,3	0,00E+00	4
10979_at	YJR050W	ISY1	2,3	0,00E+00	5
7908_at	YPL162C	---	2,3	3,13E-10	3
5088_at	YGL064C	MRH4	2,3	5,92E-13	3
4357_at	YHR152W	SPO12	2,3	1,74E-12	3
6107_at	YDR365C	ESF1	2,3	2,90E-08	2
9684_s_at	YML026C	RPS18A /// RPS18B	2,3	1,36E-11	2
10756_at	YKL163W	PIR3	2,3	3,47E-04	5
4818_at	YGR208W	SER2	2,3	1,53E-05	2
4532_at	YHR013C	ARD1	2,3	7,85E-10	2
7150_at	YBR194W	AIM4	2,3	0,00E+00	3
9772_at	YML115C	VAN1	2,3	0,00E+00	2
10228_at	YLR109W	AHP1	2,3	0,00E+00	4
5100_at	YGL097W	SRM1	2,3	5,92E-13	2
7942_at	YPL173W	MRPL40	2,3	0,00E+00	3
4799_at	YGR189C	CRH1	2,3	1,40E-09	2
6902_at	YCL030C	HIS4	2,3	1,75E-11	2
7795_at	YPL048W	CAM1	2,3	0,00E+00	3
9635_at	YMR013C	SEC59	2,3	6,88E-07	2
5670_i_at	YER056C-A	RPL34A /// RPL34B	2,3	4,73E-02	2

5937_at	YDR513W	GRX2	2,2	0,00E+00	5
10964_at	YJR080C	AIM24	2,2	3,22E-10	3
9423_at	YMR196W	---	2,2	0,00E+00	5
7179_at	YBR177C	EHT1	2,2	0,00E+00	3
10147_at	YLR167W	RPS31	2,2	0,00E+00	2
8001_at	YPL249C	GYP5	2,2	1,25E-11	3
7448_at	YBL092W	RPL32	2,2	2,22E-06	2
10120_at	YLR228C	ECM22	2,2	3,89E-10	5
4813_at	YGR203W	YCH1	2,2	0,00E+00	2
7228_at	YBR137W	---	2,2	0,00E+00	5
8478_at	YOR096W	RPS7A	2,2	3,14E-07	2
10327_at	YLR030W	---	2,2	4,73E-11	5
5744_at	YEL002C	WBP1	2,2	0,00E+00	2
6710_at	YDL243C	AAD4	2,2	4,11E-08	5
9975_at	YLR351C	NIT3	2,2	0,00E+00	2
11058_at	YJL054W	TIM54	2,2	1,60E-07	2
8837_at	YNR034W	SOL1	2,2	1,86E-11	5
6561_at	YDL081C	RPP1A	2,2	9,66E-09	2
8953_at	YNL079C	TPM1	2,2	4,07E-11	4
10254_at	YLR090W	XDJ1	2,2	0,00E+00	5
4238_at	YIL164C	NIT1	2,2	5,92E-13	4
8899_at	YNL042W	BOP3	2,2	0,00E+00	4
10302_g_at	YLR048W	RPS0A /// RPS0B	2,2	1,38E-06	2
6572_at	YDL072C	YET3	2,2	0,00E+00	5
7241_at	YBR105C	VID24	2,2	5,92E-13	5
8885_at	YNL010W	---	2,2	2,60E-10	2
9294_at	YMR122w-a	---	2,2	0,00E+00	2
7862_at	YPL118W	MRP51	2,2	9,10E-12	3
5227_at	YGL198W	YIP4	2,2	0,00E+00	4
5652_at	YER079W	---	2,2	0,00E+00	5
6692_at	YDL216C	RR11	2,2	0,00E+00	5
7657_at	YPR081C	GRS2	2,2	4,51E-11	5
7811_at	YPL079W	RPL21B	2,2	3,52E-06	2
10021_at	YLR306W	UBC12	2,2	0,00E+00	4
9496_at	YMR142C	RPL13B	2,2	4,21E-07	2
4172_at	YIL094C	LYS12	2,2	1,61E-07	2
6134_at	YDR348C	---	2,2	1,17E-12	2
8036_at	YPL259C	APM1	2,2	1,79E-09	4
10895_at	YJR147W	HMS2	2,2	5,92E-13	2
4149_at	YIL070C	MAM33	2,2	5,92E-13	3
6899_at	YCL033C	MXR2	2,2	0,00E+00	5
9045_at	YNL168C	FMP41	2,2	0,00E+00	3
4503_at	YHR029C	YHI9	2,2	5,92E-13	2
5146_at	YGL143C	MRF1	2,2	9,25E-04	3
8900_at	YNL041C	COG6	2,2	0,00E+00	2
7265_at	YBR087W	RFC5	2,2	3,67E-09	2
11205_i_at	YJL177W	RPL17B	2,2	1,13E-03	2
4115_at	YIL010W	DOT5	2,2	0,00E+00	3
4824_at	YGR169C	PUS6	2,2	2,88E-12	2
8922_at	YNL066W	SUN4	2,2	0,00E+00	2
5219_at	YGL206C	CHC1	2,2	0,00E+00	5
4786_at	YGR220C	MRPL9	2,2	0,00E+00	3
10100_at	YLR252W	---	2,2	0,00E+00	5
5225_at	YGL200C	EMP24	2,2	0,00E+00	2
6795_at	YCR100C	---	2,2	0,00E+00	5
9323_at	YMR315W	---	2,2	0,00E+00	3
6785_at	YCR090C	---	2,2	5,00E-09	2
9890_s_at	YLR441C	RPS1A /// RPS1B	2,2	6,55E-05	2
5682_at	YER027C	GAL83	2,2	0,00E+00	4
8591_at	YOL016C	CMK2	2,2	1,31E-09	5
9478_at	YMR166C	---	2,2	0,00E+00	3
5707_at	YER007C-A	TMA20	2,2	0,00E+00	2
5745_at	YEL001C	IRC22	2,2	1,03E-10	2
10283_at	YLR031W	---	2,2	7,13E-10	5
11181_at	YJL157C	FAR1	2,2	4,67E-03	2
6716_at	YDL237W	AIM6	2,2	0,00E+00	3
8612_at	YOL040C	RPS15	2,2	1,52E-11	2

10778_at	YKL185W	ASH1	2,2	0,00E+00	3
9714_at	YML085C	TUB1	2,2	0,00E+00	2
7034_i_at	YBR126w-a	---	2,2	0,00E+00	5
10986_at	YJR057W	CDC8	2,2	1,24E-07	3
11105_at	YJL097W	PHS1	2,2	0,00E+00	2
10073_at	YLR268W	SEC22	2,2	5,92E-13	3
9948_f_at	YLR367W	RPS22B	2,2	9,23E-09	2
8368_i_at	YOR167C	RPS28A	2,1	8,86E-03	2
7882_f_at	YPL143W	RPL33A	2,1	3,65E-06	2
5988_at	YDR474C	JIP4	2,1	0,00E+00	3
6612_at	YDL119C	---	2,1	1,36E-11	4
8300_f_at	YOR234C	RPL33B	2,1	6,40E-07	2
10132_at	YLR197W	NOP56	2,1	4,46E-08	2
6419_at	YDR050C	TPI1	2,1	1,30E-07	2
6609_at	YDL122W	UBP1	2,1	1,34E-09	2
4737_at	YGR261C	APL6	2,1	0,00E+00	2
4458_at	YHR078W	---	2,1	0,00E+00	5
4072_at	YIR036C	IRC24	2,1	0,00E+00	5
7218_at	YBR127C	VMA2	2,1	0,00E+00	2
5954_at	YDR530C	APA2	2,1	0,00E+00	5
7072_s_at	YBR299W	MAL12 /// MAL32	2,1	0,00E+00	5
4980_at	YGR008C	STF2	2,1	0,00E+00	5
9735_at	YML107C	PML39	2,1	6,20E-11	3
5237_at	YGL232W	TAN1	2,1	5,93E-11	2
5329_s_at	YFR031C-A	RPL2A /// RPL2B	2,1	2,34E-03	2
7606_at	YPR162C	ORC4	2,1	0,00E+00	2
9897_f_at	YLR406C	RPL31B	2,1	8,31E-11	2
9086_at	YNL217W	---	2,1	2,08E-11	2
4990_at	YGR017W	---	2,1	5,92E-13	2
11339_at	YAL028W	FRT2	2,1	0,00E+00	5
8936_at	YNL096C	RPS7B	2,1	7,99E-11	2
6564_at	YDL079C	MRK1	2,1	5,21E-10	5
7840_at	YPL095C	EEB1	2,1	9,18E-07	4
6099_at	YDR358W	GGA1	2,1	0,00E+00	5
5005_at	YGL012W	ERG4	2,1	6,63E-08	2
6426_at	YDR057W	YOS9	2,1	4,07E-09	3
4730_s_at	YGR254W	ENO1 /// ENO2	2,1	2,30E-06	2
5779_at	YEL056W	HAT2	2,1	2,42E-08	3
10800_at	YKL212W	SAC1	2,1	1,03E-08	2
10736_at	YKL137W	CMC1	2,1	1,24E-10	3
8724_at	YOL155C	HPF1	2,1	0,00E+00	5
9430_at	YMR203W	TOM40	2,1	5,71E-12	3
11204_s_at	YJL177W	RPL17A /// RPL17B	2,1	3,25E-07	2
4574_at	YHL034C	SBP1	2,1	0,00E+00	3
8603_at	YOL049W	GSH2	2,1	7,96E-06	2
5191_f_at	YGL189C	RPS26A	2,1	7,57E-08	2
6599_at	YDL130W	RPP1B	2,1	2,79E-05	2
5746_at	YER001W	MNN1	2,1	2,50E-03	2
8917_at	YNL070W	TOM7	2,1	1,19E-10	4
10557_f_at	YKL006W	RPL14A	2,1	7,82E-07	2
10494_at	YKR069W	MET1	2,1	1,17E-12	2
10738_i_at	YKL180W	RPL17A	2,1	3,60E-04	2
8613_at	YOL039W	RPP2A	2,1	1,35E-06	2
5174_at	YGL161C	YIP5	2,1	0,00E+00	3
7219_at	YBR128C	ATG14	2,1	1,91E-11	5
7316_s_at	YBR048W	RPS11A /// RPS11B	2,1	3,01E-07	2
6850_at	YCR018C	SRD1	2,1	1,05E-09	2
4514_at	YHR039C-B	VMA10	2,1	1,17E-12	2
6546_at	YDL052C	SLC1	2,1	0,00E+00	2
8598_at	YOL053W	AIM39	2,1	2,29E-10	3
8375_at	YOR173W	DCS2	2,1	0,00E+00	5
5127_at	YGL115W	SNF4	2,1	0,00E+00	3
4517_at	YHR001W	OSH7	2,1	0,00E+00	3
8981_at	YNL096C	RPS7B	2,1	2,29E-07	2
9869_at	YLR264c-a	---	2,1	1,15E-08	2
7638_at	YPR107C	YTH1	2,1	2,18E-10	3
11158_i_at	YJL136C	RPS21B	2,1	5,22E-07	2

8166_at	YOR367W	SCP1	2,1	1,17E-12	3
5943_at	YDR519W	FPR2	2,1	1,43E-06	2
9551_at	YMR109W	MYO5	2,1	5,92E-13	4
6641_at	YDL179W	PCL9	2,1	1,04E-09	3
8296_at	YOR275C	RIM20	2,1	4,43E-09	3
10166_at	YLR185W	RPL37A	2,1	1,29E-06	2
9505_at	YMR150C	IMP1	2,1	0,00E+00	3
10053_at	YLR293C	GSP1	2,1	0,00E+00	2
10385_i_at	YLL045C	RPL8A /// RPL8B	2,1	2,23E-02	2
6630_at	YDL145C	COP1	2,1	0,00E+00	2
10096_at	YLR248W	RCK2	2,1	0,00E+00	5
10799_at	YKL213C	DOA1	2,1	2,88E-12	3
10386_s_at	YLL045C	RPL8A /// RPL8B	2,1	1,41E-05	2
10629_at	YKL067W	YNK1	2,1	0,00E+00	5
4117_at	YIL009C-A	EST3	2,1	7,28E-11	2
7217_at	YBR126C	TPS1	2,1	0,00E+00	5
5763_at	YEL027W	CUP5	2,1	0,00E+00	2
6583_at	YDL103C	QRI1	2,1	2,37E-09	2
8632_at	YOL065C	INP54	2,1	1,17E-12	5
3851_s_at	YJR161C	COS5 /// COS7	2,1	0,00E+00	5
11126_at	YJL123C	MTC1	2,1	5,92E-13	3
8825_at	YNR022C	MRPL50	2,1	9,23E-09	3
8813_at	YNR054C	ESF2	2,1	1,88E-06	2
4244_at	YIL157C	COA1	2,1	1,97E-11	5
6445_at	YDR031W	MIC14	2,1	4,07E-11	5
4498_at	YHR024C	MAS2	2,1	1,50E-10	3
9330_at	YMR281W	GPI12	2,1	7,37E-06	5
5536_at	YER187W	---	2,1	0,00E+00	5
9590_at	YMR060C	SAM37	2,1	0,00E+00	3
10754_at	YKL165C	MCD4	2,1	2,44E-06	2
10739_f_at	YKL180W	RPL17A	2,1	9,66E-09	2
8304_at	YOR238W	---	2,1	0,00E+00	4
4949_at	YGR068C	ART5	2,1	2,30E-07	3
8176_at	YOR377W	ATF1	2,1	6,36E-11	5
11164_at	YJL131C	AIM23	2,1	6,84E-12	3
9033_at	YNL181W	---	2,1	8,59E-08	3
6320_at	YDR174W	HMO1	2,1	0,00E+00	4
7621_at	YPR133W-A	TOM5	2,0	1,52E-11	2
8260_at	YOR284W	HUA2	2,0	2,27E-09	3
10142_at	YLR204W	QRI5	2,0	2,93E-08	3
7412_at	YBL040C	ERD2	2,0	3,61E-10	2
9717_at	YML082W	---	2,0	4,58E-12	2
3738_s_at	YML132W	COS1 /// COS2 /// COS3	2,0	0,00E+00	5
7207_at	YBR161W	CSH1	2,0	5,17E-11	4
4809_at	YGR199W	PMT6	2,0	4,58E-12	2
4941_at	YGR060W	ERG25	2,0	1,00E-03	2
6446_at	YDR032C	PST2	2,0	0,00E+00	5
5312_s_at	YFL043C	---	2,0	0,00E+00	5
4343_at	YHR183W	GND1	2,0	3,77E-09	2
4774_at	YGR209C	TRX2	2,0	0,00E+00	5
10123_at	YLR231C	BNA5	2,0	2,07E-09	3
6021_f_at	YDR461W	MFA1	2,0	1,52E-03	2
7633_s_at	YPR102C	RPL11A /// RPL11B	2,0	3,04E-05	2
4487_at	YHR059W	FYV4	2,0	1,11E-05	3
10307_at	YLR011W	LOT6	2,0	2,15E-06	3
9704_at	YML052W	SUR7	2,0	1,17E-12	2
6489_at	YDL018C	ERP3	2,0	1,41E-09	5
4739_at	YGR263C	SAY1	2,0	3,79E-06	3
5667_at	YER055C	HIS1	2,0	1,07E-09	2
7618_f_at	YPR132W	RPS23B	2,0	1,92E-04	2
5322_at	YFR025C	HIS2	2,0	0,00E+00	2
9983_at	YLR359W	ADE13	2,0	5,71E-12	2
5724_at	YEL021W	URA3	2,0	5,92E-13	2
5633_at	YER062C	HOR2	2,0	2,33E-08	2
5651_at	YER078C	ICP55	2,0	7,61E-10	3
8252_at	YOR276W	CAF20	2,0	1,51E-09	2
10474_s_at	YKR094C	RPL40A /// RPL40B	2,0	5,57E-09	2

10536_at	YKR019C	IRS4	2,0	5,92E-13	5
7413_at	YBL039C	URA7	2,0	2,92E-06	2
6066_at	YDR415C	---	2,0	1,30E-11	2
10515_at	YKR043C	---	2,0	6,36E-11	2
7564_at	YPR166C	MRP2	2,0	1,08E-10	3
5244_at	YGL226W	MTC3	2,0	0,00E+00	3
9864_at	YLR460C	---	2,0	5,92E-13	2
6368_at	YDR089W	---	2,0	2,62E-10	4
4116_at	YIL009C-A	EST3	2,0	5,92E-13	2
5644_at	YER071C	---	2,0	3,45E-12	3
10803_at	YKL209C	STE6	2,0	3,14E-10	2
9896_f_at	YLR406C	RPL31B	2,0	8,69E-10	2
5327_at	YFR030W	MET10	2,0	3,47E-05	2
9376_at	YMR237W	BCH1	2,0	0,00E+00	3
10391_at	YLL040C	VPS13	2,0	5,76E-10	5
8334_at	YOR222W	ODC2	2,0	5,92E-13	2
9336_at	YMR287C	DSS1	2,0	1,08E-03	4
10760_at	YKL206C	ADD66	2,0	5,92E-13	3
4423_at	YHR087W	RTC3	2,0	5,92E-13	5
8984_at	YNL138W	SRV2	2,0	0,00E+00	3
4899_at	YGR109C	CLB6	2,0	1,34E-05	2
6579_at	YDL107W	MSS2	2,0	1,51E-09	5
4033_f_at	YIR044C	COS7	2,0	1,63E-10	5
5352_at	YFR010W	UBP6	2,0	1,74E-12	3
8417_at	YOR125C	CAT5	2,0	5,92E-13	5
8491_at	YOR063W	RPL3	2,0	3,77E-09	2
8699_at	YOL135C	MED7	2,0	4,33E-10	2
9137_at	YNL257C	SIP3	2,0	9,55E-07	4
9572_at	YMR086W	---	2,0	7,84E-09	5
9685_at	YML025C	YML6	2,0	4,02E-11	3
8848_at	YNL001W	DOM34	2,0	3,32E-07	2
8380_at	YOR178C	GAC1	2,0	0,00E+00	5
10905_at	YJR112W	NNF1	2,0	5,53E-05	2
10253_at	YLR089C	ALT1	2,0	0,00E+00	3
9909_at	YLR418C	CDC73	2,0	6,15E-09	4
6080_at	YDR382W	RPP2B	2,0	0,00E+00	2
5247_at	YGL223C	COG1	2,0	1,00E-07	3
4434_at	YHR097C	---	2,0	0,00E+00	5
4203_at	YIL108W	---	2,0	0,00E+00	5
5119_at	YGL123W	RPS2	2,0	4,38E-07	2
11069_at	YJL044C	GYP6	2,0	7,53E-10	5
10648_at	YKL091C	---	2,0	0,00E+00	5
9924_at	YLR389C	STE23	2,0	6,80E-04	2
10129_at	YLR194C	---	2,0	4,43E-09	2
11234_at	YJL192C	SOP4	2,0	5,14E-09	2
5260_at	YGL253W	HXK2	2,0	1,39E-04	2
8274_at	YOR253W	NAT5	2,0	6,47E-11	2
5060_at	YGL047W	ALG13	2,0	0,00E+00	3
4909_f_at	YGR118W	RPS23A	2,0	2,26E-05	2
8829_at	YNR026C	SEC12	2,0	1,30E-11	2
3852_f_at	YJR161C	COS5 /// COS7	2,0	4,73E-11	5
4769_at	YGR249W	MGA1	2,0	4,44E-08	5
5087_at	YGL065C	ALG2	2,0	4,58E-12	2
6430_at	YDR061W	---	2,0	0,00E+00	3
4918_at	YGR082W	TOM20	2,0	0,00E+00	2
4898_at	YGR108W	CLB1	2,0	1,26E-03	2
5588_at	YER103W	SSA4	2,0	0,00E+00	5
7161_g_at	YBR205W	KTR3	2,0	1,74E-12	2
3947_at	YKL033W-A	---	2,0	0,00E+00	4
5349_at	YFR007W	YFH7	2,0	1,44E-10	3
8916_at	YNL071W	LAT1	2,0	1,12E-09	5
7589_at	YPR146C	---	2,0	6,86E-10	3
6551_at	YDL090C	RAM1	2,0	1,68E-09	5
5672_at	YER057C	HMF1	2,0	5,83E-10	2
7425_s_at	YBL072C	RPS8A /// RPS8B	2,0	6,12E-05	2
8202_at	YOR358W	HAP5	2,0	0,00E+00	5
9477_at	YMR165C	PAH1	2,0	7,39E-11	5

5011_at	YGL006W	PMC1	2,0	0,00E+00	5
6147_at	YDR316W	OMS1	2,0	0,00E+00	3
8370_at	YOR168W	GLN4	2,0	8,48E-07	2
10159_at	YLR179C	---	2,0	4,29E-11	2
8704_at	YOL130W	ALR1	2,0	0,00E+00	5
7570_at	YPR172W	---	2,0	5,92E-13	5
10674_at	YKL110C	KTI12	2,0	5,92E-13	2
7692_at	YPR072W	NOT5	2,0	1,80E-09	4
10661_at	YKL079W	SMY1	2,0	3,96E-11	4
7628_at	YPR140W	TAZ1	2,0	2,88E-12	3
9354_at	YMR260C	TIF11	2,0	1,59E-04	2
10885_at	YJR137C	MET5	2,0	3,42E-06	2
7683_at	YPR063C	---	2,0	2,88E-12	2

Genes higher expressed in aerobic SP

Probeset id	Systematic name	Standard name	Fold change	Adjusted P	Cluster
8020_s_at	YPL276W	FDH1	484,7	0,00E+00	1
8142_s_at	YOR388C	FDH1 /// FDH2	409,9	0,00E+00	1
9309_at	YMR303C	ADH2	296,8	0,00E+00	8
6221_at	YDR256C	CTA1	246,9	0,00E+00	1
8192_at	YOR348C	PUT4	206,2	0,00E+00	1
6887_at	YCR010C	ADY2	138,6	0,00E+00	1
11297_at	YAR035W	YAT1	111,2	0,00E+00	8
9958_at	YLR377C	FBP1	95,7	0,00E+00	1
10934_at	YJR095W	SFC1	90,5	0,00E+00	1
5220_at	YGL205W	POX1	75,4	0,00E+00	1
6082_at	YDR384C	ATO3	64,8	0,00E+00	8
8959_at	YNL117W	MLS1	63,9	0,00E+00	1
7753_at	YPR001W	CIT3	60,4	0,00E+00	1
7594_at	YPR151C	SUE1	55,1	0,00E+00	1
5636_at	YER065C	ICL1	53,3	0,00E+00	8
10795_at	YKL217W	JEN1	48,7	0,00E+00	1
5679_at	YER024W	YAT2	43,6	0,00E+00	1
11113_at	YJL089W	SIP4	39,7	0,00E+00	1
10043_at	YLR284C	ECI1	34,9	0,00E+00	1
9640_at	YMR018W	---	32,9	0,00E+00	1
5738_at	YEL008W	---	32,5	0,00E+00	1
7409_at	YBL043W	ECM13	30,5	0,00E+00	1
10478_at	YKR097W	PCK1	28,5	0,00E+00	1
10143_at	YLR205C	HMX1	25,6	0,00E+00	1
7754_at	YPR002W	PDH1	22,1	0,00E+00	8
5715_at	YER015W	FAA2	21,5	0,00E+00	1
8663_at	YOL126C	MDH2	20,9	0,00E+00	1
5915_at	YDR536W	STL1	20,5	0,00E+00	1
8437_at	YOR100C	CRC1	19,9	0,00E+00	1
11356_at	YAL054C	ACS1	18,9	0,00E+00	1
10154_at	YLR174W	IDP2	18,8	0,00E+00	1
4584_at	YHL024W	RIM4	17,5	0,00E+00	1
4432_at	YHR096C	HXT5	16,7	0,00E+00	1
10996_at	YJR019C	TES1	15,8	0,00E+00	1
7422_at	YBL075C	SSA3	15,5	0,00E+00	1
11114_at	YJL088W	ARG3	15,4	0,00E+00	7
8886_at	YNL009W	IDP3	15,1	0,00E+00	1
8181_at	YOR382W	FIT2	14,2	0,00E+00	1
7981_at	YPL223C	GRE1	14,1	0,00E+00	1
8465_at	YOR084W	LPX1	14,1	0,00E+00	1
9057_at	YNL202W	SPS19	13,7	0,00E+00	1
10572_at	YKR009C	FOX2	13,7	0,00E+00	1
9702_at	YML054C	CYB2	13,2	0,00E+00	1
8444_at	YOR107W	RGS2	12,4	0,00E+00	1
7923_at	YPL147W	PXA1	12,2	0,00E+00	1
4948_at	YGR067C	---	12,2	0,00E+00	1
9756_at	YML089C	---	12,1	0,00E+00	1
9098_at	YNL251C	NRD1	11,9	0,00E+00	7
5977_at	YDR508C	GNP1	11,8	0,00E+00	7
7867_at	YPL113C	---	11,6	0,00E+00	1
9111_at	YNL237W	YTP1	11,4	0,00E+00	1
7758_at	YPR006C	ICL2	11,1	0,00E+00	8
10172_at	YLR142W	PUT1	10,8	0,00E+00	1
8382_at	YOR180C	DCI1	10,7	0,00E+00	8
4365_at	YHR160C	PEX18	10,7	0,00E+00	1
6077_at	YDR380W	ARO10	10,7	0,00E+00	1
10977_at	YJR048W	CYC1	10,6	0,00E+00	6
10072_at	YLR267W	BOP2	10,2	0,00E+00	1
4241_at	YIL160C	POT1	10,1	0,00E+00	1
6081_at	YDR383C	NKP1	9,5	0,00E+00	7
8887_at	YNL008C	ASI3	9,2	0,00E+00	7

10511_at	YKR039W	GAP1	9,1	0,00E+00	1
4900_at	YGR110W	CLD1	9,0	0,00E+00	1
8687_at	YOL147C	PEX11	8,9	0,00E+00	8
9614_at	YMR036C	MIH1	8,8	0,00E+00	1
10775_at	YKL188C	PXA2	8,2	0,00E+00	1
8997_at	YNL125C	ESBP6	8,1	0,00E+00	1
10472_at	YKR093W	PTR2	7,9	0,00E+00	8
4386_at	YHR137W	ARO9	7,5	0,00E+00	1
5406_at	YFL024C	EPL1	7,5	0,00E+00	7
7810_at	YPL033C	SRL4	7,5	0,00E+00	1
9724_at	YML075C	HMG1	7,3	0,00E+00	8
7853_at	YPL082C	MOT1	7,2	0,00E+00	7
3988_at	Q0115	COX3	7,1	0,00E+00	7
10023_at	YLR308W	CDA2	6,8	0,00E+00	1
7957_at	YPL201C	YIG1	6,8	0,00E+00	1
5612_at	YER084W	---	6,8	0,00E+00	1
9064_at	YNL195C	---	6,8	0,00E+00	1
6884_at	YCR006C	---	6,7	0,00E+00	1
9500_at	YMR145C	NDE1	6,6	0,00E+00	1
4362_at	YHR157W	REC104	6,6	4,77E-09	1
11185_at	YJL153C	INO1	6,5	0,00E+00	8
5769_at	YEL065W	SIT1	6,4	0,00E+00	8
7685_at	YPR065W	ROX1	6,4	0,00E+00	1
8199_at	YOR355W	GDS1	6,3	0,00E+00	7
10027_at	YLR312C	---	6,2	0,00E+00	1
7580_at	YPR182W	SMX3	6,2	0,00E+00	7
8666_at	YOL123W	HRP1	6,1	0,00E+00	1
4209_at	YIL101C	XBP1	5,9	0,00E+00	1
5007_at	YGL010W	---	5,9	0,00E+00	8
9624_at	YMR002W	MIC17	5,8	0,00E+00	8
8236_at	YOR302W	---	5,8	0,00E+00	7
8162_at	YOR363C	PIP2	5,8	0,00E+00	1
8867_at	YNR019W	ARE2	5,8	0,00E+00	1
9416_at	YMR191W	SPG5	5,7	0,00E+00	1
6346_at	YDR111C	ALT2	5,7	0,00E+00	1
4248_at	YIL153W	RRD1	5,7	0,00E+00	7
9612_at	YMR034C	---	5,7	0,00E+00	1
8850_at	YNR002C	ATO2	5,7	0,00E+00	1
7602_at	YPR158W	CUR1	5,7	0,00E+00	7
7681_at	YPR061C	JID1	5,7	0,00E+00	1
5585_at	YER145C	FTR1	5,6	0,00E+00	6
6458_at	YDR043C	NRG1	5,5	0,00E+00	1
8217_at	YOR327C	SNC2	5,5	0,00E+00	7
8679_at	YOL109W	ZEO1	5,5	0,00E+00	7
6078_at	YDR381W	YRA1	5,4	0,00E+00	7
5553_at	YER159C	BUR6	5,4	0,00E+00	1
10518_at	YKR046C	PET10	5,4	0,00E+00	1
6556_at	YDL085W	NDE2	5,4	0,00E+00	1
9934_at	YLR399C	BDF1	5,4	0,00E+00	7
6079_at	YDR381W	YRA1	5,4	0,00E+00	7
6094_at	YDR397C	NCB2	5,4	0,00E+00	7
9026_at	YNL142W	MEP2	5,3	0,00E+00	8
8182_at	YOR383C	FIT3	5,3	0,00E+00	1
7076_at	YBR056w-a	---	5,3	0,00E+00	8
7140_at	YBR230C	OM14	5,2	0,00E+00	1
11102_at	YJL100W	LSB6	5,2	0,00E+00	8
10592_at	YKL015W	PUT3	5,2	0,00E+00	7
8207_at	YOR317W	FAA1	5,1	0,00E+00	1
8881_at	YNL014W	HEF3	5,1	0,00E+00	1
4390_at	YHR140W	---	5,1	0,00E+00	1
6487_at	YDL020C	RPN4	5,0	0,00E+00	1
9588_at	YMR058W	FET3	5,0	0,00E+00	6
7873_at	YPL107W	---	5,0	0,00E+00	8
9386_at	YMR246W	FAA4	4,9	0,00E+00	7
7311_at	YBR043C	QDR3	4,9	0,00E+00	1
4097_at	YIR016W	---	4,9	0,00E+00	1
8571_at	YOL036W	---	4,9	0,00E+00	1

7069_at	YBR296C	PHO89	4,9	0,00E+00	1
9898_at	YLR407W	---	4,8	0,00E+00	7
8664_at	YOL125W	TRM13	4,8	0,00E+00	8
9490_at	YMR136W	GAT2	4,8	0,00E+00	7
7457_at	YBL084C	CDC27	4,8	0,00E+00	8
5181_at	YGL154C	LYS5	4,7	0,00E+00	1
5606_at	YER121W	---	4,7	0,00E+00	1
8686_at	YOL148C	SPT20	4,7	0,00E+00	7
8556_at	YOL006C	TOP1	4,6	0,00E+00	7
5690_at	YER035W	EDC2	4,6	0,00E+00	1
7914_at	YPL156C	PRM4	4,5	0,00E+00	1
7445_at	YBL095W	---	4,5	0,00E+00	8
4212_g_at	YIL099W	SGA1	4,5	0,00E+00	1
7280_at	YBR099C	---	4,5	0,00E+00	1
11068_at	YJL045W	---	4,5	0,00E+00	1
8294_at	YOR273C	TPO4	4,4	0,00E+00	1
8214_at	YOR324C	FRT1	4,4	0,00E+00	8
5051_at	YGL056C	SDS23	4,3	0,00E+00	1
3647_f_at	YNL337W	---	4,3	0,00E+00	1
8187_at	YOR343C	---	4,3	0,00E+00	1
9631_at	YMR009W	ADI1	4,3	9,10E-12	1
7843_at	YPL092W	SSU1	4,3	0,00E+00	1
4400_at	YHR150W	PEX28	4,2	0,00E+00	1
7431_at	YBL065W	---	4,2	0,00E+00	1
4846_at	YGR146C	ECL1	4,2	0,00E+00	1
10687_at	YKL097C	---	4,2	0,00E+00	7
10500_at	YKR075C	---	4,2	0,00E+00	7
3629_f_at	YNR077C	---	4,2	0,00E+00	7
7782_at	YPL016W	SWI1	4,2	0,00E+00	7
10085_at	YLR237W	THI7	4,2	0,00E+00	8
4388_at	YHR139C	SPS100	4,1	0,00E+00	1
11141_at	YJL106W	IME2	4,1	0,00E+00	8
7958_at	YPL200W	CSM4	4,1	0,00E+00	1
8430_at	YOR138C	RUP1	4,1	0,00E+00	8
10776_at	YKL187C	---	4,0	0,00E+00	1
9696_at	YML058W	SML1	4,0	0,00E+00	7
4211_at	YIL099W	SGA1	4,0	0,00E+00	1
9424_at	YMR197C	VTI1	4,0	0,00E+00	1
7068_at	YBR295W	PCA1	4,0	0,00E+00	1
9885_at	YLR438W	CAR2	4,0	0,00E+00	1
9668_at	YML042W	CAT2	4,0	0,00E+00	1
10184_at	YLR154C	RNH203	4,0	0,00E+00	7
9065_at	YNL194C	---	4,0	0,00E+00	1
4124_at	YIL047C	SYG1	3,9	0,00E+00	7
10058_at	YLR256W	HAP1	3,9	0,00E+00	7
6839_at	YCR051W	---	3,9	0,00E+00	7
9034_at	YNL179C	---	3,9	0,00E+00	1
7107_at	YBR242W	---	3,9	0,00E+00	7
7313_at	YBR045C	GIP1	3,8	0,00E+00	1
5125_at	YGL117W	---	3,8	0,00E+00	8
4326_at	YHL030w-a	---	3,8	0,00E+00	8
8551_at	YOL011W	PLB3	3,7	0,00E+00	1
9662_at	YML007W	YAP1	3,7	0,00E+00	1
4862_at	YGR161C	RTS3	3,7	0,00E+00	1
6449_at	YDR034W-B	---	3,7	0,00E+00	1
6527_at	YDL071C	---	3,7	0,00E+00	7
4978_at	YGR052W	FMP48	3,7	0,00E+00	1
7643_at	YPR111W	DBF20	3,7	0,00E+00	8
9639_at	YMR017W	SPO20	3,7	0,00E+00	1
7760_at	YPR008W	HAA1	3,7	0,00E+00	8
5314_at	YFL021c-a	---	3,7	0,00E+00	1
8688_at	YOL146W	PSF3	3,7	0,00E+00	7
6168_at	YDR294C	DPL1	3,6	0,00E+00	8
7890_at	YPL135W	ISU1	3,6	0,00E+00	1
5258_at	YGL255W	ZRT1	3,6	0,00E+00	8
6428_at	YDR059C	UBC5	3,6	0,00E+00	1

5400_at	YFL030W	AGX1	3,6	0,00E+00	1
8654_at	YOL089C	HAL9	3,5	0,00E+00	8
6472_at	YDR011W	SNQ2	3,5	0,00E+00	7
4756_at	YGR236C	SPG1	3,5	0,00E+00	1
10111_at	YLR219W	MSC3	3,5	0,00E+00	1
10026_at	YLR311C	---	3,5	0,00E+00	1
10614_at	YKL038W	RGT1	3,5	0,00E+00	1
10262_at	YLR053C	---	3,5	0,00E+00	1
5755_at	YEL035C	UTR5	3,5	0,00E+00	1
3975_at	NC_001224	COB	3,5	0,00E+00	1
7410_at	YBL042C	FUI1	3,5	0,00E+00	6
8206_at	YOR316C	COT1	3,4	0,00E+00	8
3972_s_at	NC_001224	BI4 /// COB	3,4	0,00E+00	1
5039_at	YGL023C	PIB2	3,4	0,00E+00	8
5973_at	YDR504C	SPG3	3,4	0,00E+00	1
9762_at	YML123C	PHO84	3,4	0,00E+00	8
6271_at	YDR214W	AHA1	3,4	0,00E+00	1
5422_s_at	YFL067W	---	3,4	0,00E+00	7
3853_f_at	YJR162C	---	3,3	0,00E+00	7
4759_at	YGR239C	PEX21	3,3	0,00E+00	8
6397_at	YDR073W	SNF11	3,3	0,00E+00	1
4464_at	YHR082C	KSP1	3,3	0,00E+00	1
8659_at	YOL084W	PHM7	3,3	0,00E+00	1
6273_at	YDR216W	ADR1	3,3	0,00E+00	1
10492_at	YKR067W	GPT2	3,3	0,00E+00	1
9124_at	YNL270C	ALP1	3,3	1,36E-10	1
6100_at	YDR359C	EAF1	3,3	0,00E+00	7
4546_at	YHL016C	DUR3	3,3	0,00E+00	1
5584_at	YER144C	UBP5	3,3	0,00E+00	1
8572_at	YOL035C	---	3,3	6,03E-11	1
8237_at	YOR303W	CPA1	3,3	0,00E+00	7
5137_at	YGL153W	PEX14	3,2	0,00E+00	1
9972_at	YLR348C	DIC1	3,2	0,00E+00	8
11266_f_at	YAL069W	---	3,2	1,68E-09	7
9066_at	YNL193W	---	3,2	0,00E+00	8
9063_at	YNL196C	SLZ1	3,2	0,00E+00	1
7291_at	YBR068C	BAP2	3,2	0,00E+00	1
10236_at	YLR117C	CLF1	3,2	0,00E+00	8
4246_at	YIL155C	GUT2	3,2	0,00E+00	1
4316_at	YHR202W	---	3,2	0,00E+00	1
6637_at	YDL138W	RGT2	3,2	0,00E+00	8
9615_at	YMR037C	MSN2	3,1	0,00E+00	7
7869_at	YPL111W	CAR1	3,1	0,00E+00	1
7732_at	YPR025C	CCL1	3,1	0,00E+00	1
7214_at	YBR167C	POP7	3,1	0,00E+00	8
9198_s_at	YNL333W	SNZ2 /// SNZ3	3,1	0,00E+00	1
7168_at	YBR212W	NGR1	3,1	0,00E+00	1
8490_at	YOR062C	---	3,1	0,00E+00	1
5961_at	YDR492W	IZH1	3,1	0,00E+00	8
5071_at	YGL080W	FMP37	3,1	0,00E+00	1
6209_at	YDR244W	PEX5	3,1	0,00E+00	1
10538_at	YKR021W	ALY1	3,1	0,00E+00	1
4542_at	YHL020C	OPI1	3,0	0,00E+00	8
7478_s_at	YBL109W	---	3,0	0,00E+00	1
10932_at	YJR094C	IME1	3,0	0,00E+00	1
6120_at	YDR334W	SWR1	3,0	5,92E-13	7
8960_at	YNL116W	DMA2	3,0	0,00E+00	8
10854_at	YJR152W	DAL5	3,0	0,00E+00	1
8019_s_at	YPL277C	---	3,0	0,00E+00	1
10620_at	YKL032C	IXR1	3,0	0,00E+00	1
9542_at	YMR100W	MUB1	3,0	0,00E+00	8
4160_at	YIL057C	---	3,0	0,00E+00	1
9158_at	YNL281W	HCH1	3,0	0,00E+00	7
9377_at	YMR238W	DFG5	3,0	0,00E+00	7
6528_at	YDL070W	BDF2	3,0	0,00E+00	1
4507_at	YHR033W	---	2,9	0,00E+00	8

6693_at	YDL215C	GDH2	2,9	0,00E+00	1
8165_at	YOR366W	---	2,9	0,00E+00	1
10476_at	YKR096W	---	2,9	0,00E+00	1
8924_at	YNL064C	YDJ1	2,9	0,00E+00	6
4705_at	YGR275W	RTT102	2,9	0,00E+00	7
10875_at	YJR127C	RSF2	2,8	0,00E+00	1
9976_at	YLR352W	---	2,8	5,60E-11	1
6195_at	YDR275W	BSC2	2,8	0,00E+00	8
6934_at	YCL041C	---	2,8	0,00E+00	1
11026_at	YJR004C	SAG1	2,8	0,00E+00	1
10126_at	YLR191W	PEX13	2,8	1,48E-08	8
5528_at	YER179W	DMC1	2,8	1,02E-08	8
8819_at	YNR060W	FRE4	2,8	1,74E-12	1
10388_at	YLL043W	FPS1	2,8	0,00E+00	7
3325_f_at	YER188c-a	---	2,8	1,17E-12	1
4194_at	YIL117C	PRM5	2,8	5,37E-08	7
5974_at	YDR505C	PSP1	2,8	0,00E+00	1
6803_at	YCR062W	---	2,8	0,00E+00	1
6401_at	YDR077W	SED1	2,8	0,00E+00	1
7956_at	YPL202C	AFT2	2,8	1,74E-12	1
9049_at	YNL164C	IBD2	2,8	0,00E+00	7
6190_at	YDR270W	CCC2	2,8	0,00E+00	6
3356_f_at	YDR543C	---	2,8	0,00E+00	7
8453_at	YOR116C	RPO31	2,8	1,33E-09	6
10704_at	YKL124W	SSH4	2,7	0,00E+00	1
10496_at	YKR071C	DRE2	2,7	0,00E+00	7
7739_at	YPR031W	NTO1	2,7	5,92E-13	8
8537_at	YOR019W	---	2,7	0,00E+00	1
11163_at	YJL132W	---	2,7	0,00E+00	1
6137_at	YDR351W	SBE2	2,7	6,84E-12	7
10480_at	YKR099W	BAS1	2,7	1,17E-12	6
8517_at	YOR044W	IRC23	2,7	0,00E+00	7
10210_at	YLR136C	TIS11	2,7	0,00E+00	1
5173_at	YGL162W	SUT1	2,7	0,00E+00	8
4761_at	YGR241C	YAP1802	2,7	0,00E+00	1
5096_at	YGL101W	---	2,7	3,57E-11	6
7339_at	YBR026C	ETR1	2,7	0,00E+00	1
9970_at	YLR346C	---	2,7	0,00E+00	1
6847_g_at	YCR061W	---	2,7	0,00E+00	1
7846_at	YPL089C	RLM1	2,7	5,71E-12	1
5074_at	YGL077C	HNLM1	2,7	1,41E-11	6
4763_at	YGR243W	FMP43	2,7	0,00E+00	1
5748_at	YEL042W	GDA1	2,7	0,00E+00	6
9549_at	YMR107W	SPG4	2,7	0,00E+00	1
5101_at	YGL096W	TOS8	2,7	0,00E+00	1
10724_at	YKL149C	DBR1	2,6	0,00E+00	1
7270_i_at	YBR090C	---	2,6	0,00E+00	1
8888_at	YNL007C	SIS1	2,6	0,00E+00	1
8974_at	YNL103W	MET4	2,6	3,61E-08	1
9764_at	YML121W	GTR1	2,6	0,00E+00	7
9196_s_at	YNL335W	DDI2 /// DDI3	2,6	0,00E+00	1
8787_at	YNR032C-A	HUB1	2,6	0,00E+00	7
8895_at	YNL047C	SLM2	2,6	0,00E+00	8
6549_at	YDL049C	KNH1	2,6	0,00E+00	8
6647_at	YDL173W	PAR32	2,6	4,51E-11	8
5154_at	YGL134W	PCL10	2,6	1,74E-12	8
7184_at	YBR183W	YPC1	2,6	0,00E+00	1
4581_at	YHL027W	RIM101	2,6	0,00E+00	8
5685_at	YER030W	CHZ1	2,6	0,00E+00	7
10179_at	YLR149C	---	2,6	0,00E+00	1
10514_at	YKR042W	UTH1	2,6	0,00E+00	7
7919_at	YPL151C	PRP46	2,6	0,00E+00	1
9403_at	YMR221C	---	2,6	0,00E+00	6
6883_at	YCR005C	CIT2	2,6	0,00E+00	8
5409_at	YFL021W	GAT1	2,6	0,00E+00	7
5789_at	YEL046C	GLY1	2,6	2,64E-10	8
7774_at	YPL024W	RMI1	2,6	5,18E-10	8

9161_at	YNL278W	CAF120	2,6	0,00E+00	8
7631_at	YPR101W	SNT309	2,6	0,00E+00	1
8643_at	YOL100W	PKH2	2,6	1,02E-11	1
7403_at	YBL049W	MOH1	2,5	0,00E+00	1
11077_at	YJL035C	TAD2	2,5	0,00E+00	7
10792_at	YKL220C	FRE2	2,5	1,52E-11	1
5201_at	YGL179C	TOS3	2,5	0,00E+00	8
10910_at	YJR117W	STE24	2,5	0,00E+00	7
10748_at	YKL171W	---	2,5	0,00E+00	1
7974_at	YPL230W	USV1	2,5	1,17E-12	1
7196_at	YBR150C	TBS1	2,5	0,00E+00	8
9123_at	YNL271C	BNI1	2,5	5,56E-08	7
8200_at	YOR356W	---	2,5	0,00E+00	8
9347_at	YMR296C	LCB1	2,5	0,00E+00	6
7544_at	YPR192W	AQY1	2,5	6,36E-11	1
8144_g_at	YOR389W	---	2,5	0,00E+00	1
5420_s_at	YFL068W	---	2,5	1,25E-11	7
4391_at	YHR142W	CHS7	2,5	0,00E+00	7
3970_s_at	NC_001224	BI3 /// BI4 /// COB	2,5	6,17E-10	1
10315_at	YLR019W	PSR2	2,5	0,00E+00	7
10744_at	YKL175W	ZRT3	2,5	0,00E+00	8
11357_at	YAL053W	FLC2	2,5	7,97E-12	8
10945_at	YJR061W	---	2,5	0,00E+00	1
9288_s_at	YMR323W	ERR1 /// ERR2 /// ERR3	2,5	0,00E+00	1
4338_at	YHR178W	STB5	2,5	0,00E+00	8
9308_at	YMR302C	YME2	2,5	0,00E+00	1
8655_at	YOL088C	MPD2	2,5	5,92E-13	8
6576_at	YDL110C	TMA17	2,5	0,00E+00	1
6341_at	YDR150W	NUM1	2,5	0,00E+00	1
4440_at	YHR102W	KIC1	2,5	0,00E+00	7
9199_at	YNL331C	AAD14	2,5	0,00E+00	1
4396_at	YHR146W	CRP1	2,5	0,00E+00	1
5332_at	YFR033C	QCR6	2,5	0,00E+00	1
5701_at	YER002W	NOP16	2,5	0,00E+00	6
6233_at	YDR222W	---	2,5	4,58E-12	6
6821_at	YCR082W	AHC2	2,4	0,00E+00	1
6333_at	YDR142C	PEX7	2,4	0,00E+00	1
7733_at	YPR026W	ATH1	2,4	0,00E+00	1
10368_s_at	YLL020C	KNS1	2,4	0,00E+00	1
4140_at	YIL031W	ULP2	2,4	2,00E-09	1
8297_at	YOR231W	MKK1	2,4	0,00E+00	7
9992_at	YLR323C	CWC24	2,4	0,00E+00	8
5968_at	YDR499W	LCD1	2,4	4,02E-12	8
9502_at	YMR147W	---	2,4	0,00E+00	8
4976_at	YGR050C	---	2,4	0,00E+00	8
4385_at	YHR136C	SPL2	2,4	7,34E-11	1
7975_at	YPL229W	---	2,4	0,00E+00	1
8882_at	YNL013C	---	2,4	0,00E+00	1
4576_at	YHL032C	GUT1	2,4	0,00E+00	1
9554_at	YMR069W	NAT4	2,4	1,74E-12	7
5241_at	YGL228W	SHE10	2,4	0,00E+00	1
5778_at	YEL057C	---	2,4	0,00E+00	1
5182_at	YGL152C	---	2,4	4,11E-10	1
11017_at	YJL004C	SYS1	2,4	0,00E+00	8
9586_at	YMR056C	AAC1	2,4	0,00E+00	1
6161_at	YDR329C	PEX3	2,4	0,00E+00	1
7404_at	YBL048W	RRT1	2,4	0,00E+00	1
5737_at	YEL009C	GCN4	2,4	0,00E+00	7
10411_f_at	YLL065W	---	2,4	7,62E-08	7
8030_at	YPL265W	DIP5	2,4	0,00E+00	1
7982_at	YPL222W	FMP40	2,4	0,00E+00	1
11359_at	YAL049C	AIM2	2,4	0,00E+00	1
7122_at	YBR257W	POP4	2,4	1,17E-12	8
7623_at	YPR135W	CTF4	2,4	0,00E+00	8
10477_g_at	YKR096W	---	2,4	1,40E-03	1
10548_at	YKR031C	SPO14	2,4	0,00E+00	1
8889_at	YNL006W	LST8	2,4	0,00E+00	1

11386_at	YAL062W	GDH3	2,4	0,00E+00	1
10942_at	YJR103W	URA8	2,4	0,00E+00	1
8608_at	YOL044W	PEX15	2,4	0,00E+00	1
11134_at	YJL115W	ASF1	2,3	0,00E+00	7
8815_at	YNR056C	BIO5	2,3	3,47E-10	8
10377_at	YLL053C	---	2,3	0,00E+00	6
6862_at	YCR028C	FEN2	2,3	5,92E-13	8
4437_at	YHR100C	GEP4	2,3	7,12E-11	8
8143_at	YOR389W	---	2,3	6,57E-11	1
4872_at	YGR127W	---	2,3	0,00E+00	1
7268_at	YBR090C-A	NHP6B	2,3	0,00E+00	1
11308_s_at	YAR068W	---	2,3	3,48E-10	8
8973_at	YNL104C	LEU4	2,3	0,00E+00	8
8229_at	YOR297C	TIM18	2,3	1,74E-12	7
6544_at	YDL054C	MCH1	2,3	0,00E+00	1
9989_at	YLR320W	MMS22	2,3	4,12E-06	8
7398_at	YBL054W	TOD6	2,3	2,68E-06	6
7832_at	YPL057C	SUR1	2,3	5,92E-13	1
8941_at	YNL091W	NST1	2,3	0,00E+00	1
7318_at	YBR050C	REG2	2,3	0,00E+00	1
5810_s_at	YEL074W	---	2,3	2,31E-12	1
8364_at	YOR207C	RET1	2,3	0,00E+00	6
8186_at	YOR342C	---	2,3	0,00E+00	6
4754_at	YGR234W	YHB1	2,3	6,52E-11	6
6907_at	YCL025C	AGP1	2,3	0,00E+00	1
6649_at	YDL171C	GLT1	2,3	0,00E+00	8
10522_at	YKR050W	TRK2	2,3	1,88E-07	1
7789_at	YPL054W	LEE1	2,3	0,00E+00	1
3974_at	NC_001224	COB	2,3	2,05E-07	1
4750_at	YGR274C	TAF1	2,3	0,00E+00	6
6497_at	YDL010W	GRX6	2,3	0,00E+00	8
8365_at	YOR208W	PTP2	2,3	1,17E-12	1
8607_at	YOL045W	PSK2	2,3	0,00E+00	7
5995_at	YDR481C	PHO8	2,3	0,00E+00	1
8536_at	YOR018W	ROD1	2,3	2,36E-11	8
6565_at	YDL078C	MDH3	2,3	0,00E+00	1
10471_at	YKR092C	SRP40	2,3	9,66E-12	6
5120_at	YGL122C	NAB2	2,3	0,00E+00	1
7807_at	YPL036W	PMA2	2,3	5,92E-13	1
5560_at	YER167W	BCK2	2,3	3,89E-09	8
9067_at	YNL192W	CHS1	2,3	1,63E-11	7
9473_at	YMR161W	HLJ1	2,2	0,00E+00	7
10706_at	YKL123W	---	2,2	3,02E-11	1
5381_at	YFL007W	BLM10	2,2	0,00E+00	1
8935_at	YNL052W	COX5A	2,2	0,00E+00	1
6513_at	YDL039C	PRM7	2,2	7,97E-12	6
7426_at	YBL071C	---	2,2	6,95E-08	7
11149_at	YJL144W	---	2,2	2,41E-11	1
6024_at	YDR464W	SPP41	2,2	5,92E-13	8
5388_at	YFR001W	LOC1	2,2	6,04E-07	6
6227_at	YDR262W	---	2,2	0,00E+00	1
7983_at	YPL221W	FLC1	2,2	0,00E+00	8
10534_at	YKR017C	---	2,2	2,41E-04	1
9324_at	YMR316W	DIA1	2,2	1,04E-09	7
4204_at	YIL107C	PFK26	2,2	2,30E-11	1
5215_at	YGL210W	YPT32	2,2	2,88E-12	8
10703_at	YKL125W	RRN3	2,2	7,97E-12	6
7772_at	YPL026C	SKS1	2,2	7,01E-11	6
6729_at	YDL223C	HBT1	2,2	0,00E+00	1
9664_at	YML005W	TRM12	2,2	3,64E-10	8
9056_at	YNL203C	---	2,2	1,41E-11	1
8401_at	YOR154W	SLP1	2,2	5,32E-07	8
5382_at	YFL006W	BLM10	2,2	0,00E+00	1
8477_at	YOR095C	RKI1	2,2	5,92E-13	6
8459_at	YOR078W	BUD21	2,2	0,00E+00	6
5166_at	YGL169W	SUA5	2,2	4,85E-09	6
10678_at	YKL106W	AAT1	2,2	1,17E-12	6

10466_at	YKR087C	OMA1	2,2	0,00E+00	8
8228_at	YOR338W	---	2,2	1,91E-11	1
10117_at	YLR225C	---	2,2	6,91E-10	7
8179_at	YOR380W	RDR1	2,2	1,17E-12	1
10290_at	YLR038C	COX12	2,2	0,00E+00	1
9318_at	YMR310C	---	2,2	1,60E-09	6
5966_at	YDR497C	ITR1	2,2	0,00E+00	6
4091_at	YIR010W	DSN1	2,2	2,05E-08	6
6026_at	YDR420W	HKR1	2,2	5,92E-13	6
9538_at	YMR096W	SNZ1	2,2	0,00E+00	1
9754_at	YML091C	RPM2	2,2	9,83E-09	1
9778_at	YML109W	ZDS2	2,2	5,92E-13	8
9017_at	YNL151C	RPC31	2,2	2,74E-09	6
6399_at	YDR075W	PPH3	2,2	3,04E-06	6
8863_at	YNR015W	SMM1	2,2	8,53E-12	6
10862_s_at	YJR160C	MPH2 /// MPH3	2,1	4,04E-10	1
11118_at	YJL084C	ALY2	2,1	5,15E-12	1
6363_at	YDR128W	MTC5	2,1	0,00E+00	8
7290_at	YBR067C	TIP1	2,1	0,00E+00	1
6846_at	YCR061W	---	2,1	0,00E+00	1
7170_at	YBR168W	PEX32	2,1	0,00E+00	1
5703_at	YER004W	FMP52	2,1	0,00E+00	1
4255_at	YIL146C	ATG32	2,1	5,92E-13	1
5200_at	YGL180W	ATG1	2,1	8,10E-11	1
6595_at	YDL133W	---	2,1	0,00E+00	8
8617_at	YOL081W	IRA2	2,1	4,45E-11	1
4220_at	YIL136W	OM45	2,1	0,00E+00	1
10559_at	YKL005C	BYE1	2,1	3,34E-09	1
10765_at	YKL197C	PEX1	2,1	0,00E+00	1
11334_at	YAL032C	PRP45	2,1	2,25E-11	8
7094_at	YBR276C	PSP1	2,1	0,00E+00	8
10328_at	YLL015W	BPT1	2,1	1,02E-09	1
8435_at	YOR098C	NUP1	2,1	0,00E+00	7
6004_at	YDR443C	SSN2	2,1	9,47E-09	8
9552_at	YMR110C	HFD1	2,1	9,13E-11	1
8220_at	YOR330C	MIP1	2,1	5,15E-12	8
4079_at	YIL003W	CFD1	2,1	0,00E+00	8
9476_at	YMR164C	MSS11	2,1	1,12E-04	1
8218_at	YOR328W	PDR10	2,1	0,00E+00	1
6467_at	YDR006C	SOK1	2,1	6,98E-08	1
9028_at	YNL186W	UBP10	2,1	0,00E+00	6
4162_at	YIL055C	---	2,1	5,92E-13	1
8597_at	YOL054W	PSH1	2,1	0,00E+00	8
9433_at	YMR206W	---	2,1	0,00E+00	1
8373_at	YOR171C	LCB4	2,1	2,69E-06	6
5169_at	YGL166W	CUP2	2,1	0,00E+00	8
7833_at	YPL056C	---	2,1	5,92E-13	1
7319_at	YBR051W	---	2,1	6,99E-06	1
7296_at	YBR073W	RDH54	2,1	7,41E-12	6
8457_at	YOR076C	SKI7	2,1	0,00E+00	8
8872_at	YNL023C	FAP1	2,1	2,01E-08	6
9873_at	YLR426W	---	2,1	1,17E-12	8
10369_at	YLL019C	KNS1	2,1	0,00E+00	1
7730_at	YPR023C	EAF3	2,1	0,00E+00	1
4226_at	YIL130W	ASG1	2,1	5,44E-11	6
9575_at	YMR042W	ARG80	2,1	1,00E-10	8
8433_at	YOR141C	ARP8	2,1	0,00E+00	1
7749_at	YPL004C	LSP1	2,1	0,00E+00	1
10359_at	YLL027W	ISA1	2,1	0,00E+00	1
7750_at	YPL003W	ULA1	2,1	0,00E+00	1
4121_at	YIL006W	YIA6	2,1	5,15E-08	8
5658_at	YER047C	SAP1	2,1	0,00E+00	1
4742_at	YGR266W	---	2,1	1,69E-11	1
6517_at	YDL035C	GPR1	2,1	5,46E-08	8
7063_at	YBR290W	BSD2	2,1	5,47E-08	8
5049_at	YGL058W	RAD6	2,1	5,92E-13	7
8458_at	YOR077W	RTS2	2,0	4,10E-09	8

How the deposited data were processed for this re-analysis (not part of the article)

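The data are from Affymetrix YG-S98 microarrays of S. cerevisiae batch cultures, 20 arrays in total, with 2 cultures at each of 6 aerobic and 4 anaerobic time points. The deposited intensity values are linear signals, 1 per feature and array, which the authors computed with the array software and scaled to a common average signal before they deposited them. The single table holds 9335 features and no other column of values, and was used as deposited, with no further scaling. Each feature is a probe set, of which 60 are controls. The annotation gives 1 gene symbol for 6504 features and several for 328, and does not list 2503.

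Signals below 12 were set to 12, following the authors' methods. The tests were limited to the 6647 features of protein-coding genes, and the 580 of these whose highest signal on the 20 arrays was below 20 were left out, which left 6067 probe sets. For a gene with several probe sets, 1 was used in counts of genes, which gave 5266 genes. Among the 261 genes with several probe sets, 89 had probe sets that differed in their call between aerobic and anaerobic late SP, and 1 had opposite calls. The remaining features outside the controls, most of them not listed in the annotation, were tested apart.

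Log2 signals were fitted with limma (version 3.58.1 in R 4.3.3) as 10 group means over all 20 arrays, with 10 residual degrees of freedom and 4.732 prior degrees of freedom. Adjusted p-values are by the method of Benjamini and Hochberg over the tested probe sets of a comparison, and a call needed an adjusted p below 0.05 and a fold change of at least 2. Gene lists were tested with a one-sided Fisher's exact test against all tested genes (for the seripauperin family, all tested probe sets), with a Bonferroni adjustment over the 70 tests of a comparison, which are 35 lists in 2 directions, and with limma's camera test with an estimated correlation and with a preset correlation of 0.01. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The procedure was tested on simulated data, where no call had the wrong sign, and of the changed probe sets with signals above 50, 95.3% were recovered at a log2 fold change of 1.5 and 97.1% at 2.5.

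On these arrays, precision is set by the signal over background and by the number of cultures. Between 1823 and 2822 of the features lay below 12 on an array, and median signals were 44.1 to 69.4. The highest correlation between 2 arrays was 0.982, and no 2 columns were identical. With 2 cultures per group, no other split of the samples can reach a small p. Each array was left out in turn to see whether a result rests on it. No fit left out a culture with all its time points.

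Cultures with the same number within aerobic or within anaerobic samples are the same culture followed over time, according to the paper's sampling, whereas aerobic and anaerobic cultures share only a number. Deviations from the group means of same-numbered samples had a median correlation of 0.0935 within anaerobic cultures (6 pairs of time points) and 0.121 within aerobic cultures (15 pairs, from -0.555 to 0.373).

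Genes named in the text follow a rule with 3 parts: genes named in the paper's text, the 12 probe sets per direction with the largest log2 change among those called in a comparison, and the 4 members of a list with the largest absolute log2 change in the comparison discussed. The fold changes of Table S1 had been seen when the rule and the lists were written.

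The alternatives tried were a floor of 1 and of 30, no filter on the highest signal and a highest signal of at least 100. Others were quantile normalization, scaling to 6 housekeeping genes, only the arrays compared, the culture number as a block and the culture as a random block. The rest were no fold threshold, the fold of arithmetic means, a spread that follows the signal and all features of the table. Camera in place of the Fisher test and leaving out each array in turn were also tried. Alternatives added after the data were seen were a mean signal of at least 100, crossed numbers at late exponential phase, comparisons of late with early SP, and a mean over the 5 conditions of Figure 7. Set tests on the authors' own gene lists were left out, because the copy of Table S1 lacks rows and the other tables were not used.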

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

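All 6 tests of explanations below were chosen after the results were seen.

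A test of the difference itself showed that the change from mid-exponential phase to late SP differed between aerobic and anaerobic cultures for 2020 probe sets, 1156 of them shifted towards higher levels in aerobic and 864 towards higher levels in anaerobic cultures. Towards aerobic cultures went 15 genes of β-oxidation, all 9 of the glyoxylate cycle and gluconeogenesis, 10 of meiosis and sporulation and all 5 SP genes named by the paper, which were chosen on these samples. Towards anaerobic cultures went 69 genes for mitochondrial ribosomal proteins, 36 for cytosolic ribosomal proteins, 30 of the respiratory chain and ATP synthase, 18 for protection against ROS, 16 of methionine metabolism and 15 targets of Msn2 and Msn4.

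The largest shifts towards aerobic cultures, on the log2 scale, were those of FDH1 (9.575), ADH2 (8.832), ATO3 (8.526), CTA1 (8.189), POX1 (7.855), ADY2 (7.754), FBP1 (7.55), SFC1 (7.2), YAT1 (7.152), CIT3 (7.086), MLS1 (6.987) and PUT4 (6.783). Signals at the floor enter several of these values, so they are not ranked. The largest shifts towards anaerobic cultures were those of YNR014W (-4.814), CYC7 (-4.719), HAP4 (-4.423), YCT1 (-4.34), GAD1 (-4.227), CYT2 (-3.97), QCR10 (-3.913), MSF1 (-3.892), VMR1 (-3.887), SOL4 (-3.782), COX4 (-3.681) and MSD1 (-3.631).

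Between mid-exponential phase and late SP, mitochondrial ribosomal protein genes rose in anaerobic cultures and mostly did not rise in aerobic cultures. The aerobic median of their mean-normalized expression was 0.909 at mid-exponential phase, with an SD of 0.32 over 2 cultures. It was higher at the diauxic shift (1.41), in the post-diauxic phase (1.42) and in early SP (1.31), and fell to 0.598 in late SP. The anaerobic median was 0.375 at mid-exponential phase, 1.17 in early SP and 1.18 in late SP. A single deviating array would leave few of the 75 genes called when it is left out, but at least 57 were called without any 1 array. An effect of the scaling would remove the calls under another scaling, but 68 were called under quantile normalization or housekeeping scaling, whichever gave fewer. Both explanations are excluded as the sole cause, and a biological cause was not tested.

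Features not assigned to a protein-coding gene also differed in late SP. Of 1408 tested, 402 were higher in aerobic and 60 in anaerobic cultures, among them 31 of 76 tRNA and 17 of 41 snoRNA features that were higher in aerobic cultures; 1261 are not listed in the annotation, so their kind is unknown, and some of these are in the paper's Table S1. A shift shared by all features of the same brightness is excluded as the sole cause, since after quantile normalization 255 were higher in aerobic and 93 in anaerobic cultures. A weaker hybridization scaled up to the common target remains open, as only 1 other array had hybridization controls as bright as on an aerobic late SP array, with 2752 features below 12. Degraded RNA also remains open, since the lower ACT1 ratio of 3' to 5' signal in aerobic late SP was 2.095, and 1 of the 3 control transcripts was above all other arrays.

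Control features for ribosomal RNA moved apart on entry into anaerobic SP, with log2 changes of 1.638, 1.809 and 4.405 for parts c, d and e of the 18S rRNA and of 3.881, 4.648 and 1.411 for parts b, c and d of the 25S rRNA. Parts also moved apart on entry into aerobic SP, with 3.695 for part e of the 18S rRNA, and 2.345 and 3.045 for parts b and c against 0.5728 for part a of the 25S rRNA. Carry-over of whole rRNA molecules into the labelled RNA remains open. The log2 changes of parts c and a of the 25S rRNA into anaerobic SP differed by 4.55 (standard error 0.573), but these parts began at signals of 100 and 6812, so that an equal added amount would move c far more than a. Parts b and d began at 284 and 294 and rose unequally, but how much signal 1 molecule gives at each part is not known, and fragments or unequal labelling were not tested.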

How the results depend on the processing

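The mean signal filter, the crossed numbers and the mean over 5 conditions were chosen after the data were seen, and the cause of the shifts below was not tested unless stated.

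Of 1177 values of named genes, 1120 kept their direction and side of the threshold under quantile normalization, 1160 under housekeeping scaling, 1119 with a floor of 30, 1152 with a floor of 1 and 1016 when only the arrays compared were fitted. No called value changed sign, and SPG4 at mid-exponential phase, at the floor in both groups, was called with -2.232 with a floor of 1. With the culture number as a block, 1172 of 1177 values and all counts within 1.5 times remained on their side, late SP calls numbering 1887. This block gives 1 shared shift to aerobic and anaerobic cultures that share only a number. It therefore does not model the pairing within a culture. With the culture as a random block, all 1177 values remained on their side. The correlation within a culture, 1 value for all probe sets, was estimated there at -0.00306. That fit could thus hardly differ from the fit without a block, and neither fit shows that the results withstand the repeated measures. Crossing the numbers of the aerobic late exponential cultures gave 558 calls at late exponential phase.

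Without the fold threshold, more probe sets pass by construction: 3252 in late SP (1843 higher in aerobic, 1409 in anaerobic), 749 at mid-exponential phase (467 and 282), 834 at late exponential phase (287 anaerobic), 2635 at glucose exhaustion (1833 and 802), 2751 in early SP (1848 and 903), 2575 from exponential to post-diauxic phase (1885 rose, 690 fell) and 3866 from there to late SP (1410 rose). Of late SP calls, 297 were then shared with mid-exponential phase and 1357 with glucose exhaustion.

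With only the arrays compared, fewer degrees of freedom left 27 calls at mid-exponential phase (10 and 17), 185 at late exponential phase (93 and 92), 397 into the post-diauxic phase (304 rose, 93 fell), 19 late SP calls shared with mid-exponential phase, and 0 changed (0 rose, 0 fell) at the anaerobic end of the exponential phase, by limma, where 1007 had an unadjusted p below 0.05.

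A mean signal of at least 100, which tests fewer probe sets, gave 1200 calls in late SP (570 aerobic), 120 anaerobic calls at late exponential phase, 790 at glucose exhaustion (537 and 253), 954 in early SP (538 aerobic), 563 rises from post-diauxic phase to late SP, 979 rises into aerobic and 1063 falls into anaerobic late SP, 1263 differing changes into SP (547 towards aerobic) and 371 late SP calls shared with glucose exhaustion. With all features, 1460 rose from the post-diauxic phase to late SP. With a highest signal of at least 100, 155 features not assigned to a protein-coding gene were higher in aerobic late SP.

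Quantile normalization moved the median log2 fold change of all tested probe sets in late SP from 0.0826 to -0.0667. It gave 594 aerobic calls at glucose exhaustion, 534 rises and 423 falls into the post-diauxic phase, and 255 and 93 features not assigned to a protein-coding gene on the aerobic and anaerobic side. The share of calls on the aerobic side went from 64.1% to 47.4% in early SP and from 57.2% to 47.7% for the change into SP, and with a floor of 30 or housekeeping scaling the late SP share was 54.3% or 51.9%. The SP genes lost enrichment (p = 0.146), genes of glycolysis gained it (p = 0.0201, and 0.0181 with a preset correlation), and 1 ROS gene was higher in aerobic late SP, as with housekeeping scaling (1).

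With an estimated correlation, enrichment in late SP was lost for β-oxidation (0.1), the glyoxylate cycle (0.052), SP genes (0.244), general stress (1), cytosolic (1) and mitochondrial (1) ribosomal proteins, methionine (0.635), heme (1) and seripauperins (0.942). It was also lost for Hap1-activated, Rox1-repressed, iron regulon, nitrogen catabolite repression and peroxin genes. The same held for the use of ethanol, acetate, lactate and glycerol, DAN and TIR genes, and sterol uptake and esterification.

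Leaving out 1 array, where the lone culture is assumed to vary like the others, gave 371 to 862 calls at mid-exponential phase (179 to 580 aerobic, 144 to 282 anaerobic), 152 to 385 falls into the post-diauxic phase, and 13 to 28 changes (10 to 23 rises, 2 to 12 falls) at the anaerobic end of the exponential phase. In late SP it gave 1 to 3 ROS genes on the aerobic side, and on the anaerobic side 8 to 56 cytosolic ribosomal proteins (p from 1.1e-27 to 1), 8 to 16 methionine genes (p from 2.23e-06 to 0.214) and 2 to 11 glycolysis genes (p from 0.00169 to 1).

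Mean-normalized expression in aerobic late SP depends on the mean by construction: with a geometric mean it was 36.32 for SSA3, 33.84 for SPG4 and 11.65 for SPG5, over the 5 conditions of Figure 7 4.48 for SSA3 and 3.731 for SPG5, after quantile normalization 3.203 for SPG4, and without 1 array 11.53 to 11.8, 4.614 to 5.77 and 6.274 to 7.665. Low signals limit all of these, since features below 12 carry no fold change.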

Differences from the paper's values

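A mean signal of at least 100 and the mean over 5 conditions were chosen after the values were seen, and the other alternatives before, all but the one without a fold threshold at the paper's thresholds of an adjusted p below 0.05 and a fold of 2.

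The paper gives 574 genes higher in aerobic SP and 1106 were found here; a floor of 30 and a highest signal of at least 100 fall within 1.5 times the paper's number, and the other 15 of 17 alternatives set before the data were examined do not; all 17 span 841 to 1843, where 1843 is the number without the fold threshold. A mean signal of at least 100, chosen after the values were seen, gives 570. It leaves out 346 of the 1448 probe sets in the copy of Table S1, 180 of them higher in aerobic SP. For ribosomal proteins, the counts here rest on own lists of 81 cytosolic and 75 mitochondrial genes, not on the paper's sets. Probe sets that match several genes are left out of these lists, whereas Table S1 holds several such ribosomal probe sets. Part of the gaps to the paper's ribosomal counts may come from this, which was not tested. The paper gives 65 cytosolic ribosomal protein genes higher in anaerobic SP and 35 were found; housekeeping scaling and leaving out aerobic late SP replicate 2 fall within it, and the other 7 of 9 do not. It gives 24 mitochondrial ribosomal protein genes and 38 were found; quantile normalization, a floor of 30 and leaving out anaerobic late SP replicate 2 or aerobic late SP replicate 1 fall within it, and the other 5 of 9 do not.

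For SSA3, mean-normalized expression is about 4.5 in aerobic late SP in Fig. 7 of the paper, read by eye, and 7.608 here, with none of 7 alternatives within it. It is about 0.38 in anaerobic late SP in Fig. 7, read by eye, and 0.6453 here, with none of 7. It is about 0.09 in the post-diauxic phase in Fig. 7, read by eye, and 0.1522 here, with quantile normalization and leaving out aerobic post-diauxic replicate 1 within it and the other 5 of 7 not. Dividing by the mean of the 5 conditions drawn there, chosen after seeing the values, gives 4.48, 0.38 and 0.0896.

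Over all 1448 probe sets in the copy of Table S1, 729 log2 fold changes differ from the paper's by more than the replicate SD, 426 of those listed as higher in aerobic and 303 of those listed as higher in anaerobic SP, and 0 have the opposite sign. The median of the value here minus the paper's is 0.19, or 0.464 for those higher in aerobic and 0.0719 for those higher in anaerobic SP. For log2 fold changes from Table S1, 11 of 17 genes compared differ by more than the replicate SD, and 11 alternatives were run for each. Table S1 prints folds to 1 decimal, and within this rounding SSA4 no longer differs, which leaves 10 genes. The paper's value is 1.766 for SPG3, 3.954 for SSA3, 8.679 for FDH1 and 6.236 for POX1, against 2.173, 3.559, 9.575 and 7.855 here, with no alternative within it. The value for FDH1 is a lower bound, since both anaerobic arrays lie at the floor, and for the other probe set of FDH1 in Table S1 the paper has 8.921 and 8.84 was found. For SPG5 the paper has 2.511 and 3.043 was found, with leaving out aerobic late SP replicate 1 within it and the other 10 not. For ROX1 the paper has 2.678 and 3.363 was found, with a floor of 30 within it and the other 10 not. For ADH2 the paper has 8.213 and 9.031 was found, with quantile normalization and leaving out anaerobic late SP replicate 2 within it and the other 9 not. For CTA1 the paper has 7.948 and 8.224 was found, with a floor of 30, housekeeping scaling, and leaving out anaerobic or aerobic late SP replicate 1 within it and the other 7 not. For DAN4 the paper has -1.678 and -1.35 was found, with housekeeping scaling and leaving out anaerobic late SP replicate 2 or aerobic late SP replicate 1 within it and the other 8 not. For HSP30 the paper has -1.379 and -0.9781 was found, with quantile normalization, housekeeping scaling and leaving out anaerobic or aerobic late SP replicate 1 within it and the other 7 not. For SSA4 the paper has -1 and -1.137 was found, with quantile normalization and leaving out anaerobic or aerobic late SP replicate 1 within it and the other 8 not.

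The paper states that more genes were higher in anaerobic than in aerobic SP, whereas 58.7% of the calls here were higher in aerobic SP; quantile normalization gives 48.2%, and a mean signal of at least 100, chosen after the values were seen, gives 47.5%. The paper lists HSP30 as higher in anaerobic SP, which was not called here; it was called after quantile normalization, housekeeping scaling and without aerobic late SP replicate 1. The paper places a rise of heat-shock transcripts late in the exponential phase. Here limma called none of 30 such genes between mid-exponential phase and the end of the exponential phase of anaerobic cultures. At an unadjusted p below 0.05, 2 were higher and 2 lower. Only 29 of all tested probe sets were called in this comparison. A rise between the end-of-exponential sample and glucose exhaustion was not covered, so these samples cannot settle the timing. Within a set of 22 genes for protection against ROS, the paper names CTA1 as the only gene that was higher in aerobic SP. Here CTT1 was called beside it, in a list of 29 genes that is not the paper's set. The paper names only some members of its set, so CTT1 may lie outside it. CTT1 was not called after quantile normalization, housekeeping scaling, without anaerobic late SP replicate 2 or without aerobic late SP replicate 1.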

Other observations

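None of the results in this part was tested against an explanation.

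Genes for iron uptake and for nitrogen sources other than the preferred ones were higher in aerobic SP cultures. Of 19 iron regulon genes, 16 were higher and none was lower, also when adjusted over the list alone (adjusted p = 7.42e-08, one-sided Fisher's exact test, and adjusted p = 0.621 with an estimated correlation), with HMX1, a heme oxygenase, at a log2 fold change of 6.43, FIT2, a cell-wall protein that retains iron carriers, at 4.70 and SIT1, a siderophore transporter, at 3.53. Of 21 genes under nitrogen catabolite repression, 14 were higher and 1 was lower, also when adjusted over the list alone (adjusted p = 0.000124, one-sided Fisher's exact test, and adjusted p = 1 with an estimated correlation), with GAP1, the general amino acid permease, at 3.40 and MEP2, an ammonium transporter, at 2.80. Of 16 genes of meiosis and sporulation, 10 were higher and 1 was lower, also when adjusted over the list alone (adjusted p = 0.00914, one-sided Fisher's exact test), with CSM4 at 3.45, and RIM4, an early meiotic regulator, at least 38.5-fold higher.

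Other lists showed no enrichment in late SP (adjusted p at least 0.736, one-sided Fisher's exact test; the counts were the same when adjusted over each list alone). Of 35 autophagy genes, 6 were higher in aerobic and 6 in anaerobic SP cultures, with ATG39, a receptor for autophagy of the nucleus, at 3.11. Of 16 genes of pheromone response, 6 were higher in anaerobic and 1 in aerobic cultures, with STE6, the a-factor exporter, at -1.33; the 6 became 3 without aerobic late SP replicate 1 and 9 without replicate 2. Of 23 ergosterol genes, 5 were higher in anaerobic and 3 in aerobic cultures, with ERG26 at -2.45; the 5 became 11 without aerobic late SP replicate 2. Of 36 respiratory genes, 6 were higher in aerobic and 2 in anaerobic cultures, of 14 TCA cycle genes 2 and 1, and of 34 proteasome genes 1 and 1, which were RPN4, the activator of proteasome genes, at 2.44 and RPN14 at -2.09. Limma called neither of 2 histone genes, HTB1 and HTB2.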
